# The Derlin-1-Stat5b axis maintains homeostasis of adult hippocampal neurogenesis

**DOI:** 10.1038/s44319-024-00205-7

**Published:** 2024-07-30

**Authors:** Naoya Murao, Taito Matsuda, Hisae Kadowaki, Yosuke Matsushita, Kousuke Tanimoto, Toyomasa Katagiri, Kinichi Nakashima, Hideki Nishitoh

**Keywords:** Endoplasmic Reticulum, Neural Stem Cell, Adult Neurogenesis, Seizure, 4-Phenylbutyric Acid, Neuroscience

## Abstract

Adult neural stem cells (NSCs) in the hippocampal dentate gyrus continuously proliferate and generate new neurons throughout life. Although various functions of organelles are closely related to the regulation of adult neurogenesis, the role of endoplasmic reticulum (ER)-related molecules in this process remains largely unexplored. Here we show that Derlin-1, an ER-associated degradation component, spatiotemporally maintains adult hippocampal neurogenesis through a mechanism distinct from its established role as an ER quality controller. Derlin-1 deficiency in the mouse central nervous system leads to the ectopic localization of newborn neurons and impairs NSC transition from active to quiescent states, resulting in early depletion of hippocampal NSCs. As a result, Derlin-1-deficient mice exhibit phenotypes of increased seizure susceptibility and cognitive dysfunction. Reduced Stat5b expression is responsible for adult neurogenesis defects in Derlin-1-deficient NSCs. Inhibition of histone deacetylase activity effectively induces Stat5b expression and restores abnormal adult neurogenesis, resulting in improved seizure susceptibility and cognitive dysfunction in Derlin-1-deficient mice. Our findings indicate that the Derlin-1-Stat5b axis is indispensable for the homeostasis of adult hippocampal neurogenesis.

## Synopsis

Derlin-1, an endoplasmic reticulum (ER)-associated degradation component, regulates seizure susceptibility and cognitive function through Stat5b-mediated maintenance of adult neurogenesis, and this function is distinct from its role in ER quality control.

- Derlin-1 is essential for the appropriate localization of newborn neurons and the transition of neural stem cells from active to quiescent states.
- Mice with a loss of Derlin-1 in the central nervous system exhibit increased seizure susceptibility and cognitive dysfunction.
- Derlin-1 maintains adult neurogenesis homeostasis through the regulation of Stat5b expression.
- Histone deacetylase inhibition effectively induces Stat5b expression and restores abnormal adult neurogenesis.

## Abstract (web summary)

Derlin-1, an endoplasmic reticulum (ER)-associated degradation component, regulates seizure susceptibility and cognitive function through Stat5b-mediated maintenance of adult neurogenesis, and this function is distinct from its role in ER quality control.

## Introduction

The adult mammalian brain retains neural stem/precursor cells (NS/PCs) in restricted brain regions such as the subventricular zone (SVZ) of the lateral ventricle and the subgranular zone (SGZ) of the hippocampal dentate gyrus (DG), and these NS/PCs continuously generate neurons throughout the life of the individual (Eriksson et al, 1998; Goncalves et al, 2016). Persistent generation of neurons in the adult brain is commonly referred to as adult neurogenesis. Particularly in the DG, it plays an important role in learning and memory formation. Adult neurogenesis is disrupted in several neurological diseases associated with memory impairment (e.g., seizures, depression, schizophrenia, and Alzheimer’s disease) (Kang et al, 2016; Snyder et al, 2011; Terreros-Roncal et al, 2021). Radial neural stem cells (NSCs), the source of functional neurons, are reversibly regulated to be either quiescent or proliferative (activated) by the interplay of neurogenic niche–derived signaling pathways, and this regulation of NSCs is essential for persistent neurogenesis throughout life (Bond et al, 2015; Urban et al, 2019). Furthermore, during the process of adult neurogenesis, the correct migration of newborn neurons in the adult DG is critical for physiological hippocampal function, and the mislocalization of these cells often leads to neurological dysfunction, probably due to abnormal neuronal circuit formation (Lybrand et al, 2021; Scharfman and Pierce, 2012). Recent studies have focused on the role of organelles such as mitochondria and lysosomes, as well as developmental signaling, transcriptional, and epigenetic pathways, in the regulation of neurogenesis (Beckervordersandforth et al, 2017; Kobayashi et al, 2019; Murao et al, 2016; Petrelli et al, 2023). However, the underlying mechanisms of the regulation of adult neurogenesis by organelles and related molecules are not yet fully understood. The endoplasmic reticulum (ER) is a crucial organelle involved in the regulation of lipid and glucose metabolism, Ca^2+^ signaling, and proteostasis, and its quality control system is regulated by the unfolded protein response (UPR). The UPR mediates the proper folding or degradation of unfolded proteins and attenuates translation to inhibit the further accumulation of proteins in the ER. Previous studies have shown that impaired ER quality contributes to the onset and exacerbation of several neurological diseases featuring learning and memory deficits (Ghemrawi and Khair, 2020; Hetz and Saxena, 2017). Furthermore, it has been shown that the UPR or lipogenic ER stress in NSCs is closely related to cortical development and adult neurogenesis (Bowers et al, 2020; Laguesse et al, 2015). Therefore, ER function or related factors and adult neurogenesis are thought to be closely related to the mechanisms of cognitive function and neurological diseases, whereas the physiological mechanisms of these relationships remain to be elucidated.

An ER membrane protein, Derlin-1, mediates ER-associated degradation (ERAD) and ER stress-induced pre-emptive quality control (ERpQC), and is essential for ER quality control in general (Kadowaki et al, 2015; Kadowaki et al, 2018; Lilley and Ploegh, 2004; Ye et al, 2004). We have previously shown that the interaction of Derlin-1 with amyotrophic lateral sclerosis (ALS)-associated superoxide dismutase 1 (SOD1) mutants leads to pathological UPR and motor neuron dysfunction (Nishitoh et al, 2008). Furthermore, loss of Derlin-1 in the central nervous system (CNS) induces brain atrophy and motor dysfunction by impairing neuronal cholesterol biosynthesis, which is regulated on the ER membrane (Sugiyama et al, 2021). Chemical chaperones such as 4-phenylbutyric acid (4-PBA) can rescue the above phenotypes in Derlin-1-deficient mice, indicating that Derlin-1-mediated ER quality control is essential for brain development and function (Sugiyama et al, 2022). Derlin-1 is expressed in adult hippocampal NSCs, and its expression is high in quiescent NSCs and decreases along with the progression of adult NSC developmental stages (Shin et al, 2015). Considering these findings, we hypothesize that Derlin-1 in NSCs may be necessary for the regulation of adult hippocampal neurogenesis and related behaviors.

Here, we show that Derlin-1 is responsible for the regulation of adult hippocampal neurogenesis in a spatiotemporal manner, i.e., the transition of NSCs from active to quiescent states and the localization and survival of newborn neurons, and that NSCs are depleted early in mice with CNS-specific Derlin-1 deficiency. Furthermore, the loss of *Derlin-1* (*Derl1*) in mice increases seizure susceptibility and impairs cognitive function. The signal transducer and activator of transcription 5b (Stat5b) was identified as a regulator of adult neurogenesis downstream of Derlin-1. Surprisingly, 4-PBA rescues the phenotype of Derlin-1-deficient mice via its inhibitory action on histone deacetylase (HDAC), not its chaperone activity. Overall, our work demonstrates that the Derlin-1-Stat5b axis is essential for the homeostasis of adult hippocampal neurogenesis and consequently plays an important role in regulating seizure susceptibility and cognitive function.

## Results

### Abnormal adult hippocampal neurogenesis due to Derlin-1 deficiency

Impaired ER function contributes to the pathogenesis of several neurological diseases characterized by cognitive dysfunction, and Derlin-1 expression in the mouse hippocampus varies across adult NSCs of different stages (Ghemrawi and Khair, 2020; Hetz and Saxena, 2017; Shin et al, 2015). To understand the role of Derlin-1 in adult neurogenesis, we analyzed mice with CNS-specific Derlin-1 deficiency (*Derl1*^*NesCre*^ mice) generated by mating *Derl1*^*flox/flox*^ (*Derl1*^*f/f*^) mice harboring a floxed *Derl1* gene with transgenic mice expressing Cre recombinase under the control of the *nestin* promoter [*Tg(Nes-Cre)1Kag* mice] (Isaka et al, 1999; Sugiyama et al, 2021). Derlin-1 protein was barely detectable in the hippocampal region or DG of *Derl1*^*NesCre*^ mice (Fig. EV1A). Using DNA microarray data, we confirmed the induction of ER stress in the DG of *Derl1*^*NesCre*^ mice at 2 months of age via gene set enrichment analysis (GSEA) focused on the term “response to ER stress” (Fig. EV1B), consistent with our previous findings that ER stress is induced in the cerebellum of this mouse line (Sugiyama et al, 2021). In the mouse DG and granular cell layer (GCL), structures are fully formed at approximately 2 weeks of age, and the number of neuronal progenitor cells in the molecular layer (ML) decreases as DG development progresses (Noguchi et al, 2016). We examined whether Derlin-1 deficiency affects hippocampal development by observing GCL morphology and the number and localization of cells positive for the neuronal progenitor marker Tbr2 and the proliferating cell marker Ki67 (Tbr2^+^ and Ki67^+^) at postnatal day (P) 14 (Fig. EV1C). Cell proliferation during DG development was analyzed by a short pulse-label experiment with bromodeoxyuridine (BrdU) at P14 (Fig. EV1H,I). The number of Ki67^+^ or BrdU^+^ proliferating cells and the number and ratio of Tbr2^+^ neural progenitor cells in the DG and ML were unchanged (Fig. EV1D–G,J), suggesting that DG development is not affected by Derlin-1 deficiency. We previously reported no difference in brain size or weight at age P0 (Sugiyama et al, 2021). Additionally, there was no clear difference in brain weight or cortical morphology according to the staining for neurons (NeuN) at P14 (Fig. EV1K,L). Collectively, these results suggest that substantial anomalies in brain development do not appear until at least P14. Next, we injected 8-week-old *Derl1*^*f/f*^ or *Derl1*^*NesCre*^ mice with BrdU once a day for 7 days to examine the effects of Derlin-1 deficiency on adult hippocampal neurogenesis (Fig. 1A). The numbers of BrdU^+^ proliferating cells and BrdU^+^ and DCX^+^ newborn neurons were increased in *Derl1*^*NesCre*^ mice (Fig. 1B–D), suggesting that Derlin-1-deficient NSCs proliferate excessively within a time frame of 1 week in the adult hippocampus.

**Figure 1:**
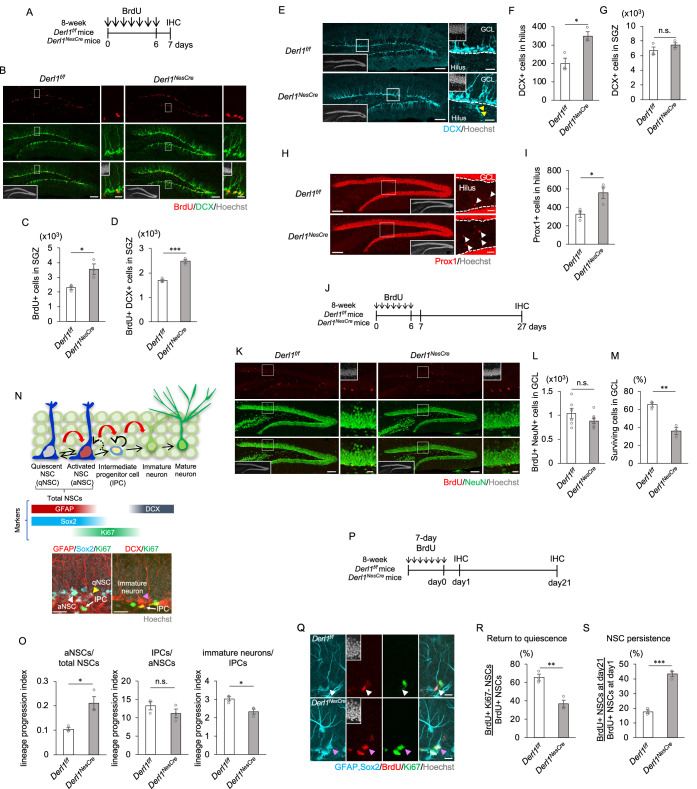
Loss of *Derl1* perturbs adult hippocampal neurogenesis. (**A**) Experimental scheme for investigating the proliferation of NS/PCs and neurogenesis in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. (**B**) Representative immunofluorescence images of DG staining for BrdU (red), DCX (green), and Hoechst (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100 μm (left images) and 20 μm (right images). (**C**, **D**) Quantification of the numbers of BrdU-positive (BrdU^+^) proliferating cells (**C**) and BrdU^+^ DCX^+^ newborn immature neurons (**D**) in the SGZ of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**E**) Representative immunofluorescence images of DG staining for DCX (cyan) and Hoechst (gray; insets). The areas outlined by a white rectangle are enlarged to the right. The yellow arrowheads indicate DCX^+^ ectopic immature neurons in the hilus and the dashed white lines indicate the boundaries between the GCL and the hilus. Scale bars, 100 μm (left images) and 20 μm (right images). (**F**, **G**) Quantification of the number of DCX^+^ cells in the hilus (**F**) and SGZ (**G**) of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**H**) Representative immunofluorescence images of the DG with Prox1 (red) and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. The white arrowheads indicate Prox1^+^ ectopic neurons in the hilus, and the dashed white lines indicate the boundaries between the GCL and the hilus. Scale bars, 100 μm (left images) and 20 μm (right images). (**I**) Quantification of the number of Prox1^+^ cells in the hilus of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**J**) Experimental scheme for assessing neurogenesis in the DG of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. (**K**) Representative immunofluorescence images of the DG with BrdU (red), NeuN (green), and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100 μm (left images) and 20 μm (right images). (**L**) Quantification of the number of BrdU^+^ NeuN^+^ newborn mature neurons in the GCL of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 6; *Derl1*^*f/f*^ mice, *n* = 8; *Derl1*^*NesCre*^ mice). (**M**) The percentage of BrdU^+^ cells surviving between 1 and 3 weeks in the GCL of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. The survival ratio was obtained by dividing the total number of BrdU^+^ cells at 3 weeks (day 27 overall) by the total number at 1 day (day 7 overall) after the last BrdU injection (*n* = 3 mice). (**N**) Schematic diagram of the stage of adult neurogenesis (top panel) and specific marker proteins for each stage (middle panel). Representative immunofluorescence images of radial GFAP^+^ Sox2^+^ Ki67^-^ (qNSC), radial GFAP^+^ Sox2^+^ Ki67^+^ (aNSC), Ki67^+^ [radial GFAP^+^ Sox2^+^]^-^ (IPC), and DCX^+^ Ki67^-^ (immature neuron) staining (bottom panel). The white arrowhead indicates representative aNSC, the yellow arrowhead indicates representative qNSC, the pink arrowhead indicates representative immature neuron, and the white allows indicate IPC. Scale bars: 20 μm. (**O**) Comparison of the lineage progression index between *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. The lineage progression index is calculated by dividing the number of cells at a defined developmental stage by the number of cells at the preceding developmental stage (aNSCs normalized to total NSCs, IPCs normalized to aNSCs, immature neurons normalized to IPCs) (*n* = 3 mice). (**P**) Experimental scheme for assessing return to quiescence of NSCs and NSC persistence in the *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. (**Q**) Representative immunofluorescence images of the SGZ with GFAP, Sox2 (cyan), BrdU (red), Ki67 (green), and Hoechst staining (gray; insets). The white arrowheads indicate returned quiescent NSC and the pink arrowheads indicate active NSC. Scale bars: 20 μm. (**R**) Quantification of return to quiescence of NSCs in the DG of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**S**) Quantification of NSC persistence in the DG of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). Bar graphs are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t*-test. n.s. not significant. Source data are available online for this figure.

**Figure EV1:**
Loss of *Derl1*, but not *Derl2*, specifically promotes NSC activation in the adult DG. (**A**) Representative immunofluorescence images with Hoechst (gray) and Derlin-1 staining (red) in the adult hippocampus of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Scale bars: 100 µm. (**B**) GSEA showing differential expression of 238 genes in the DG categorized by the GO term “Response to ER stress.” GSEA shows gene expression changes in the DG of *Derl1*^*NesCre*^ mice relative to *Derl1*^*f/f*^ mice. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with Derlin-1 deficiency. (**C**) Representative immunofluorescence images with Ki67 (green), Tbr2 (red), and Hoechst (gray) staining of the DG in postnatal day 14 (P14) *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Scale bars: 100 μm. (**D**–**F**) Quantification of the numbers of Ki67^+^ cells (**D**) and Tbr2^+^ cells (**E**) in the DG as well as the number of Tbr2^+^ cells (**F**) in the molecular layer (ML) of the DG (*n* = 3 mice). (**G**) The percentage of Tbr2^+^ cells in ML among total Tbr2^+^ cells in the DG of P14 *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**H**) Experimental scheme for investigating the cell proliferation in the DG of P14 *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. (**I**) Representative immunofluorescence images with BrdU (red) and Hoechst (blue) staining of the DG in P14 *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Scale bars: 100 μm. (**J**) Quantification of the numbers of BrdU^+^ cells in the DG of P14 *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**K**) Comparison of P14 *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice brain weights (*n* = 3 mice). (**L**) Representative immunofluorescence images with NeuN (green) and Hoechst (gray) staining of the cerebral cortex in P14 *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Scale bars: 100 μm. (**M**) Experimental scheme for investigating the proliferation of NS/PCs and neurogenesis in *Derl2*^*f/f*^, *Derl2*^*NesCre*^, *Derl1*^*CaMKIIαCre(hetero)*^ (Control), and *Derl1*^*CaMKIIαCre*^ mice. (**N**) GSEA showing differential expression of 238 genes in the DG categorized by the GO term “Response to ER stress.” GSEA shows gene expression changes in the DG of *Derl2*^*NesCre*^ mice relative to *Derl2*^*f/f*^ mice. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with Derlin-2 deficiency. (**O**–**T**) Representative immunofluorescence images of the DG with BrdU (red), DCX (cyan), and Hoechst staining (gray; insets) (**O**, **R**) and quantification of BrdU^+^ proliferating cells (**P**, **S**) or BrdU^+^ DCX^+^ newborn immature neurons (**Q**, **T**) in mice of each genotype (*n* = 3 mice). Scale bars: 100 μm. (**U**) Representative immunofluorescence images with GFAP (green), S100β (red), Iba1 (cyan), and Hoechst (gray; insets) staining of the DG in 4-week-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Scale bars: 100 μm. (**V**–**Y**) Quantification of the numbers of GFAP^+^ S100β^+^ astrocytes (**V**, **X**) and Iba1^+^ microglia (**W**, **Y**) in the ML (**V**, **W**) or hilus (**X**, **Y**) of 4-week-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**Z**) Experimental scheme for assessing astrogenesis in the DG of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. (**AA**) Representative immunofluorescence images of the DG with BrdU (red), S100β (green), and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100 μm (left images) and 20 μm (right images). The white arrows indicate merged cells. (**AB**) Quantification of the number of BrdU^+^ S100β^+^ newborn astrocytes in the SGZ and GCL of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**AC**) Representative immunofluorescence images of the DG with active caspase3 (cyan), S100β (green), and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100 μm (left images) and 20 μm (right images). The white arrows indicate merged cells. (**AD**–**AE**) Quantification of the number of active caspase3^+^ S100β^+^ dying astrocytes in the SGZ (AD) and GCL (AE) of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**AF**) Representative images of Nestin (green), GFAP (red), Sox2 (cyan), and Hoechst (gray; insets) staining of the DG in 2-month-old wild-type mice. (**AG**) Quantification of the number of radial Nestin^+^ Sox2^+^ and radial GFAP^+^ Sox2^+^ cells in the SGZ (*n* = 3 mice). Bar graphs are presented as the mean ± SEM. Significance was determined using Student’s *t*-test (**D**–**G**, **J**, **K**, **P**, **Q**, **S**, **T**, **V**, **W**, **X**, **Y**, **AB**, **AD**, **AE**, **AG**). *P < 0.05 and **P < 0.01 determined by nominal GSEA *P* value (**B**, **N**). n.s. not significant.

The Derlin family consists of Derlin-1, 2, and 3. Derlin-1 and 2 are ubiquitously expressed, including in brain, while Derlin-3 is not, and both Derlin-1 and Derlin-2 play important roles in brain development and function by maintaining ER quality (Dougan et al, 2011; Nishitoh et al, 2008; Sugiyama et al, 2022). We generated *Derl2*^*NesCre*^ mice and injected BrdU once a day for 7 days in 8-week-old *Derl2*^*NesCre*^ and control (*Derl2*^*f/f*^) mice (Fig. EV1M). The expression of ER stress–responsive genes was significantly increased in the DG of *Derl2*^*NesCre*^ mice (Fig. EV1N); however, surprisingly, there was no significant difference in the number of BrdU^+^ cells or BrdU- and DCX-double-positive cells (Fig. EV1O–Q). These results suggest that the disturbance of adult neurogenesis in *Derl1*^*NesCre*^ mice might be independent of ER stress throughout the DG. We further examined whether Derlin-1 expression in neurons is involved in adult neurogenesis. *Derl1*^*CaMKIIαCre*^ mice, in which *Derl1* is specifically deleted in neurons, showed no changes in cell proliferation or DCX^+^ neuron production (Fig. EV1M,R–T). We next focused on the number and location of newborn neurons in *Derl1*^*NesCre*^ mice, as the number and location of newborn neurons are important in the developmental process of adult hippocampal neurogenesis. In the DG of *Derl1*^*NesCre*^ mice, the numbers of both immature neurons positive for DCX (Fig. 1E,F) and mature neurons positive for the granular cell marker Prox1 (Fig. 1H,I) located in the hilus were increased. In contrast, the number of DCX^+^ cells in the SGZ did not change (Fig. 1G). Collectively, these findings suggest that the loss of *Derl1* induces ectopic neurogenesis. To examine whether the abnormally generated neurons matured, *Derl1*^*NesCre*^ and control mice were analyzed 3 weeks after 7 days of BrdU injection (Fig. 1J). BrdU^+^ and NeuN^+^ mature neurons were not increased (Fig. 1K,L) and the survival ratio of newborn neurons was significantly decreased in the GCL of *Derl1*^*NesCre*^ mice (Fig. 1M).

Since niche changes due to increased glial cells surrounding NSCs have a profound negative effect on the production of newborn neurons in adult hippocampal neurogenesis (Casse et al, 2018; Cope and Gould, 2019), we examined the change in glial cells in *Derl1*^*NesCre*^ mice. There was no difference in the number of GFAP^+^ and S100β^+^ astrocytes or Iba1^+^ microglia in the ML or hilus of the DG region at 4 weeks of age (Fig. EV1U–Y). A significant difference in the number of BrdU^+^ S100β^+^ (newly generated) or active caspase3^+^ S100β^+^ (dying) astrocytes was not observed (Fig. EV1Z–AE). Taken together, these findings suggest that Derlin-1 deficiency does not affect the number of astrocytes or microglia in the DG or affect astrogenesis derived from adult hippocampal NSCs. Therefore, changes in glial cells surrounding NSCs are unlikely to affect adult neurogenesis in *Derl1*^*NesCre*^ mice.

To identify abnormalities in the stage of adult neurogenesis in *Derl1*^*NesCre*^ mice, we investigated the lineage progression index at each developmental stage using cellular markers at specific developmental stages. We first identified NSCs by staining with GFAP and Sox2 antibodies. There was no difference in the number of cells between radial Nestin^+^ and Sox2^+^ cells or radial GFAP^+^ and Sox2^+^ cells (Fig. EV1AF,AG), confirming the presence of Sox2^+^ cell bodies in the SGZ and the radial process of GFAP^+^ radial glial extension (radial GFAP^+^). Radial GFAP^+^, Sox2^+^, and Ki67^+^ cells were defined as activated NSCs; Ki67^+^ cells minus radial GFAP^+^, Sox2^+^ cells, as intermediate progenitor cells (IPCs); and DCX^+^ and Ki67-negative (Ki67^-^) cells, as immature neurons (Fig. 1N). We calculated the lineage progression index by dividing the number of cells in a defined developmental stage by the number of cells in the preceding developmental stage. Intriguingly, we found that the lineage progression indices of activated NSCs but not of IPCs were increased in the *Derl1*^*NesCre*^ mice (Fig. 1O). In contrast, the lineage progression index of immature neurons was lower in *Derl1*^*NesCre*^ mice than in *Derl1*^*f/f*^ mice (Fig. 1O). However, the mechanism underlying the altered lineage progression index of immature neurons remains to be elucidated.

In the adult hippocampal DG, activated NSCs are known to return to a quiescent state at a certain rate (Harris et al, 2021). Because the percentage of activated NSCs was greater in *Derl1*^*NesCre*^ mice than in control mice (Fig. 1O), activated Derlin-1-deficient NSCs may be less likely to return to a quiescent state. To test this hypothesis, we investigated the rate at which activated NSCs returned to the quiescent state in vivo (Fig. 1P–R). The percentage of NSCs that returned to quiescence in the DG was markedly lower in the *Derl1*^*NesCre*^ mice than in the control mice (Fig. 1R), suggesting that Derlin-1 mediates the transition of NSCs from the active state to quiescent states. The maintenance of activated Derlin-1-deficient NSCs was assessed by dividing the number of BrdU^+^ NSCs on day 21 after the last BrdU dose by the number on day 1 and examining the ratio (Fig. 1P). The percentage of activated NSCs in the *Derl1*^*NesCre*^ mice was still greater than that in the control mice after 3 weeks (Fig. 1P,S), suggesting that activated Derlin-1-deficient NSCs are maintained over time. Taken together, these results suggest that Derlin-1 primarily regulates the quiescent and active states of hippocampal NSCs in the adult mouse brain and is also involved in the localization and survival of newborn neurons.

### Enhanced seizure susceptibility due to Derlin-1 deficiency

Ectopic localization of neurons in the hilus of the DG is frequently observed in patients with temporal lobe epilepsy, the most common form of epilepsy in adults, and in animal models of this disease (Cho et al, 2015; Hester and Danzer, 2013; Matsuda et al, 2015; Parent et al, 2006). These ectopic neurons are more excitable than neurons in the GCL (Cameron et al, 2011; Zhan et al, 2010). Having observed that the number of Prox1^+^ neurons in the hilus is greater in *Derl1*^*NesCre*^ mice than in control mice, we hypothesized that *Derl1*^*NesCre*^ mice might exhibit increased seizure susceptibility. First, to examine whether *Derl1*^*NesCre*^ mice exhibit spontaneous seizure symptoms, we videotaped them continuously for 21 h in a stimulus-free, freely active state; no seizure symptoms were observed (https://zenodo.org/records/10548867). Then, kainic acid (KA), an agonist of a subtype of ionotropic glutamate receptor, was administered intraperitoneally at a concentration of 20 mg/kg to 2-month-old *Derl1*^*NesCre*^ and *Derl1*^*f/f*^ control mice, and the seizure phenotype was observed for 1 h. The degree of seizure was scored every 5 min with a modified version of previously established criteria (Racine, 1972) (see also Methods). *Derl1*^*NesCre*^ mice had greater seizure scores than control mice (Fig. 2A,B). Pharmacologic and genetic ablation of GABAergic interneurons in the hippocampus is known to be associated with increased seizure susceptibility and epilepsy in mouse models (Cobos et al, 2005; Zipancic et al, 2010). To investigate the involvement of GABAergic interneurons in seizure susceptibility in *Derl1*^*NesCre*^ mice, the number of somatostatin^+^ or parvalbumin^+^ interneurons in the hippocampus of 2-month-old mice was examined. No significant differences were found between *Derl1*^*NesCre*^ and *Derl1*^*f/f*^ mice, suggesting that at least hippocampal interneurons are not substantially affected by Derlin-1 knockout (Fig. EV2A–F). In summary, although the effect of Derlin-1 deficiency on other brain regions associated with seizure susceptibility cannot be completely excluded, appropriate Derlin-1-mediated localization of newly generated neurons may be important for reducing seizure susceptibility.

**Figure 2:**
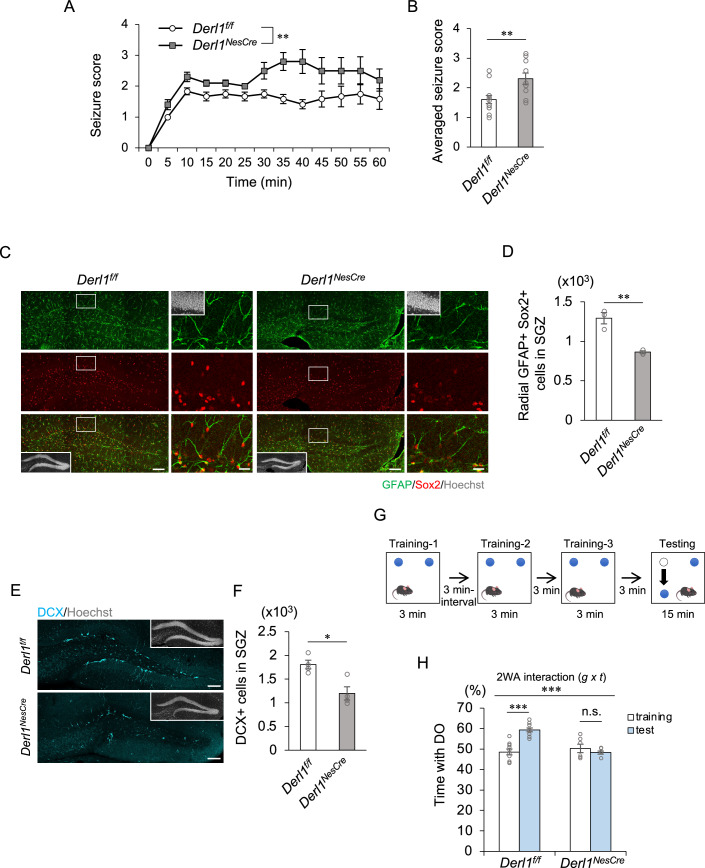
Derlin-1 deficiency increases seizure susceptibility and impairs cognitive function. (**A**) Time plot showing the mean seizure score over 1 h after KA treatment in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 12; *Derl1*^*f/f*^ mice, *n* = 10; *Derl1*^*NesCre*^ mice). (**B**) Bar graph showing averaged seizure scores in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 12; *Derl1*^*f/f*^ mice, *n* = 10; *Derl1*^*NesCre*^ mice). (**C**) Representative immunofluorescence images of the DG with GFAP (green), Sox2 (red), and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100 μm (left images) and 20 μm (right images). (**D**) Quantification of the number of radial GFAP^+^ Sox2^+^ NSCs in the SGZ of 9-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**E**) Representative immunofluorescence images of the DG stained for DCX (cyan) in 9-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Scale bars: 100 μm. (**F**) Quantification of the number of DCX^+^ immature neurons in the SGZ of 9-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 4 mice). (**G**) Schematic diagram of the experimental protocol for the novel location recognition test. (**H**) Percentage of time spent with the displaced object (DO) during the training and testing phases in 4-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 10; *Derl1*^*f/f*^ mice, *n* = 6; *Derl1*^*NesCre*^ mice). 2WA two-way ANOVA, g genotype, t trial. Bar graphs are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 by two-way repeated-measures ANOVA (**A**), Student’s *t*-test (**B**, **D**, **F**) or two-way ANOVA followed by Tukey’s test (**H**). n.s. not significant. Source data are available online for this figure.

**Figure EV2:**
Loss of *Derl1* does not alter the number of GABAergic interneurons in the hippocampus. (**A**) Representative immunofluorescence images of the hippocampus with somatostatin (SST) (red) and Hoechst staining (gray; insets). Scale bars: 100 μm. (**B**, **C**) Quantification of the number of SST^+^ cells in the DG (**B**) and CA3-CA1 (**C**) regions of 2-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**D**) Representative immunofluorescence images of the hippocampus with parvalbumin (PV) (green) and Hoechst staining (gray; insets). Scale bars: 100 μm. (**E**, **F**) Quantification of the number of PV^+^ cells in the DG (**E**) and CA3-CA1 (**F**) regions of 2-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**G**) Quantification of the number of radial GFAP^+^ Sox2^+^ NSCs in the SGZ of 4-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice (*n* = 3 mice). (**H**) Percentage of time spent with the displaced object (DO) during the training and testing phase in 4-month-old *Derl2*^*f/f*^ and *Derl2*^*NesCre*^ mice (*n* = 5; *Derl2*^*f/f*^ mice, *n* = 3; *Derl2*^*NesCre*^ mice). 2WA two-way ANOVA, g genotype, t trial. Bar graphs are presented as the mean ± SEM. Significance was determined using Student’s *t*-test (**B**, **C**, **E**–**G**) or two-way ANOVA (**H**). **P < 0.01 by Student’s *t*-test (**G**). n.s. not significant.

### Requirement of Derlin-1 for maintenance of NSC numbers and cognitive function in the aged mouse brain

To examine whether the decrease in the return to quiescence in NSCs and increase in the persistence of NSCs in *Derl1*^*NesCre*^ mice affect the maintenance of neurogenesis throughout life, we quantified the number of NSCs in middle-aged (9-month-old) mice. In the *Derl1*^*NesCre*^ mice, the number of NSCs in the DG was markedly lower than that in the control mice (Fig. 2C,D). The number of DCX^+^ cells was also decreased in the *Derl1*^*NesCre*^ mice (Fig. 2E,F). On the basis of these results, Derlin-1 may be required to maintain the NSC pool in the aged mouse brain and to ensure adequate neurogenesis throughout life. Adult hippocampal neurogenesis is vital for cognitive function, and the novel location recognition test, which uses spatial discrimination ability as an index, is known to reflect hippocampus-dependent cognitive function (Goncalves et al, 2016; Goodman et al, 2010). We investigated the temporal dynamics of NSC depletion prior to 9 months of age and found that the DGs of *Derl1*^*NesCre*^ mice were already depleted of NSCs at 4 months of age (Fig. EV2G). Therefore, we performed a novel location recognition test in mice at 4 months of age (Fig. 2G). Compared with control mice, 4-month-old *Derl1*^*NesCre*^ mice showed a reduced preference for the displaced object (DO) in the testing phase (Fig. 2H), suggesting that they were unable to identify changes in the locations of objects. In contrast, *Derl2*^*NesCre*^ mice with unchanged adult neurogenesis tended to spend more time with the DO in the testing phase, similar to control mice (Fig. EV2H). These results suggest that hippocampus-dependent cognitive function is impaired in *Derl1*^*NesCre*^ mice due to disruptions in adult neurogenesis.

### Requirement of Derlin-1 for the transition of NSCs from active to quiescent states

To elucidate the mechanism by which activated NSCs are less likely to return to a quiescent state in the DG of *Derl1*^*NesCre*^ mice (Fig. 1Q,R), we used cultured adult rat hippocampal NSCs. Adult rat hippocampal NSCs reportedly exhibit a highly proliferative state when treated with basic fibroblast growth factor (bFGF), and treatment with diazepam or BMP4 artificially induces NSCs to reach a quiescent state (Doi et al, 2021; Mira et al, 2010; Mukherjee et al, 2016). We used these culture conditions to examine the effect of Derlin-1 deficiency on the transition of NSCs from active to quiescent states in vitro. Adult rat hippocampal NSCs transfected with anti-Derl1 siRNA were cultured for 2 days in proliferation medium, for another 2 days in proliferation medium or diazepam- or BMP4-containing quiescence medium, and analyzed after 30 min of 5-ethynyl-2-deoxyuridine (EdU) treatment (Fig. 3A). The percentage of EdU^+^ proliferating NSCs among *Derl1* knockdown (siDerl1) NSCs was unchanged under proliferating conditions compared to that among control (siControl) NSCs (Fig. 3B,C). In contrast, the percentage of EdU^+^ proliferating siDerl1 NSCs increased under quiescent conditions (Fig. 3B,C). A similar result was observed with adult mouse hippocampus-derived NSCs (Fig. EV3A–C). The results of these experiments suggest that the defects in the transition of NSCs from the active to the quiescent state observed in the *Derl1*^*NesCre*^ mice can be reproduced in vitro. To investigate whether factors secreted from Derlin-1-deficient NSCs inhibit the transition from active to quiescent states, the culture medium of activated wild-type NSCs was replaced with 50% culture medium from siControl NSCs or siDerl1 NSCs and 50% new quiescent medium (Fig. EV3F). The proliferating cell ratio was unchanged (Fig. EV3G), suggesting that Derlin-1 deficiency did not result in the secretion of factors that dominantly inhibit the transition from active to quiescent states. We next examined whether factors secreted by wild-type NSCs during quiescence induction were sufficient to improve the inhibition of the transition from active to quiescent states in Derlin-1-deficient NSCs (Fig. EV3H). The percentage of proliferating NSCs in the siDerl1 NSC population was greater than that in the siControl NSC population, even when 50% of culture medium from wild-type NSCs was used (Fig. EV3I). These data suggest that Derlin-1 regulates the transition of NSCs from active to quiescent states primarily through a cell-autonomous mechanism.

**Figure 3:**
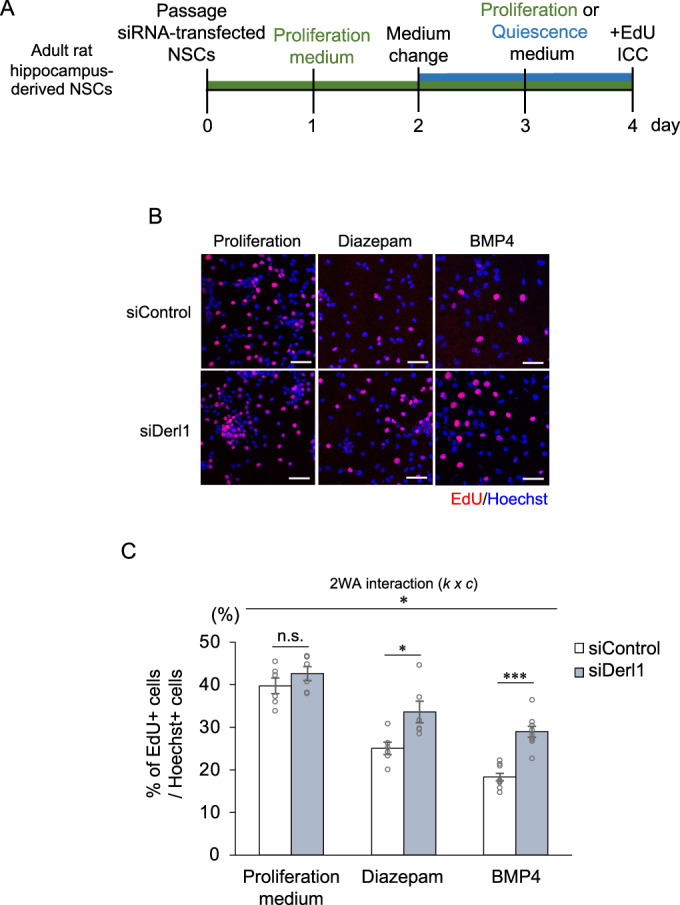
Derlin-1 is required for the transition of NSCs from active to quiescent states. (**A**) Experimental scheme to induce the transition of control and *Derl1* knockdown NSCs from active to quiescent states. (**B**) Representative images of EdU (red) and Hoechst (blue) staining in control (siControl) and *Derl1* knockdown (siDerl1) NSCs with or without induction of quiescence with diazepam or BMP4 for 2 days. NSCs were fixed 30 min after the addition of EdU. Scale bars: 50 μm. (**C**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells in siControl and siDerl1 NSCs with proliferative conditions or induction of quiescence with diazepam or BMP4 for 2 days (*n* = 6 biological replicates; proliferation medium and diazepam condition, *n* = 9 biological replicates; BMP4 condition). 2WA two-way ANOVA, k knockdown, c condition. Bar graphs are presented as the mean ± SEM. *P < 0.05 and ***P < 0.001 by two-way ANOVA followed by Tukey’s test. n.s. not significant. Source data are available online for this figure.

**Figure EV3:**
Inhibition of the transition from active to quiescent states in Derlin-1-deficient NSCs is cell-autonomously regulated. (**A**) Experimental scheme to induce the transition of control and *Derl1* knockdown mouse hippocampal NSCs from active to quiescent states. (**B**) Representative images of EdU (red) and Hoechst (blue) staining in siControl and siDerl1 mouse NSCs with or without induction of quiescence with diazepam (100 μM) or BMP4 (50 ng/mL) for 2 days. NSCs were fixed 30 min after the addition of EdU. Scale bars: 50 μm. (**C**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells in siControl and siDerl1 mouse NSCs with proliferative conditions or induction of quiescence with diazepam or BMP4 for 2 days (*n* = 3 biological replicates). 2WA two-way ANOVA, k knockdown, c condition. (**D**) Experimental scheme for investigating the *Stat5b* expression of control and *Derl1* knockdown mouse NSCs from active to quiescent states. (**E**) Expression of *Stat5b* in siControl and siDerl1 mouse NSCs under proliferation and quiescent conditions. Gene expression levels were estimated by qPCR and normalized to that of *S18* (*n* = 4 biological replicates; Proliferation, *n* = 3 biological replicates; Quiescence). (**F**) Experimental scheme to investigate NSC proliferation with conditioned medium derived from control and *Derl1* knockdown NSCs over 2 days. (**G**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells cultured for 2 days in siControl and siDerl1 NSC–derived conditioned quiescence medium (*n* = 4 biological replicates). (**H**) Experimental scheme to investigate NSC proliferation of control and *Derl1* knockdown NSCs with conditioned medium derived from wild-type (WT) NSCs over 2 days. (**I**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells cultured for 2 days in siControl and siDerl1 NSCs with WT NSC–derived conditioned quiescence medium (*n* = 3 biological replicates). Bar graphs are presented as the mean ± SEM. Significance was determined using Student’s *t*-test (**E**, **G**, **I**) or two-way ANOVA (**C**). *P < 0.05 and **P < 0.01 by Student’s *t*-test (**E**, **I**). n.s. not significant.

### Requirement of Stat5b expression for maintenance of NSCs

To understand the mechanism by which Derlin-1 deficiency impairs the transition of NSCs from active to quiescent states, RNA sequencing (RNA-seq) was performed on adult rat hippocampal NSCs induced to enter a quiescent state (Fig. EV4A). 

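Adult rat hippocampal NSCs were transfected with a control siRNA duplex (siControl) or with a duplex against *Derl1* (siDerl1). They were kept for 2 days in proliferation medium and for 2 days in quiescence medium with BMP4 (50 ng/mL) and bFGF (10 ng/mL), and RNA was collected on day 4. BMP4 is a growth factor that brings these cells out of the cell cycle. There were 3 samples in each group, numbered 1 to 3. Poly(A) RNA was sequenced, and the authors trimmed the reads with Trimmomatic, mapped them to the rat genome rn6 with STAR and estimated expression with RSEM as TPM, the share of transcripts scaled to a fixed sum per sample. The deposited values are these TPM, rounded to 2 decimals, for rows named by gene symbol and RefSeq identifier. Such shares keep no read numbers, so the sequencing depth behind a value is unknown. Between 11641 and 11808 genes per sample had a TPM above 0. The values were set on a log2(TPM + 1) scale, genes with a mean TPM of at least 1 over the 6 samples were kept (10331 genes), and the groups were compared with limma. A fold change on this scale understates the change of low genes.

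The targeted gene was read first. *Derl1* (NM_001014202) was at 127 ± 5.19 TPM (SD, n = 3) in siControl NSCs and at 63.2 ± 16.0 TPM (SD, n = 3) in siDerl1 NSCs. The siDerl1 values were 44.9, 70.8 and 74.0 TPM in samples 1, 2 and 3. All 3 lay below every siControl sample, the lowest of which was at 122 TPM (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 samples allow). The log2 fold change was −1.03 (standard error 0.18), with an adjusted p of 0.497 from limma over all genes tested. With the replicate number as a block, which compares samples of the same number, the standard error was 0.11 and the adjusted p was 0.00884. That adjusted p from limma was 0.104 without the filter on low values and 0.229 without an intensity trend in the fit. Of the alternatives, leaving out siDerl1 sample 1 moved the fold change most, to −0.80.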

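With the limits used in the paper (fold change above 1.5 or below 0.8, unadjusted p under 0.05), limma on the TPM values called 55 genes higher and 142 genes lower in siDerl1 NSCs. No gene had an adjusted p under 0.05, and the smallest was 0.332. At an unadjusted p under 0.05 there were 692 genes, 276 higher and 416 lower. Among the alternatives set before the data were examined, the replicate block gave 116 genes higher and 249 lower by the same limits, a mean TPM of at least 5 gave 24 higher, and leaving out siControl sample 1 gave 252 lower. The block also gave 57 genes with an adjusted p under 0.05, 20 higher and 37 lower. These calls depended on the settings, in fits added after the data had been seen. With the block and no filter on low values, 0 were higher and 2 lower. With the block and no intensity trend in the fit, there were 0 higher and 0 lower. The groups did not overlap for 1406 of the 10331 genes, or 13.6%. Chance gives 10% only if all 6 samples are exchangeable, and both samples numbered 1 lay apart from the others.

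Among the genes past the limits whose groups did not overlap, the largest rises were those of *Lcn2*, *Apoc1*, *Apoc4*, *Gpnmb* and *Cdc42ep5*. *Apoc1* went from 0.593 ± 0.522 to 3.82 ± 0.542 TPM (SD, n = 3 each), a log2 fold change of 1.65 (adjusted p = 0.619 from limma, 0.0256 with the block). *Cdc42ep5* went from 2.02 ± 0.686 to 6.11 ± 1.16 TPM, with adjusted p values of 0.622 and 0.0319 in the same 2 fits. The largest falls included those of *Sdhaf3*, *Hmga2*, *Slc25a53* and *Tagln*. *Sdhaf3* fell from 11.6 ± 2.01 to 4.13 ± 0.927 TPM, by 1.30 on the log2 scale (adjusted p = 0.421, and 0.00884 with the block). *Slc25a53* fell from 9.63 ± 1.10 to 3.59 ± 0.825 TPM, with adjusted p values of 0.421 and 0.0256.

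The 364 genes that the authors list in Appendix Table S1 were all found in the values used here, and all 364 had the listed direction in mean TPM. In 316 of them every sample pair of the same number went that way, and in 241 the groups did not overlap. These are the same samples, so this is a check of the values and not independent evidence. A mean TPM under 1 was found for 119 of the listed genes, 67 of the higher and 52 of the lower ones, and these were not tested. Of the 245 that were tested, 150 passed the limits here, and 47 genes passed them here without being listed. Across the 337 genes with values above 0 in both groups, Pearson's r between the log2 of the paper's fold change and that of the ratio of mean TPM was 0.999; genes are not independent replicates.

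**Figure D1:**
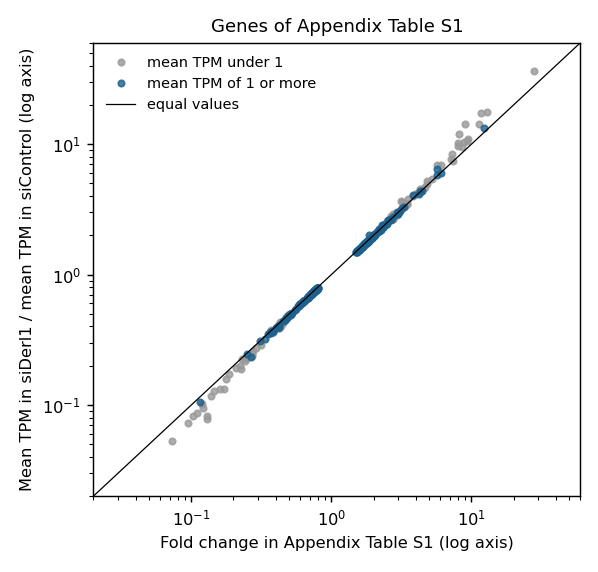
Fold change of the genes of Appendix Table S1 as the paper lists it (x axis, log scale) against the ratio of mean TPM in siDerl1 to siControl NSCs (y axis, log scale), with 1 point for each of the 337 genes above 0 in both groups. Blue points have a mean TPM of 1 or more and grey points less, and the points lie near the line of equal values, with the grey points at both ends lying farther from 1 in the ratio of mean TPM.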

In siDerl1 NSCs, 184 genes were significantly upregulated (>1.5-fold), and 180 genes were downregulated (<0.8-fold) relative to siControl NSCs (Appendix Table S1). Although Derlin-1 deficiency increased the expression of ER stress-related genes in the DG (Fig. EV1B), significant enrichment of ER stress-related genes among downstream targets of Derlin-1 was not observed in adult rat hippocampal NSCs (Fig. EV4B). Therefore, it is conceivable that the abnormal transition of siDerl1 NSCs from active to quiescent states may not be triggered by ER stress itself but rather by changes in unconventional genes regulated by Derlin-1. 

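The 92 genes of the set used in Fig. EV4B are not named in the paper's text, so a separate list of ER stress and unfolded protein response genes was written before the data were examined, with *Derl1* left out. Of its 63 genes, 60 were tested. Their median log2 fold change in siDerl1 against siControl NSCs was −0.06, and 19 of the 60 were higher in siDerl1 NSCs. In the 3 sample pairs of the same number, 25, 22 and 24 of the 60 were higher. The adjusted p from camera, limma's test of a list against the other genes with a preset correlation of 0.01, was 0.261 over the 7 lists tested. It was 0.959 with the correlation estimated from the data and 0.923 with fry. With 1 sample left out it ranged from 0.00705 to 0.66. The smallest value came without siControl sample 1, with a median of −0.10, values of 0.0415 and 0.0478 came without siDerl1 samples 2 and 3, and without siDerl1 sample 1 the direction reversed (adjusted p = 0.401). In both groups the list was higher in samples 2 and 3 than in sample 1, by medians from 0.16 to 0.23. Leaving out 1 sample puts part of that difference between the groups, so these moves do not measure the knockdown alone. Adjusted over the list alone, 0 genes had a p under 0.05, against 7 without adjustment. With the replicate block, 12 did when adjusted over the list alone and 1 when adjusted over all genes. The 12 went both ways: some, *Atf3* and *Ddit3* included, were higher in siDerl1 NSCs and others lower. The tests of the whole list look for a shift in 1 direction, so changes that go both ways can cancel in them. For the whole list, the block gave an adjusted p of 0.115 from camera. It was 0.339 with the estimated correlation and 0.0503 with fry. GSEA with genes ranked by the signal-to-noise ratio, as an alternative to camera, gave the list a normalized enrichment score of −1.04 (p = 0.392 from gene permutation).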

Since it is well known that many transcription factors regulate the expression of genes involved in stem cell states, the group of genes whose expression is altered by Derlin-1 deficiency was searched in the bracket of transcription factors (Appendix Table S1) (Sarkar and Hochedlinger, 2013; Takashima and Suzuki, 2013). 

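*Stat5b* (NM_022380), which encodes a transcription factor of the JAK-STAT pathway, was at 35.6 ± 2.02 TPM (SD, n = 3) in siControl NSCs and at 26.4 ± 2.17 TPM (SD, n = 3) in siDerl1 NSCs, a ratio of 0.742. The paper's fold change in Appendix Table S1 is 0.751. Every siDerl1 sample lay below every siControl sample (exact permutation test, two-sided p = 0.1, the smallest possible here). The log2 fold change was −0.42 (standard error 0.09, adjusted p = 0.692 from limma), and −0.26, −0.42 and −0.57 in the sample pairs 1, 2 and 3. The gene passed the paper's limits. With each sample left out in turn the log2 fold change stayed between −0.48 and −0.37. Its paralog *Stat5a*, at 10.9 ± 1.40 TPM in siControl NSCs, had a log2 fold change of −0.23 (adjusted p = 0.832), with overlapping groups.

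The factors listed as higher in Fig. EV4C are *Bcl6b*, *Prrx2*, *Ovol1*, *Atf3*, *Rfx2* and *Hic1*. Those listed as lower, besides *Stat5b*, include *Otp*, *Hmga2*, *Tfcp2l1*, *Srebf1*, *Sall3*, *Hoxd1* and *Vax1*. All 15 had the listed direction in mean TPM, 14 of them in every sample pair, the exception being *Ovol1* in pair 1. In 12 the groups did not overlap. The factors are genes of Appendix Table S1, which was drawn from these same samples, so this too is a check of the values and not independent evidence. A mean TPM under 1 left 8 of the 15 untested. Of the 7 tested, *Stat5b*, *Hmga2*, *Sall3* and *Hoxd1* passed the paper's limits, 4 in all. Their adjusted p values from limma, *Atf3*, *Rfx2* and *Srebf1* included, were between 0.692 and 0.844. Without the filter on low values, 9 of the 15 passed the limits. With the replicate block *Atf3* and *Rfx2* passed them too, 6 of the 7 tested. *Hmga2* went from 7.91 ± 3.52 to 2.55 ± 1.15 TPM, a log2 fold change of −1.29. *Atf3* was at 43.7, 17.0 and 16.9 TPM in siControl NSCs and at 97.8, 32.0 and 21.8 TPM in siDerl1 NSCs, so that the groups overlapped while each pair differed in the same direction, by 1.14, 0.88 and 0.35 on the log2 scale. *Hic1* was listed at 0 in all siControl samples and *Vax1* at 0 in all siDerl1 samples.

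**Figure D2:**
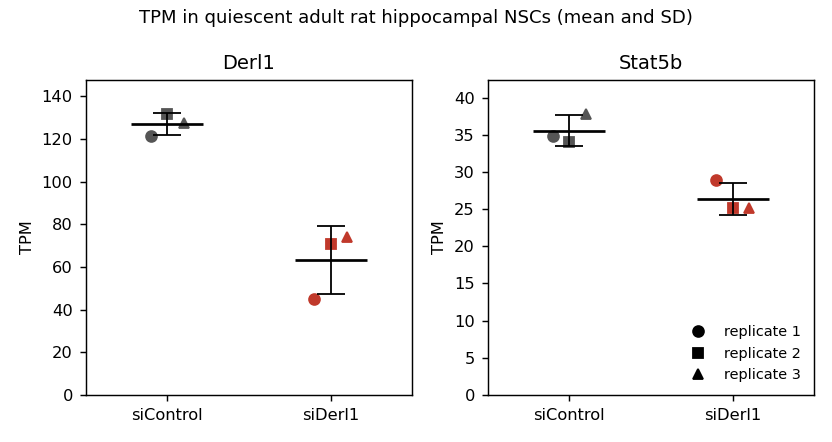
TPM of *Derl1* (left) and *Stat5b* (right) in each siControl (grey) and siDerl1 (red) sample, with the marker shape giving the replicate number, and the mean and SD in black. For both genes the 3 siDerl1 samples lie below the 3 siControl samples.

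**Figure D3:**
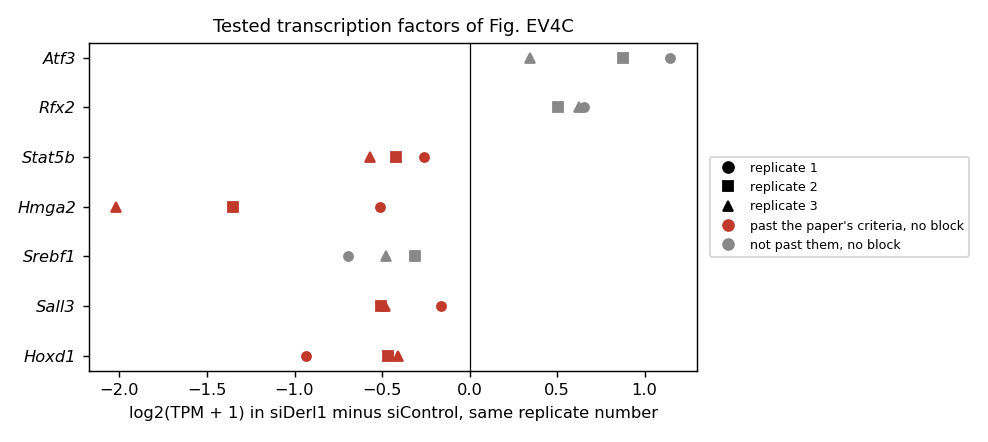
Difference in log2(TPM + 1) between the siDerl1 and the siControl sample of the same replicate number (x axis) for the 7 transcription factors of Fig. EV4C that were tested (y axis), with marker shapes for the replicate numbers. Red marks the 4 factors past the paper's limits without the replicate block and grey the other 3, of which *Atf3* and *Rfx2* passed with it, and for each factor the 3 pairs lie on the same side of 0. The paper selected these factors on the same samples.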

The expression levels of 6 transcription factors were increased in siDerl1 NSCs, while those of 9 transcription factors were decreased (Fig. EV4C). Among these transcription factors, Stat5b has been reported to be involved in the maintenance of tissue stem cell quiescence (Kollmann et al, 2021; Wang et al, 2019; Wang et al, 2009). The expression of *Stat5b* was decreased in siDerl1 NSCs derived from adult rat hippocampus and adult mouse hippocampus in both proliferative and quiescent states (Figs. 4A,B and EV3D,E). Additionally, the expression of the Stat5b protein was confirmed to be lower in siDerl1 NSCs than in siControl NSCs (Fig. 4C). These findings suggest that the expression of Stat5b is transcriptionally regulated downstream of Derlin-1. We hypothesized that decreased expression of Stat5b may be responsible for the disruption of homeostasis in siDerl1 NSCs. To test this hypothesis, adult rat hippocampal NSCs transfected with an siRNA against *Stat5b* were cultured for 2 days in a proliferation medium and for 2 days in a quiescence medium containing BMP4 (Fig. 4A). Intriguingly, we found that Stat5b deficiency increased the percentage of EdU^+^ or Ki67^+^ proliferating adult rat hippocampal NSCs (Fig. 4D–F). This increase in the percentage of EdU^+^ proliferating cells after induction of quiescence was consistent with the results from siDerl1 NSCs (Fig. 3B,C). To examine whether the expression of Stat5b is sufficient to restore the impaired transition of siDerl1 NSCs, NSCs infected with a control lentivirus encoding Venus (a GFP variant) or a lentivirus encoding Venus-tagged Stat5b were induced to enter the quiescent state (Fig. 4G). We confirmed that all the viruses used against siControl or siDerl1 NSCs infected more than 70% of the NSCs (Fig. EV4D). We found that exogenously expressed Stat5b restored the percentage of proliferating siDerl1 NSCs to that of proliferating siControl NSCs (Fig. 4H,I), suggesting that Stat5b expressed downstream of Derlin-1 regulates the transition of NSCs from active to quiescent states.

**Figure 4:**
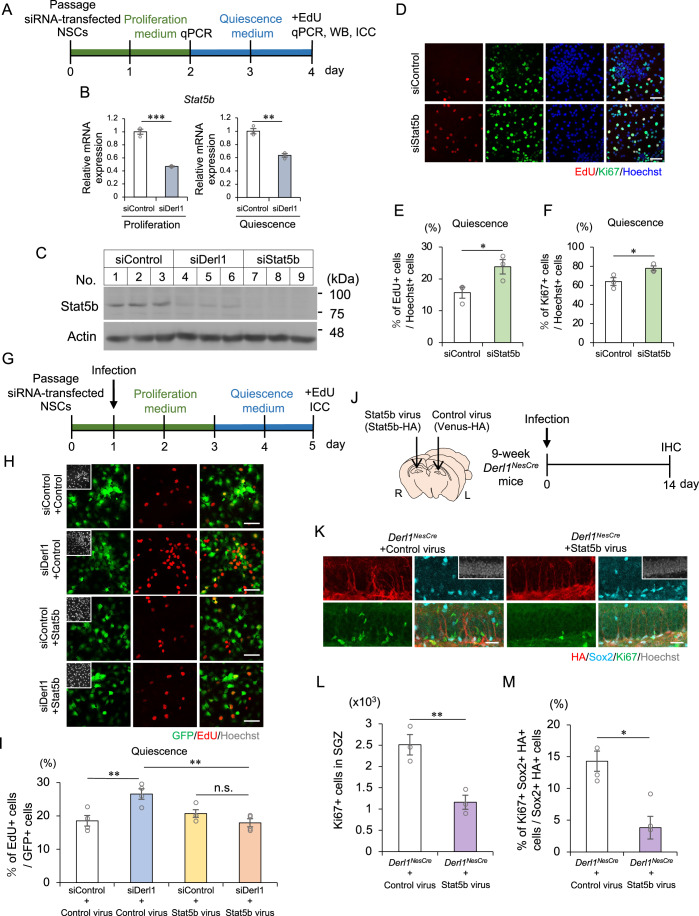
Stat5b is required for the transition of NSCs from active to quiescent states. (**A**) Experimental scheme for evaluating the relevance of Stat5b underlying the impairment of NSC transition to quiescence by *Derl1* knockdown. (**B**) Expression of *Stat5b* in siControl and siDerl1 NSCs under proliferation and quiescent conditions. Gene expression levels were estimated by qPCR and normalized to that of *β-actin* (*n* = 3 biological replicates). (**C**) Representative immunoblots (IB) of siControl, siDerl1, and siStat5b NSCs after induction of quiescence. Whole-cell lysates were analyzed by IB with Stat5b and actin antibodies. (**D**) Representative images of EdU (red), Ki67 (green), and Hoechst (blue) staining in siControl and siStat5b NSCs after induction of quiescence with BMP4 for 2 days. NSCs were fixed 30 min after the addition of EdU. Scale bars: 50 m. (**E**, **F**) Quantification of the percentages of EdU^+^ (**E**) and Ki67^+^ (**F**) proliferating NSCs among total Hoechst^+^ cells in siControl and siStat5b NSCs after induction of quiescence with BMP4 for 2 days (*n* = 3 biological replicates). (**G**) Experimental scheme for investigating the requirement of Stat5b for impairment of NSC transition to quiescence by *Derl1* knockdown. (**H**) Representative images of GFP (green), EdU (red), and Hoechst (gray; insets) staining in siControl and siDerl1 quiescence-conditioned NSCs with or without exogenous Stat5b expression. NSCs were fixed 30 min after the addition of EdU. Scale bars: 50 μm. (**I**) Quantification of the percentage of EdU^+^ proliferating NSCs among total GFP^+^ cells in siControl and siDerl1 NSCs with or without exogenous Stat5b expression (*n* = 4 biological replicates). (**J**) Experimental scheme for assessing the effect of Stat5b expression in the DG on NSC proliferation in *Derl1*^*NesCre*^ mice. (**K**) Representative immunofluorescence images of the DG with HA (red), Sox2 (cyan), Ki67 (green), and Hoechst staining (gray; insets). Scale bars: 25 μm. (**L**) Quantification of the number of Ki67^+^ proliferating cells in the SGZ of *Derl1*^*NesCre*^ mice with or without exogenous Stat5b expression (*n* = 3 mice). (**M**) Quantification of the percentage of Ki67^+^ Sox2^+^ HA^+^ proliferating NS/PCs among total Sox2^+^ HA^+^ cells in the DG of *Derl1*^*NesCre*^ mice with or without exogenous Stat5b expression (*n* = 3 mice). Bar graphs are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t*-test (**B**, **E**, **F**, **L**, **M**) or one-way ANOVA followed by Bonferroni’s post hoc test (**I**). Source data are available online for this figure.

**Figure EV4:**
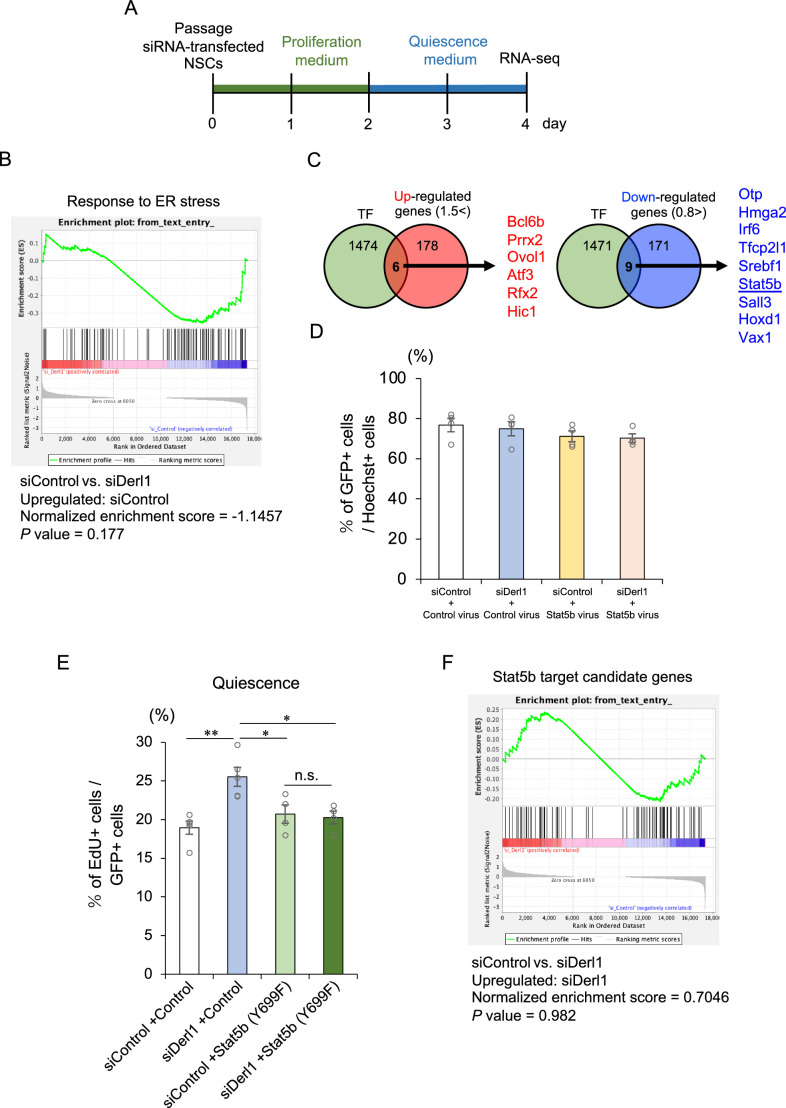
Stat5b expression is decreased in Derlin-1-deficient NSCs, and the phosphorylation of Stat5b (Y699) is not required for the rescue of abnormal proliferation of Derlin-1-deficient NSCs. (**A**) Experimental scheme for investigating the molecular mechanism underlying the impairment of NSC transition to quiescence by *Derl1* knockdown. (**B**) GSEA showing differential expression of 92 genes in the NSCs categorized by the GO term “Response to ER stress.” GSEA shows gene expression changes in siDerl1 NSCs relative to siControl NSCs. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with *Derl1* knockdown. (**C**) Venn diagrams showing the overlap between transcription factor (TF) genes and upregulated (left) or downregulated (right) genes in siDerl1 NSCs. (**D**) Quantification of the efficiency of each viral infection in siControl and siDerl1 NSCs (*n* = 4 biological replicates). (**E**) Quantification of the percentage of EdU^+^ proliferating NSCs among total GFP^+^ cells in siControl and siDerl1 NSCs with or without exogenous expression of mutant Stat5b (Y699F) [*n* = 5 biological replicates; + Control, *n* = 4 biological replicates; + Stat5b (Y699F)]. (**F**) GSEA showing differential expression of 80 candidate Stat5b target genes. GSEA shows gene expression changes in siDerl1 NSCs relative to siControl NSCs. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with *Derl1* knockdown. Bar graphs are presented as the mean ± SEM. Significance was determined using the nominal *P* value of GSEA software (**B**, **F**) or one-way ANOVA (**E**). *P < 0.05 and **P < 0.01 by one-way ANOVA followed by Bonferroni’s post hoc test (**E**). n.s. not significant.

Stat5b is a member of the Stat family of proteins that are phosphorylated by receptor-bound Janus kinase (JAK) in response to cytokines and growth factors to form homodimers or heterodimers that translocate into the nucleus to act as transcriptional activators (Able et al, 2017). To examine whether the transcriptional activity of Stat5b is required for restoring the impaired transition of siDerl1 NSCs from active to quiescent states, NSCs were infected with a virus encoding the mutant Stat5b (Y699F), in which the tyrosine phosphorylation sites required for activation were replaced with phenylalanine. We found that exogenously expressed Stat5b (Y699F) also reduced the abnormal proliferation of siDerl1 NSCs (Fig. EV4E). Moreover, downstream target genes of Stat5b were not enriched among the downstream targets of Derlin-1 in adult rat hippocampal NSCs (Fig. EV4F), suggesting that the transcriptional activity of Stat5b may not be required for NSC maintenance. 

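The 80 genes of the ChIP-Atlas set are not named in the paper's text, and a list of commonly cited STAT5 target genes, written before the data were examined, was tested in its place. Of its 24 genes, 18 passed the filter on low values. The median log2 fold change of these 18 genes in siDerl1 against siControl NSCs was −0.05, with 9 higher and the other 9 lower. In pairs of the same replicate number, 9, 7 and 5 of the 18 were higher in siDerl1 NSCs. Camera gave an adjusted p of 0.865, and leaving out 1 sample moved it to between 0.558 and 0.76. GSEA on this list gave a normalized enrichment score of −0.90 (p = 0.593 from gene permutation). Adjusted over the list alone, 1 gene had a p under 0.05 with limma, and 0 when adjusted over all genes tested. With the replicate block, 5 of the 18 did over the list alone and 0 over all genes, while the list's adjusted p from camera was 0.426. From the absence of enrichment in its own set (Fig. EV4F) and the effect of Stat5b (Y699F) on proliferation (Fig. EV4E), the paper proposes that NSC maintenance may not need the transcriptional activity of Stat5b.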

We next examined whether exogenous expression of Stat5b suppresses the abnormal proliferation of Derlin-1-deficient NSCs in vivo. The DG of the hippocampus of 9-week-old *Derl1*^*NesCre*^ mice was infected with a lentivirus encoding control HA-tagged Venus (HA-Venus) on one side or a lentivirus encoding HA-tagged Stat5b (HA-Stat5b) on the other side by intracerebral injection, after which the mice were analyzed by immunostaining (Fig. 4J). Compared with those of the control virus-infected DG, the DG infected with the Stat5b-encoding virus had a reduced number of Ki67^+^ proliferating cells and a reduced percentage of proliferating NS/PCs among virus-infected HA-Stat5b- or HA-Venus-expressing NS/PCs (Fig. 4K–M). Taken together, these results suggest that the reduced expression of Stat5b is responsible for the abnormal proliferation of NSCs in the *Derl1*^*NesCre*^ mice.

### Restoration of impaired transition of Derlin-1-deficient NSCs from active to quiescent states by 4-PBA

We previously reported that continuous treatment of *Derl1*^*NesCre*^ mice with 4-PBA improved motor impairment due to brain atrophy (Sugiyama et al, 2021). 4-PBA acts not only as a chemical chaperone but also as an HDAC inhibitor, and we and others have shown that other HDAC inhibitors, such as valproic acid (VPA), counteract neurological diseases, including spinal cord injury and hearing loss, in mouse models by promoting neuronal differentiation (Abematsu et al, 2010; Kusaczuk et al, 2015; Wakizono et al, 2021). Furthermore, VPA is known to inhibit NS/PC proliferation by inducing the cyclin-dependent kinase inhibitor p21 through its HDAC inhibitor activity (Jessberger et al, 2007). Based on these findings, to verify the possibility that 4-PBA may be effective at rescuing the abnormality of Derlin-1-deficient NSCs, NSCs were pretreated with 4-PBA one day before induction to a quiescent state, and the percentage of proliferating NSCs was quantified 3 days later (Fig. 5A). The percentage of proliferating siDerl1 NSCs showed a trend of decrease by 4-PBA treatment (Fig. 5B,C). We examined the effect of 4-PBA treatment on *Stat5b* expression in NSCs (Fig. 5D). The expression of *Stat5b* was increased in siControl and siDerl1 NSCs by 4-PBA treatment, and the reduced *Stat5b* expression in siDerl1 NSCs recovered to the same level found in the vehicle-treated siControl NSCs (Fig. 5E). We then examined whether Stat5b expression is required for the effect of 4-PBA treatment on the impaired transition of Derlin-1-deficient NSCs from active to quiescent states. In NSCs with simultaneous knockdown of *Derl1* and *Stat5b*, the rescue effect of 4-PBA was abolished (Fig. 5F,G), suggesting that 4-PBA ameliorates the aberrant proliferation of Derlin-1-deficient NSCs via Stat5b expression.

**Figure 5:**
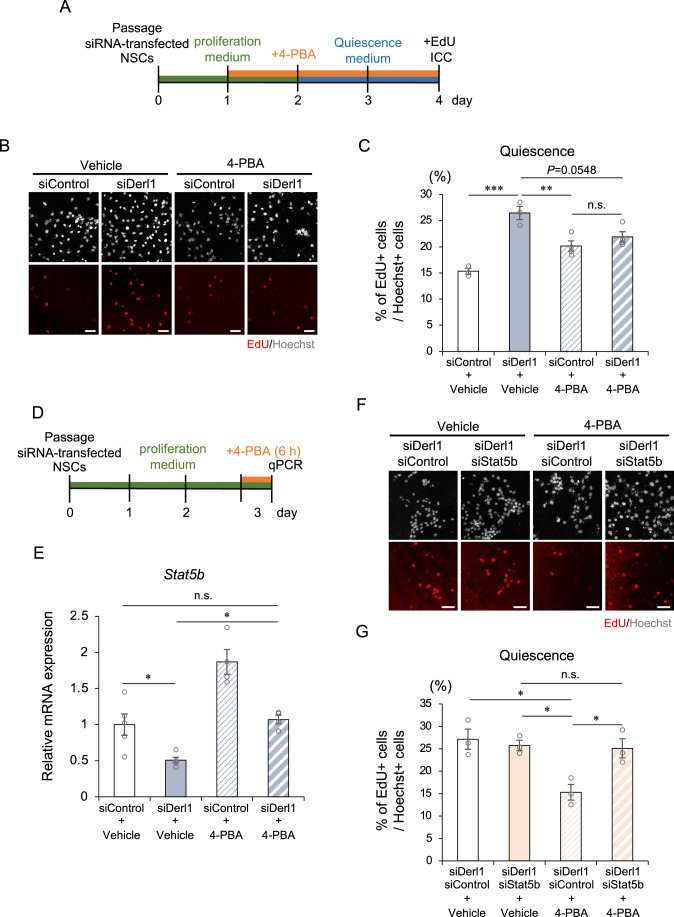
4-PBA induces *Stat5b* expression in NSCs and restores the impaired transition of Derlin-1-deficient NSCs from active to quiescent states. (**A**) Experimental scheme for evaluating the effect of 4-PBA on the impairment of NSC transition to quiescence by *Derl1* knockdown. (**B**) Representative images of Hoechst (gray) and EdU (red) staining in siControl and siDerl1 NSCs treated with or without 4-PBA (1 mM). NSCs were fixed 30 min after the addition of EdU. Scale bars: 50 μm. (**C**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells in 4-PBA-treated siControl and siDerl1 NSCs induced to enter the quiescent state by the administration of BMP4 for 2 days (*n* = 3 biological replicates; Vehicle, *n* = 4 biological replicates; 4-PBA). (**D**) Experimental scheme for assessing the expression of *Stat5b* in siControl and siDerl1 NSCs treated with or without 4-PBA. (**E**) Expression of *Stat5b* in siControl and siDerl1 NSCs with or without 4-PBA (1 mM) treatment. Gene expression levels were estimated by qPCR and normalized to that of *β-actin* (*n* = 5 biological replicates; Vehicle, *n* = 4 biological replicates; 4-PBA). (**F**) Representative images of Hoechst (gray) and EdU (red) staining in siDerl1, siControl, and siDerl1, siStat5b NSCs treated with or without 4-PBA (1 mM). NSCs were fixed 30 min after the addition of EdU. Scale bars: 50 μm. (**G**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells in 4-PBA-treated siDerl1, siControl, and siDerl1, siStat5b NSCs induced to enter the quiescent state by the administration of BMP4 for 2 days (*n* = 3 biological replicates). Bar graphs are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA followed by Bonferroni’s post hoc test. n.s. not significant. Source data are available online for this figure.

We next examined whether this induction of *Stat5b* expression depended on chaperone activity or HDAC inhibition activity by using other chemical chaperones, tauroursodeoxycholic acid (TUDCA) and trehalose, and the representative HDAC inhibitor VPA (Fig. EV5A). Treatment with TUDCA and trehalose did not affect *Stat5b* expression in either siControl or siDerl1 NSCs (Fig. EV5B,C). In contrast, *Stat5b* expression was significantly increased by VPA treatment but not by treatment with valpromide (VPM), a VPA analog that has no inhibitory effect on HDACs (Fig. EV5D,E). Consistent with the *Stat5b* expression results, the percentage of proliferating siDerl1 NSCs was reduced by treatment with VPA but not TUDCA (Fig. EV5F–H). These results suggest that the HDAC inhibitor activity of 4-PBA contributes to increased *Stat5b* expression and thus may rescue the impaired transition of Derlin-1-deficient NSCs from active to quiescent states.

**Figure EV5:**
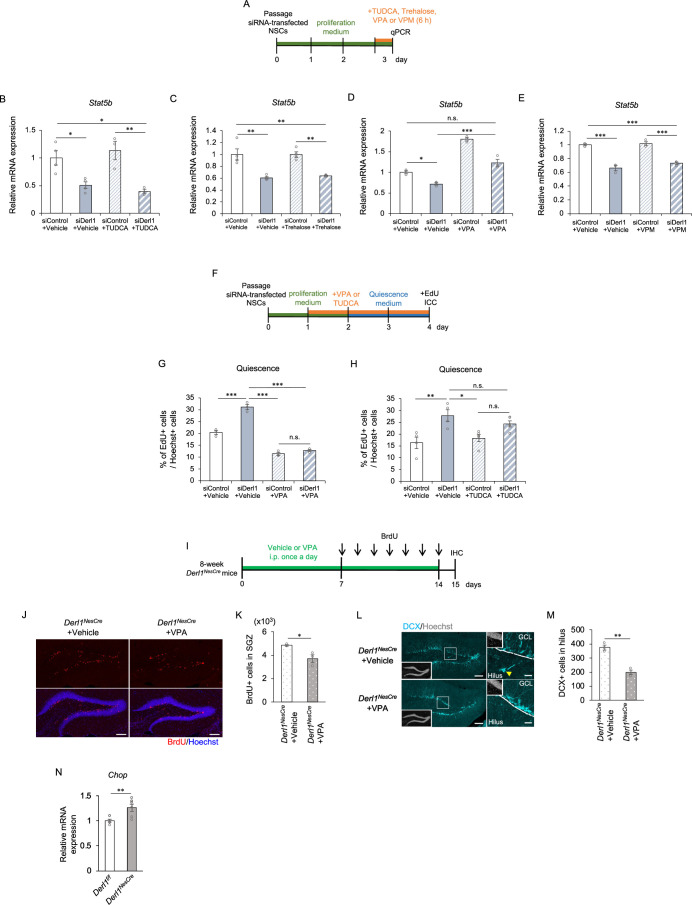
HDAC inhibitory activity, but not chaperone activity, increases *Stat5b* expression and inhibits the proliferation of NSCs. (**A**) Experimental scheme for assessing the expression of *Stat5b* in siControl and siDerl1 NSCs treated with or without TUDCA (50 μM), trehalose (10 mM), VPA (1 mM), or VPM (1 mM). (**B**–**E**) Expression of *Stat5b* in siControl and siDerl1 NSCs with or without TUDCA (**B**) (*n* = 4 biological replicates; Vehicle, *n* = 3 biological replicates; TUDCA), trehalose (**C**) (*n* = 4 biological replicates), VPA (**D**) (*n* = 3 biological replicates), or VPM (**E**) treatment (*n* = 3 biological replicates). Gene expression levels were estimated by qPCR and normalized to that of *β-actin*. (**F**) Experimental scheme for evaluating the effect of VPA (1 mM) or TUDCA (50 μM) on the impairment of the transition of NSCs to quiescence by *Derl1* knockdown. (**G**, **H**) Quantification of the percentage of EdU^+^ proliferating NSCs among total Hoechst^+^ cells in VPA-treated (**G**) (*n* = 3 biological replicates) or TUDCA-treated (**H**) (*n* = 4 biological replicates; Vehicle, *n* = 5 biological replicates; TUDCA) siControl and siDerl1 NSCs induced to enter the quiescent state by the administration of BMP4 for 2 days. (**I**) Experimental scheme for investigating the proliferation of NS/PCs in *Derl1*^*NesCre*^ mice with or without VPA treatment. *Derl1*^*NesCre*^ mice treated with vehicle or VPA daily for 2 weeks were simultaneously injected with BrdU daily for 7 days during the latter and fixed 1 day after the last BrdU injection. (**J**) Representative immunofluorescence images of the DG stained for BrdU (red) and Hoechst (blue) in *Derl1*^*NesCre*^ mice treated with or without VPA. Scale bars: 100 μm. (**K**) Quantification of the number of BrdU^+^ proliferating cells in the SGZ of *Derl1*^*NesCre*^ mice treated with or without VPA (*n* = 3 mice). (**L**) Representative immunofluorescence images of the DG stained for DCX (cyan) and Hoechst (gray; insets) in *Derl1*^*NesCre*^ mice treated with or without VPA. The areas outlined by a white rectangle are enlarged to the right. The yellow arrowhead indicates DCX^+^ ectopic immature neurons in the hilus, and dashed white lines indicate the boundaries between the GCL and hilus. Scale bars, 100 μm (left images) and 20 μm (right images). (**M**) Quantification of the number of DCX^+^ cells in the hilus in *Derl1*^*NesCre*^ mice treated with or without VPA (*n* = 3 mice). (**N**) Expression of *Chop* in the DG of 2-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. Gene expression levels were estimated by qPCR and normalized to that of *S18* (*n* = 7; *Derl1*^*f/f*^ mice, *n* = 6; *Derl1*^*NesCre*^ mice). Bar graphs are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA followed by Bonferroni’s post hoc test (**B**–**E**, **G**, **H**) or Student’s *t*-test (**K**, **M**, **N**). n.s. not significant.

### Amelioration of abnormal adult neurogenesis and associated pathological phenotypes by 4-PBA treatment in Derlin-1-deficient mice

4-PBA can cross the blood–brain barrier easily and has been confirmed to exert a therapeutic effect on mouse models of neurological diseases such as Alzheimer’s disease and ALS (Ryu et al, 2005; Wiley et al, 2011). We reported that 4-PBA administration improved brain atrophy and motor dysfunction in *Derl1*^*NesCre*^ mice (Sugiyama et al, 2022). Therefore, we administered 4-PBA intraperitoneally to *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice for 14 days and examined its effect on adult hippocampal neurogenesis in vivo (Fig. 6A). Two weeks of 4-PBA administration ameliorated the abnormal increase in the proliferation of NSCs and the ectopic localization of immature neurons in the *Derl1*^*NesCre*^ mice (Fig. 6B,C). To investigate whether the amelioration of abnormal neurogenesis in *Derl1*^*NesCre*^ mice by 4-PBA depends on HDAC inhibition, VPA was administered intraperitoneally to the *Derl1*^*NesCre*^ mice for 14 days (Fig. EV5I). VPA treatment mitigated the aberrant proliferation of NSCs and the ectopic localization of immature neurons in *Derl1*^*NesCre*^ mice, similar to the effects observed with 4-PBA treatment (Fig. EV5J–M). Based on these results, it is conceivable that the HDAC inhibitory activity of 4-PBA contributes to ameliorating the abnormal adult neurogenesis of *Derl1*^*NesCre*^ mice.

**Figure 6:**
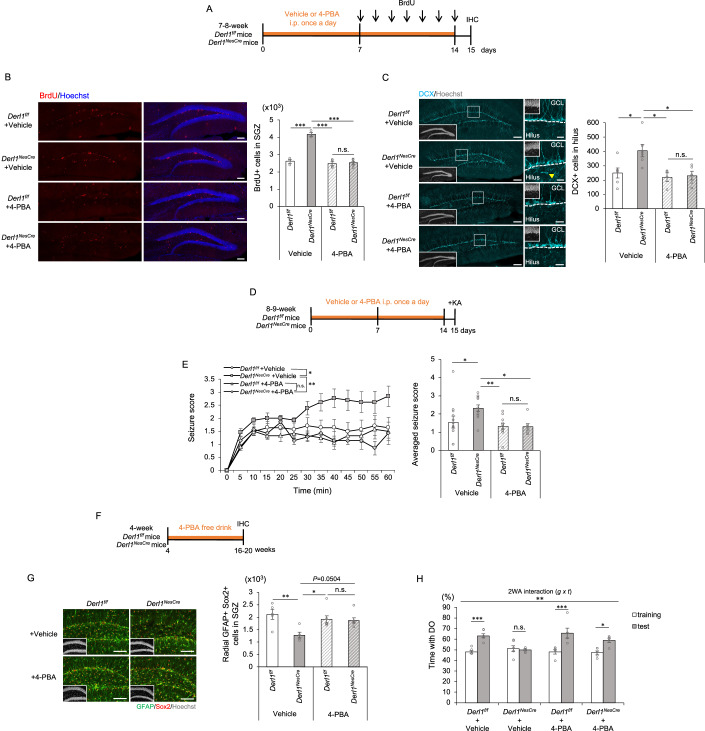
4-PBA improves the increased seizure susceptibility and cognitive dysfunction in *Derl1*^*NesCre*^ mice. (**A**) Experimental scheme for investigating the proliferation of NS/PCs in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice with or without 4-PBA treatment. *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with vehicle or 4-PBA daily for 2 weeks were simultaneously injected with BrdU daily for 7 days during the latter and fixed 1 day after the last BrdU injection. (**B**) Representative immunofluorescence images of the DG with BrdU (red) and Hoechst (blue) staining and quantification of the number of BrdU^+^ proliferating cells (right) in the SGZ of *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with or without 4-PBA (*n* = 3; + Vehicle mice, *n* = 4; *Derl1*^*f/f*^ + 4-PBA mice, *n* = 6; *Derl1*^*NesCre*^ + 4-PBA mice). Scale bars: 100 μm. (**C**) Representative immunofluorescence images of the DG with DCX (cyan) and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. The yellow arrowhead indicates DCX^+^ ectopic immature neurons in the hilus and dashed white lines indicate the boundaries between the GCL and hilus. Scale bars, 100 μm (left images) and 20 μm (right images) (left). Quantification of the number of DCX^+^ cells in the hilus in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with or without 4-PBA (right) (*n* = 6; *Derl1*^*f/f*^ + Vehicle mice and *Derl1*^*NesCre*^ + Vehicle mice, *n* = 4; *Derl1*^*f/f*^ + 4-PBA mice, *n* = 5; *Derl1*^*NesCre*^ + 4-PBA mice). (**D**) Experimental scheme for investigating seizure susceptibility in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with or without 4-PBA. (**E**) Time plot showing the mean seizure score over 1 h after KA treatment (left) and a bar graph showing the averaged seizure score (right) in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with or without 4-PBA (*n* = 14; *Derl1*^*f/f*^ + Vehicle mice, *n* = 13; *Derl1*^*NesCre*^ + Vehicle mice, *n* = 12; *Derl1*^*f/f*^ + 4-PBA mice, and *n* = 7; *Derl1*^*NesCre*^ + 4-PBA mice). (**F**) Experimental scheme for assessing the effect of 4-PBA on the depletion of NSCs and cognitive function in *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice. 4-PBA solutions were administered from 4 weeks to 16–20 weeks (4 months) of age through the water supply, which was available ad libitum. (**G**) Representative immunofluorescence images of the DG with GFAP (green), Sox2 (red), and Hoechst staining (gray; insets) and quantification of the number of radial GFAP^+^ Sox2^+^ NSCs in the SGZ of 4-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with or without 4-PBA (*n* = 5; + Vehicle mice, *n* = 7; + 4-PBA mice). Scale bars: 100 μm. (**H**) Percentage of time spent with the displaced object (DO) during the training and testing phases in 4-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice treated with or without 4-PBA (*n* = 3; + Vehicle mice, *n* = 5; + 4-PBA mice). 2WA two-way ANOVA, g genotype, t trial. Bar graphs are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA followed by Bonferroni’s post hoc test [**B**, **C**, **E**, **G** (right)], two-way repeated-measures ANOVA [**E** (left)] or two-way ANOVA followed by Tukey’s test (**H**). n.s not significant. Source data are available online for this figure.

We then examined the effect of 4-PBA on age-related abnormalities and pathological phenotypes in *Derl1*^*NesCre*^ mice. When mice intraperitoneally injected with 4-PBA were subjected to the KA-induced seizure susceptibility test (Fig. 6D), 4-PBA treatment alleviated the increase in seizure score in the *Derl1*^*NesCre*^ mice (Fig. 6E). Next, we assessed the effect of 4-PBA on NSC depletion and cognitive dysfunction in aged *Derl1*^*NesCre*^ mice. Because long-term intraperitoneal injection stresses the mice, 4-PBA was administered to *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice via water supplied ad libitum from 4 weeks to 16–20 weeks of age (Fig. 6F). The number of NSCs in the DG of 4-PBA-treated *Derl1*^*NesCre*^ mice recovered to a similar level as that in 4-PBA-treated *Derl1*^*f/f*^ mice, suggesting that the aging-dependent depletion of Derlin-1-deficient NSCs is ameliorated by 4-PBA treatment (Fig. 6G). To examine the effect of 4-PBA treatment on the impaired hippocampus-dependent cognitive function of *Derl1*^*NesCre*^ mice, we performed a novel location recognition test and found that the preference for the DO in the testing phase was restored in 4-PBA-treated *Derl1*^*NesCre*^ mice, as observed in *Derl1*^*f/f*^ mice (Fig. 6H). These results suggest that the impairment of adult hippocampal neurogenesis caused by Derlin-1 deficiency and associated pathological phenotypes, i.e., increased seizure susceptibility and cognitive dysfunction, can be ameliorated by the administration of 4-PBA.

## Discussion

In the present study, we show that Derlin-1 is required for the proper proliferation of NSCs and localization of newborn neurons in the DG through the expression of Stat5b and for brain functions associated with adult hippocampal neurogenesis, including seizure suppression and cognitive function. Furthermore, 4-PBA was found to be effective at rescuing the detrimental phenotypes of Derlin-1-deficient mice via HDAC inhibition.

Maintaining a delicate balance between the quiescent and active states of NSCs is crucial in the adult mammalian brain to prevent depletion and ensure a continuous generation of an adequate number of neurons throughout life (Bond et al, 2015; Encinas et al, 2011; Shin et al, 2015). Our finding that decreased Stat5b expression increases the number of activated NSCs is consistent with previous reports that Stat5b is required for the maintenance of quiescence in tissue stem cells such as hematopoietic stem cells and hair follicle stem cells (Wang et al, 2019; Wang et al, 2009). The tyrosine phosphorylation involved in the transcriptional activation of Stat5b was not required to rescue the abnormal proliferation of Derlin-1-deficient NSCs, and downstream target genes of Stat5b were not enriched among the downstream target genes of Derlin-1. Thus, it is conceivable that the transcriptional activity of Stat5b may not be required to maintain the quiescent state of NSCs. Previous studies have shown that Stat5b, in addition to its role as a transcription factor, is localized to the ER in smooth muscle cells and human pulmonary arterial endothelial cells and is important for maintaining ER structure and mitochondrial function as a nongenomic effect (Lee et al, 2012; Lee et al, 2013; Sehgal, 2013). Additionally, Stat5-family proteins without tyrosine phosphorylation are localized in the nucleus and are known to be involved in cytokine-induced megakaryocyte differentiation (Park et al, 2016). Although it is possible that Stat5b may act as a phosphorylation-independent transcription factor or a transcriptional activity–independent factor in the maintenance of NSCs, the Derlin-1-Stat5b axis is an indispensable pathway in adult hippocampal neurogenesis. Another important issue that remains to be clarified is how Derlin-1 transcriptionally regulates Stat5b expression. Derlin-1 is an ERAD component and is indispensable for ER quality control, but has no transcriptional activity. The most likely possibility is that the UPR caused by Derlin-1 deficiency inhibits the expression of *Stat5b* mRNA in the activated NSCs. Although ER stress was also induced in the DG of Derlin-2-deficient mice (Fig. EV1N) (Sugiyama et al, 2021), abnormal proliferation of NSCs was not observed in Derlin-2-deficient mice (Fig. EV1O,P). On the other hand, no changes in ER stress-related gene expression were observed in the cultured Derlin-1-deficient NSCs (Fig. EV4B), and ER stress itself in NSCs has been reported to inhibit their proliferation (Bowers et al, 2020). Although the possible involvement of ER stress response cannot be ruled out, it is strongly suggested that Derlin-1-specific downstream targets may contribute to the transcriptional regulation of *Stat5b*.

Derlin-1 deficiency induces the ectopic localization of newborn neurons in the hilus, which may be due to abnormal migration. Among the factors involved in cell migration, the expression of CXC motif chemokine receptor 4 (Cxcr4), which is indispensable in NS/PCs, has been implicated in the appropriate localization of newborn neurons in the adult DG (Sakai et al, 2018; Schultheiss et al, 2013). Although *Cxcr4* was not found in differentially expressed genes in siDerl1 NSCs in our RNA-seq analysis (Appendix Table S1), it may be possible that the expression of Cxcr4 protein on the plasma membrane surface is suppressed by Derlin-1 deficiency. It is also possible that abnormally proliferated NSCs or newborn neurons might be physically extruded from the DG to the hilus or that Stat5b directly or indirectly regulates the location of adult neurogenesis. 

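*Cxcr4* (NM_022205) was at 80.5 ± 19.1 TPM (SD, n = 3) in siControl NSCs and at 79.2 ± 6.01 TPM (SD, n = 3) in siDerl1 NSCs. The log2 fold change was 0.00 (standard error 0.17, adjusted p = 0.999 from limma). The pairs of the same replicate number differed by 0.40, −0.17 and −0.22 on the log2 scale, so no direction was shared. With 1 sample left out the log2 fold change ranged from −0.19, without siControl sample 1, to 0.16.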

The mechanism by which the survival of NS/PCs, which proliferate in the adult DG, is ultimately reduced in Derlin-1-deficient mice is also unknown. While cultured Derlin-1-deficient NSCs did not exhibit heightened expression of the ER stress response gene cluster (Fig. EV4B), the expression of ER stress response genes, encompassing the ER stress-induced cell death-associated gene *Chop*, was heightened within the DG region of *Derl1*^*NesCre*^ mice (Figs. EV1B, EV5N). 

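In the cultured NSCs, *Ddit3* (NM_001109986, NM_024134), the gene that encodes Chop, was at 139 ± 1.27 TPM (SD, n = 3) with the control siRNA and at 157 ± 5.04 TPM (SD, n = 3) with siDerl1. Every siDerl1 sample was above every siControl sample (exact permutation test, two-sided p = 0.1, the smallest possible with 3 samples against 3). The log2 fold change was 0.17 (standard error 0.05, adjusted p = 0.704 from limma), a ratio of means of 1.13, which is under the paper's limit for a rise. It stayed between 0.15 and 0.19 with each sample left out in turn. Of the genes of the ER stress list, only *Atf3* is among those in Appendix Table S1. In the fit without the block, 3 genes of the list passed the paper's limits, all of them lower in siDerl1 NSCs.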

Derlin-1-mediated maintenance of ER homeostasis may be important for the viability of newborn neurons derived from adult NSCs in the DG of the hippocampus. Although further research is needed to elucidate these unresolved mechanisms, our results suggest that Derlin-1 regulates adult neurogenesis in a spatiotemporal manner.

ER stress is thought to be involved in the pathogenesis of neurological diseases, including ALS and spinocerebellar ataxia (Ghemrawi and Khair, 2020; Nishitoh et al, 2008; Nishitoh et al, 2002). Chemical chaperone therapy is currently being developed as a treatment for several diseases, including some neurological diseases, with the aim of reducing ER stress. For example, clinical trials are currently being conducted on ALS patients using sodium phenylbutyrate (a salt of 4-PBA) and TUDCA, which have shown effects such as delayed disease progression and prolonged survival (Paganoni et al, 2022; Paganoni et al, 2020). However, it is questionable whether 4-PBA improves the pathology of neurological disease through its chaperone activity alone. Other chemical chaperones, TUDCA, and trehalose, had no effect on *Stat5b* expression, while VPA increased its expression, suggesting that HDAC inhibition by 4-PBA may function to restore *Stat5b* expression in Derlin-1-deficient NSCs. Since both 4-PBA and VPA are short-chain fatty acid group HDAC inhibitors that mainly inhibit class I HDACs (HDAC1, 2, 3, and 8) (de Ruijter et al, 2003), it is possible that activation of class I HDACs in NSCs may suppress *Stat5b* expression. In this study, we discovered a novel function of the HDAC inhibitor 4-PBA in regulating adult neurogenesis by inducing specific genes, including *Stat5b*. Although further studies are needed to elucidate the precise molecular mechanisms by which HDAC inhibitors ameliorate abnormal adult neurogenesis in Derlin-1-deficient mice, this study demonstrates that the administration of HDAC inhibitors such as 4-PBA and VPA may be applicable in research aiming to clarify the pathological mechanisms of diseases caused by the disruption of adult neurogenesis.

In summary, the Derlin-1-Stat5b axis is essential for maintaining adult hippocampal neurogenesis throughout life. Maintenance of adult hippocampal neurogenesis via Derlin-1 function is essential for controlling seizure susceptibility and maintaining cognitive function, and pathologies caused by its disruption may be ameliorated by HDAC inhibition. Our discovery paves the way for the elucidation of mechanisms and the possible treatment of neurological diseases caused by abnormal adult neurogenesis.

## Methods

### Animals

All mice used in this experiment were raised under specific-pathogen-free conditions, housed under a 12-h/12-h light/dark cycle, and fed ad libitum. Details regarding *Derl1*^*f/f*^ mice, *Derl2*^*f/f*^ mice, and mice expressing Cre recombinase driven by the *nestin* or *CaMKIIa* promoter have been described in previous reports (Dougan et al, 2011; Isaka et al, 1999; Karpati et al, 2019; Sugiyama et al, 2021). These mice were intercrossed to generate *Derl1*^*NesCre*^ mice, *Derl1*^*CaMKIIαCre*^ mice, and *Derl2*^*NesCre*^ mice. Both male and female mice were used. All mouse experiments were approved by the Animal Research Committee of the University of Miyazaki following institutional guidelines. The experiments were conducted according to institutional guidelines. All efforts were made to minimize animal suffering and reduce the number of animals used.

### Cell lines

Human embryonic kidney (HEK) 293T cells were obtained from the American Type Culture Collection (ATCC). HEK293T cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) (08459-64, Nacalai Tesque) supplemented with 10% FBS and penicillin‒streptomycin solution (09367-34, Nacalai Tesque). Adult rat hippocampal NSCs were isolated and cloned from Fisher 344 rats and characterized in previous reports (Mira et al, 2010; Palmer et al, 1997). Adult rat hippocampal NSCs were cultured in DMEM/F12 supplemented with N2, penicillin‒streptomycin solution, and bFGF (20 ng/mL) (100-18B, PeproTech) (proliferation medium) or bFGF (10 ng/mL) and diazepam (100 μM) (045-18901, Wako) or BMP4 (50 ng/mL) (5020-BP, R&D Systems) (quiescence medium) on coated culture dishes with poly-L-ornithine (P-3655, Sigma‒Aldrich) and laminin (354232, Corning). Adult mouse hippocampal NSCs with multipotency and self-renewal capacity and passaged more than ten times were used in this study. The cell preparation process is as follows. Three 8-week-old C57BL/6 mice were euthanized, and each brain was promptly harvested. The DG was quickly microdissected under a dissection scope and minced with a scalpel. The dissociated DG was transferred into a prewarmed papain (25 U/mL) solution and incubated at 37 °C for 30 min. The suspension was then washed with 2 mL Minimum Essential Medium α (12571063, Gibco) containing 5% BSA to stop enzyme activity, mechanically dissociated by gentle pipetting with a fire-polished Pasteur pipette, and centrifuged at 130 × *g* for 5 min. The cell pellet was then resuspended in 2 mL of Hanks’ balanced salt solution (HBSS) containing 250 U/mL DNase and centrifuged at 130 × *g* for 5 min. After centrifugation, the cells were suspended in HBSS. These cells were plated on poly-l-ornithine/laminin-coated dishes in DMEM/F12 containing N2 supplement (17502048, Gibco) with 20 ng/mL bFGF (100-18B, PeproTech), 20 ng/mL epidermal growth factor (EGF; AF-100-15, PeproTech), 1/1000x dilution of B27 (17504-044, Gibco), and 0.1 mg/mL penicillin/streptomycin/fungizone (SV30079.01, HyClone) (proliferation medium). Adult mouse hippocampal NSCs were induced to quiescence by treatment with diazepam (100 μM) (045-18901, Wako) or BMP4 (50 ng/mL) (5020-BP, R&D Systems) in a proliferation medium. All cells were maintained under a 5% CO_2_ atmosphere at 37 °C.

### siRNA transfection

siRNA transfection was performed using Lipofectamine RNAiMAX reagent (56532, Invitrogen). The following siRNAs were used for the knockdown of adult rat- and mouse-derived hippocampal NSCs: Stealth RNAi™ siRNA Derl1-MSS289837 (Invitrogen), Stealth RNAi™ siRNA Stat5b-RSS332572 (Invitrogen). Stealth RNAi™ siRNA Negative Control Med GC Duplex (452001, Invitrogen) was used as the control. The siRNAs sequences are shown in Appendix Table S2.

### BrdU administration

To label proliferating cells, BrdU (B5002, Sigma‒Aldrich) dissolved in saline (0.9% NaCl) was injected (50 mg/kg) intraperitoneally into 8- or 9-week-old mice once a day for 7 days. The mice were sacrificed 1 day, 3 weeks, or 4 weeks after the last BrdU injection. P14 mice were given 100 mg/kg BrdU intraperitoneally and sacrificed 30 min later.

### Tissue preparation for immunofluorescence

Mice were deeply anesthetized by intraperitoneal injection of a 4 mg/kg midazolam/0.3 mg/kg medetomidine/5 mg/kg butorphanol mixture and transcardially perfused with phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS. Brains were dissected and postfixed overnight in 4% PFA at 4 °C. Fixed brains were incubated in 15% sucrose solution at 4 °C overnight, followed by 30% solution at 4 °C overnight. Brains were then cut into two pieces along the midline, and each half was embedded in an optimal cutting temperature compound (4583, Tissue Tek; Sakura Finetek) and stored at −80 °C. Embedded frozen brains were serially sectioned in the coronal plane at 40-μm thickness using a freezing microtome (CM3050S, Leica Microsystems). Every sixth section was sequentially transferred to 6-well plates of PBS for subsequent immunohistochemical staining.

### Immunohistochemistry

The brain sections were washed with PBS and incubated in blocking buffer (PBS containing 3% FBS and 0.1% Triton X-100) for 1 h at room temperature (RT), followed by overnight incubation at 4 °C with the primary antibody diluted in blocking buffer. Sections were washed three times with PBS and incubated for 2 h at RT with a secondary antibody diluted in a blocking buffer. After a third wash with PBS, the sections were mounted on glass slides with Immu-Mount (9990402, Thermo Scientific). For the staining of BrdU, sections were incubated with 2 N HCl at 37 °C for 15 min and washed with PBS three times before being blocked. For the staining of Ki67, antigen retrieval was performed by heating sections in target retrieval solution (S1699, DAKO) at 105 °C for 15 min before blocking. Immunofluorescence images were acquired using a confocal laser microscope (TSC-SP8, Leica Microsystems) and processed using Adobe Photoshop Elements 2021 (Adobe). Nuclei were counterstained using bisbenzimide H33258 fluorochrome trihydrochloride solution (Hoechst; 19173-41, Nacalai Tesque). Antibodies are listed in Appendix Table S3.

### Cell counting in brain sections

Quantifying the number of respective marker-positive cells in the DG, SGZ, GCL, or hilus was performed using every sixth hemisphere section. A total of 10–12 brain slices collected every six slices were measured; the number of cells in all slices was summed and then multiplied by 6 to calculate the number of cells around the DG, SGZ, and hilus within a single hippocampus. The number of cells was measured in a single plane using confocal microscopy after brain slices were prepared. A cell was determined to be located in the hilus if the soma of the cell was clearly located on the hilus side relative to the continuous line drawn between the SGZ and the hilus. The numbers of marker-positive glial cells were manually counted within 10–11 100 × 100 μm areas of the ML and the hilus. These cell numbers are reported per mm^2^. Previous studies have shown that the number of NSCs per hippocampus varies from paper to paper (Bowers et al, 2020; Encinas et al, 2011; Harris et al, 2021; Jessberger et al, 2005). This may depend on the method to quantify the number of cells (e.g., whether images are taken in a Z-stack to calculate the number per slice, or whether the number is measured per DG on one side or both sides, etc.). Although the number of NSCs is relatively small compared to other groups, consistent with some previous reports (Bowers et al, 2020; Jessberger et al, 2005), the same measurement method was used throughout the manuscript.

### In vitro cell proliferation assay

To label proliferating NSCs, 10 mg/mL EdU from a Click-iT EdU Alexa Fluor 555 Imaging Kit (C10338, Invitrogen) was added to the culture medium 30 min before fixation. EdU staining was performed following the kit manufacturer’s instructions, followed by immunocytochemistry (below).

### Immunocytochemistry

Adult hippocampal NSCs were fixed with 4% PFA in PBS for 20 min, washed three times in PBS after EdU staining, permeabilized, blocked with blocking buffer (PBS containing 3% FBS and 0.1% Triton X-100) for 30 min at RT, and incubated for 1.5 h at RT with the indicated primary antibody diluted in blocking buffer. Cells were washed three times with PBS and incubated for 1.5 h at RT with the secondary antibody diluted in a blocking buffer. After a third wash with PBS, cells were mounted with Immu-Mount (Thermo Scientific) on glass slides. Nuclei were counterstained using Hoechst (1:500; Nacalai Tesque). Immunofluorescence images were obtained using a confocal laser microscope (Leica Microsystems) and processed using Adobe Photoshop Elements 2021. The antibodies are listed in the Appendix Table S3.

### Immunoblotting

The adult hippocampal NSCs were lysed in lysis buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM EGTA, and 1% Triton X-100) supplemented with 5 μg/mL leupeptin (43449-62, Nacalai Tesque). These whole-cell lysates were resolved by sodium dodecyl sulfate‒polyacrylamide gel electrophoresis (SDS‒PAGE) and blotted onto polyvinylidene fluoride (PVDF) membranes. After blocking with 5% skim milk in TBS-T (50 mM Tris-HCl pH 8.0, 150 mM NaCl, and 0.05% Tween-20), the membranes were probed with the indicated antibodies, and immunolabeling was detected using an enhanced chemiluminescence (ECL) system. The antibodies are listed in Appendix Table S3.

### Lentivirus production

Lentiviruses were produced by co-transfecting HEK293T cells with the lentivirus constructs pRRL-Venus-HA, pRRL-Stat5b-Venus, pRRL-Stat5b-HA, or pRRL-Stat5b (Y699F)-Venus, and lentivirus packaging vector constructs pMD2.G (12259, Addgene) and psPAX2 (12260, Addgene) using Polyethylenimine (PEI)-Max (24765-1, Polysciences). The culture medium was changed at 16–24 h after transfection. The supernatants were collected at 24 and 48 h after a medium change and centrifuged at 6000×*g* overnight at 4 °C. After discarding the supernatant, the virus solution was resuspended in 1 mL of new medium per 10 cm dish (in vitro conditions), and then the virus solution was concentrated using the Lenti-X Concentrator (631231, Clontech) and suspended in PBS (in vivo conditions).

### In vitro lentiviral infection

The virus solutions were introduced into adult rat hippocampal NSCs by adding these supernatants to the culture 24 h after passaging. At 48 h after infection, the medium was replaced with a quiescence medium. The cells were cultured for another 48 h and then fixed for an EdU-labeled cell proliferation assay.

### In vivo lentiviral infection

Nine-week-old *Derl1*^*NesCre*^ mice were anesthetized by intraperitoneal injection of a 4 mg/kg midazolam/0.3 mg/kg medetomidine/5 mg/kg butorphanol mixture. The virus suspension was injected stereotaxically into the bilateral DG using the following coordinates relative to bregma: caudal, −2.0 mm; lateral, ±1.5 mm; ventral, −2.3 mm. In each DG, 1.5 µL of lentivirus was injected over 1 min using a 5 µL Hamilton syringe. Two weeks after the lentiviral injection, the brains were fixed for immunohistochemistry. Mice lacking HA-tag-positive cells in the DG were excluded from the study.

### Quantitative real-time PCR analysis

Total RNA was isolated from the DG or adult hippocampal NSCs using RNAiso Plus (9109, Takara Bio) and reverse transcribed using RevaTra Ace qPCR RT Master Mix with gDNA Remover (FSQ-301, TOYOBO) according to the manufacturer’s instructions. Quantitative PCR was performed using SYBR Green PCR Master Mix (KK4602, Kapa Biosystems) and a StepOnePlus Real-Time PCR System (Applied Biosystems). Expression levels were normalized to the expression of *S18* or *β-actin* mRNA and calculated relative to the control. The primer sequences are shown in Appendix Table S2.

### DNA microarray analysis

Total RNA was extracted from the DG using a NucleoSpin RNA kit (740955, Takara Bio) following the manufacturer’s instructions. A total of 150 ng of total RNA from each sample was amplified and labeled with Cy3. Next, 600 ng Cy3-labeled cRNA was fragmented, hybridized onto the SurePrint G3 Mouse GE Ver2 platform (G4852B, Agilent Technologies), and then incubated at 65 °C while being rotated for 17 h. Data were analyzed using GeneSpring software version 14.9 (Agilent Technologies) as previously described (Komatsu et al, 2013). In brief, the microarray data were normalized by quantile normalization, and the baseline signal values were transformed to the median in all samples. Then, quality control and filtering steps were performed based on flags and expression levels. Mean signal intensities were measured in duplicate and averaged to identify genes differentially expressed among mouse lines. Data from this microarray analysis have been submitted to the NCBI Gene Expression Omnibus archive as series GSE229342. GSEA was performed using GSEA v4.1.0 (https://www.gsea-msigdb.org/gsea/index.jsp). The enrichment plot shows the distribution of genes in each set that are positively (red) and negatively (blue) correlated with Derlin-1 deficiency. The Gene Ontology (GO) terms for GSEA were obtained from the Mouse Genome Informatics (MGI) GO project (http://www.informatics.jax.org/), which provides functional annotations for mouse gene products using Gene Ontology (http://www.informatics.jax.org/vocab/gene_ontology).

### RNA-seq

RNA library construction and RNA-seq were performed using an Illumina sequencing platform (GENEWIZ). *Derl1* or its control knockdown adult rat-derived hippocampal NSCs were cultured in the presence of BMP4 for 2 days. Then, three samples of total RNA from the two cell groups were extracted for transcriptome sequencing and RNA-seq analysis. The cDNA libraries were used to construct the transcriptome sequence library in GENEWIZ (S. Plainfield, NJ) company using Illumina HiSeq X. The files containing the results were processed with a standard pipeline that included end trimming with trimommatic (Bolger et al, 2014). Then, the sequence reads were mapped to the rat reference genome (rn6) using STAR (Dobin et al, 2013). The mapped sequences were converted to expression levels (transcripts per million, TPM) and quantified using RSEM (Li and Dewey, 2011). Differential gene expression analysis was performed using edgeR (Robinson et al, 2010). A fold change <0.8 was considered downregulation, and a fold change >1.5 was considered upregulation. Data from this RNA-seq analysis have been submitted to the NCBI Gene Expression Omnibus archive as series GSE229251. GSEA was performed using GSEA v4.1.0. The enrichment plot shows the distribution of genes in each set that are positively (red) and negatively (blue) correlated with *Derl1* knockdown. The GO terms for GSEA were obtained from the Rat Genome Database (RGD) (https://rgd.mcw.edu/), which provides functional annotations for rat gene products using Gene Ontology (https://rgd.mcw.edu/GO/). Stat5b target genes were obtained by searching ChIP-Atlas (https://chip-atlas.org), and the binding criterion was set to a maximum distance of 1 kb in either direction from the transcription start site of the target. After ChIP-Atlas scoring, the top 80 potential targets were used as the gene set for GSEA.

### Seizure behavioral assays

The occurrence of spontaneous seizures was monitored in 2-month-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice by continuous videotaping (B09JWMC5XN, Generic) for 21 h without stimulation and under free activity. The video data from this spontaneous seizure monitoring have been submitted to Zenodo (https://zenodo.org/records/10548867). Seizures were induced in 8- to 12-week-old *Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice by intraperitoneal injections of 20 mg/kg KA (BML-EA123, Enzo Life Sciences) dissolved in distilled H_2_O. The behavior of the mice was observed for 1 h after the injection, and a seizure score was recorded manually every 5 min. The seizure score was modified into five stages from the previously described criteria (Racine, 1972). Briefly, the following seizure scale was used: normal exploratory activity (0), staring and reduced locomotion (1), immobility with fast breathing/scratching behavior (2), repetitive head and limb movements (3), sustained rearing with forelimb clonus (4), and full body extension (full tonic extension) and death (5).

### Novel location recognition test

*Derl1*^*f/f*^ and *Derl1*^*NesCre*^ mice were placed in a white plastic chamber (45 × 45 × 43 [H] cm) that contained two identical objects in adjacent corners; the mice were allowed to explore the objects freely for 3 min and then taken back to their home cage for 3 min, completing one training session. After three repetitions of the training session, one of the objects was moved to the opposite side of the corner of the chamber and allowed to freely explore the familiar and displaced objects for 15 min (Testing session). All sessions were recorded with an overhead video, and exploration behavior was defined as activities such as sniffing and rearing against the object. The time spent exploring each object during the training and test sessions was scored manually. The exploration ratio for objects in novel locations (displaced objects) was calculated using the formula t _displaced_ /(t _displaced_ + t _familiar_), as described previously (Mumby et al, 2002). The chamber and objects were cleaned with 70% ethanol before the next mouse was tested.

### 4-PBA administration

Intraperitoneal injections of 200 mg/kg 4-PBA (820986, MERCK or P21005, Sigma‒Aldrich) were performed daily from 8–9 to 10–11 weeks of age for immunohistochemistry and seizure behavioral assays. To examine the depletion of NSCs and cognitive function, 10 mg/mL of 4-PBA (Sigma‒Aldrich) solution was administered in the ad libitum water supply from 4 weeks to 16–20 weeks of age.

### VPA administration

Intraperitoneal injections of 300 mg/kg VPA (P4543, Sigma‒Aldrich) were performed daily for 2 weeks from 8 to 10 weeks of age for immunohistochemistry.

### Statistical analysis

All data are presented as the means ± standard errors. Student’s *t*-test was performed to compare two group means. One-way ANOVA followed by post hoc tests compared three or more group means. In two-way ANOVA, when a significant interaction was obtained, post hoc analysis was conducted. Data from the 1 h trial of seizure behavior were analyzed by two-way repeated-measures ANOVA, and post hoc analysis was performed using Bonferroni’s multiple comparison test. Statistical analyses were performed using EZR software version 1.30 (Kanda, 2013) or GraphPad Prism 9 (GraphPad Software). A *P* < 0.05 (two-tailed) was considered significant for all tests.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

DNA microarray and RNA-seq data generated in this study are deposited with the NCBI Gene Expression Omnibus archive as series GSE229342 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229342) and GSE229251 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229251). Video data of a stimulus-free, freely active state in *Derl1*^*NesCre*^ mice are available on the Zenodo repository (https://zenodo.org/records/10548867). They are publicly available as of the date of publication. This paper does not report the original code. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00205-7.

## References

[CR1] Abematsu M, Tsujimura K, Yamano M, Saito M, Kohno K, Kohyama J, Namihira M, Komiya S, Nakashima K (2010) Neurons derived from transplanted neural stem cells restore disrupted neuronal circuitry in a mouse model of spinal cord injury. J Clin Invest 120:3255–326620714104 10.1172/JCI42957PMC2929730

[CR2] Able AA, Burrell JA, Stephens JM (2017) STAT5-interacting proteins: a synopsis of proteins that regulate STAT5 activity. Biology 6:2028287479 10.3390/biology6010020PMC5372013

[CR3] Beckervordersandforth R, Ebert B, Schaffner I, Moss J, Fiebig C, Shin J, Moore DL, Ghosh L, Trinchero MF, Stockburger C et al (2017) Role of mitochondrial metabolism in the control of early lineage progression and aging phenotypes in adult hippocampal neurogenesis. Neuron 93:151828334613 10.1016/j.neuron.2017.03.008PMC6217803

[CR4] Bolger AM, Lohse M, Usadel B (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30:2114–212024695404 10.1093/bioinformatics/btu170PMC4103590

[CR5] Bond AM, Ming GL, Song H (2015) Adult mammalian neural stem cells and neurogenesis: five decades later. Cell Stem Cell 17:385–39526431181 10.1016/j.stem.2015.09.003PMC4683085

[CR6] Bowers M, Liang T, Gonzalez-Bohorquez D, Zocher S, Jaeger BN, Kovacs WJ, Rohrl C, Cramb KML, Winterer J, Kruse M et al (2020) FASN-dependent lipid metabolism links neurogenic stem/progenitor cell activity to learning and memory deficits. Cell Stem Cell 27:98–109.e11132386572 10.1016/j.stem.2020.04.002

[CR7] Cameron MC, Zhan RZ, Nadler JV (2011) Morphologic integration of hilar ectopic granule cells into dentate gyrus circuitry in the pilocarpine model of temporal lobe epilepsy. J Comp Neurol 519:2175–219221455997 10.1002/cne.22623PMC3908827

[CR8] Casse F, Richetin K, Toni N (2018) Astrocytes’ contribution to adult neurogenesis in physiology and Alzheimer’s disease. Front Cell Neurosci 12:43230538622 10.3389/fncel.2018.00432PMC6277517

[CR9] Cho KO, Lybrand ZR, Ito N, Brulet R, Tafacory F, Zhang L, Good L, Ure K, Kernie SG, Birnbaum SG et al (2015) Aberrant hippocampal neurogenesis contributes to epilepsy and associated cognitive decline. Nat Commun 6:660625808087 10.1038/ncomms7606PMC4375780

[CR10] Cobos I, Calcagnotto ME, Vilaythong AJ, Thwin MT, Noebels JL, Baraban SC, Rubenstein JL (2005) Mice lacking Dlx1 show subtype-specific loss of interneurons, reduced inhibition and epilepsy. Nat Neurosci 8:1059–106816007083 10.1038/nn1499

[CR11] Cope EC, Gould E (2019) Adult neurogenesis, glia, and the extracellular matrix. Cell Stem Cell 24:690–70531051133 10.1016/j.stem.2019.03.023PMC7961263

[CR12] de Ruijter AJ, van Gennip AH, Caron HN, Kemp S, van Kuilenburg AB (2003) Histone deacetylases (HDACs): characterization of the classical HDAC family. Biochem J 370:737–74912429021 10.1042/BJ20021321PMC1223209

[CR13] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–2123104886 10.1093/bioinformatics/bts635PMC3530905

[CR14] Doi H, Matsuda T, Sakai A, Matsubara S, Hoka S, Yamaura K, Nakashima K (2021) Early-life midazolam exposure persistently changes chromatin accessibility to impair adult hippocampal neurogenesis and cognition. Proc Natl Acad Sci USA 118:e210759611834526402 10.1073/pnas.2107596118PMC8463898

[CR15] Dougan SK, Hu CC, Paquet ME, Greenblatt MB, Kim J, Lilley BN, Watson N, Ploegh HL (2011) Derlin-2-deficient mice reveal an essential role for protein dislocation in chondrocytes. Mol Cell Biol 31:1145–115921220515 10.1128/MCB.00967-10PMC3067910

[CR16] Encinas JM, Michurina TV, Peunova N, Park JH, Tordo J, Peterson DA, Fishell G, Koulakov A, Enikolopov G (2011) Division-coupled astrocytic differentiation and age-related depletion of neural stem cells in the adult hippocampus. Cell Stem Cell 8:566–57921549330 10.1016/j.stem.2011.03.010PMC3286186

[CR17] Eriksson PS, Perfilieva E, Bjork-Eriksson T, Alborn AM, Nordborg C, Peterson DA, Gage FH (1998) Neurogenesis in the adult human hippocampus. Nat Med 4:1313–13179809557 10.1038/3305

[CR18] Ghemrawi R, Khair M (2020) Endoplasmic reticulum stress and unfolded protein response in neurodegenerative diseases. Int J Mol Sci 21:612732854418 10.3390/ijms21176127PMC7503386

[CR19] Goncalves JT, Schafer ST, Gage FH (2016) Adult neurogenesis in the hippocampus: from stem cells to behavior. Cell 167:897–91427814520 10.1016/j.cell.2016.10.021

[CR20] Goodman T, Trouche S, Massou I, Verret L, Zerwas M, Roullet P, Rampon C (2010) Young hippocampal neurons are critical for recent and remote spatial memory in adult mice. Neuroscience 171:769–77820883747 10.1016/j.neuroscience.2010.09.047

[CR21] Harris L, Rigo P, Stiehl T, Gaber ZB, Austin SHL, Masdeu MDM, Edwards A, Urban N, Marciniak-Czochra A, Guillemot F (2021) Coordinated changes in cellular behavior ensure the lifelong maintenance of the hippocampal stem cell population. Cell Stem Cell 28:863–876.e86633581058 10.1016/j.stem.2021.01.003PMC8110946

[CR22] Hester MS, Danzer SC (2013) Accumulation of abnormal adult-generated hippocampal granule cells predicts seizure frequency and severity. J Neurosci 33:8926–893623699504 10.1523/JNEUROSCI.5161-12.2013PMC3731053

[CR23] Hetz C, Saxena S (2017) ER stress and the unfolded protein response in neurodegeneration. Nat Rev Neurol 13:477–49128731040 10.1038/nrneurol.2017.99

[CR24] Isaka F, Ishibashi M, Taki W, Hashimoto N, Nakanishi S, Kageyama R (1999) Ectopic expression of the bHLH gene Math1 disturbs neural development. Eur J Neurosci 11:2582–258810383648 10.1046/j.1460-9568.1999.00699.x

[CR25] Jessberger S, Nakashima K, Clemenson Jr GD, Mejia E, Mathews E, Ure K, Ogawa S, Sinton CM, Gage FH, Hsieh J (2007) Epigenetic modulation of seizure-induced neurogenesis and cognitive decline. J Neurosci 27:5967–597517537967 10.1523/JNEUROSCI.0110-07.2007PMC6672253

[CR26] Jessberger S, Romer B, Babu H, Kempermann G (2005) Seizures induce proliferation and dispersion of doublecortin-positive hippocampal progenitor cells. Exp Neurol 196:342–35116168988 10.1016/j.expneurol.2005.08.010

[CR27] Kadowaki H, Nagai A, Maruyama T, Takami Y, Satrimafitrah P, Kato H, Honda A, Hatta T, Natsume T, Sato T et al (2015) Pre-emptive quality control protects the ER from protein overload via the proximity of ERAD components and SRP. Cell Rep. 13:944–95626565908 10.1016/j.celrep.2015.09.047

[CR28] Kadowaki H, Satrimafitrah P, Takami Y, Nishitoh H (2018) Molecular mechanism of ER stress-induced pre-emptive quality control involving association of the translocon, Derlin-1, and HRD1. Sci Rep. 8:731729743537 10.1038/s41598-018-25724-xPMC5943263

[CR29] Kanda Y (2013) Investigation of the freely available easy-to-use software ‘EZR’ for medical statistics. Bone Marrow Transpl 48:452–45810.1038/bmt.2012.244PMC359044123208313

[CR30] Kang E, Wen Z, Song H, Christian KM, Ming GL (2016) Adult neurogenesis and psychiatric disorders. Cold Spring Harb Perspect Biol 8:a01902626801682 10.1101/cshperspect.a019026PMC5008067

[CR31] Karpati A, Yoshikawa T, Naganuma F, Matsuzawa T, Kitano H, Yamada Y, Yokoyama M, Futatsugi A, Mikoshiba K, Yanai K (2019) Histamine H(1) receptor on astrocytes and neurons controls distinct aspects of mouse behaviour. Sci Rep. 9:1645131712580 10.1038/s41598-019-52623-6PMC6848115

[CR32] Kobayashi T, Piao W, Takamura T, Kori H, Miyachi H, Kitano S, Iwamoto Y, Yamada M, Imayoshi I, Shioda S et al (2019) Enhanced lysosomal degradation maintains the quiescent state of neural stem cells. Nat Commun 10:544631784517 10.1038/s41467-019-13203-4PMC6884460

[CR33] Kollmann S, Grausenburger R, Klampfl T, Prchal-Murphy M, Bastl K, Pisa H, Knab VM, Brandstoetter T, Doma E, Sperr WR et al (2021) A STAT5B-CD9 axis determines self-renewal in hematopoietic and leukemic stem cells. Blood 138:2347–235934320169 10.1182/blood.2021010980PMC8777465

[CR34] Komatsu M, Yoshimaru T, Matsuo T, Kiyotani K, Miyoshi Y, Tanahashi T, Rokutan K, Yamaguchi R, Saito A, Imoto S et al (2013) Molecular features of triple negative breast cancer cells by genome-wide gene expression profiling analysis. Int J Oncol 42:478–50623254957 10.3892/ijo.2012.1744

[CR35] Kusaczuk M, Bartoszewicz M, Cechowska-Pasko M (2015) Phenylbutyric acid: simple structure - multiple effects. Curr Pharm Des 21:2147–216625557635 10.2174/1381612821666150105160059

[CR36] Laguesse S, Creppe C, Nedialkova DD, Prevot PP, Borgs L, Huysseune S, Franco B, Duysens G, Krusy N, Lee G et al (2015) A dynamic unfolded protein response contributes to the control of cortical neurogenesis. Dev Cell 35:553–56726651292 10.1016/j.devcel.2015.11.005

[CR37] Lee JE, Yang YM, Liang FX, Gough DJ, Levy DE, Sehgal PB (2012) Nongenomic STAT5-dependent effects on Golgi apparatus and endoplasmic reticulum structure and function. Am J Physiol Cell Physiol 302:C804–82022159083 10.1152/ajpcell.00379.2011PMC3311300

[CR38] Lee JE, Yang YM, Yuan H, Sehgal PB (2013) Definitive evidence using enucleated cytoplasts for a nongenomic basis for the cystic change in endoplasmic reticulum structure caused by STAT5a/b siRNAs. Am J Physiol Cell Physiol 304:C312–32323151802 10.1152/ajpcell.00311.2012PMC3566531

[CR39] Li B, Dewey CN (2011) RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12:32321816040 10.1186/1471-2105-12-323PMC3163565

[CR40] Lilley BN, Ploegh HL (2004) A membrane protein required for dislocation of misfolded proteins from the ER. Nature 429:834–84015215855 10.1038/nature02592

[CR41] Lybrand ZR, Goswami S, Zhu J, Jarzabek V, Merlock N, Aktar M, Smith C, Zhang L, Varma P, Cho KO et al (2021) A critical period of neuronal activity results in aberrant neurogenesis rewiring hippocampal circuitry in a mouse model of epilepsy. Nat Commun 12:142333658509 10.1038/s41467-021-21649-8PMC7930276

[CR42] Matsuda T, Murao N, Katano Y, Juliandi B, Kohyama J, Akira S, Kawai T, Nakashima K (2015) TLR9 signalling in microglia attenuates seizure-induced aberrant neurogenesis in the adult hippocampus. Nat Commun 6:651425751136 10.1038/ncomms7514PMC4366529

[CR43] Mira H, Andreu Z, Suh H, Lie DC, Jessberger S, Consiglio A, San Emeterio J, Hortiguela R, Marques-Torrejon MA, Nakashima K et al (2010) Signaling through BMPR-IA regulates quiescence and long-term activity of neural stem cells in the adult hippocampus. Cell Stem Cell 7:78–8920621052 10.1016/j.stem.2010.04.016

[CR44] Mukherjee S, Brulet R, Zhang L, Hsieh J (2016) REST regulation of gene networks in adult neural stem cells. Nat Commun 7:1336027819263 10.1038/ncomms13360PMC5103073

[CR45] Mumby DG, Gaskin S, Glenn MJ, Schramek TE, Lehmann H (2002) Hippocampal damage and exploratory preferences in rats: memory for objects, places, and contexts. Learn Mem 9:49–5711992015 10.1101/lm.41302PMC155935

[CR46] Murao N, Noguchi H, Nakashima K (2016) Epigenetic regulation of neural stem cell property from embryo to adult. Neuroepigenetics 5:1–10

[CR47] Nishitoh H, Kadowaki H, Nagai A, Maruyama T, Yokota T, Fukutomi H, Noguchi T, Matsuzawa A, Takeda K, Ichijo H (2008) ALS-linked mutant SOD1 induces ER stress- and ASK1-dependent motor neuron death by targeting Derlin-1. Genes Dev 22:1451–146418519638 10.1101/gad.1640108PMC2418582

[CR48] Nishitoh H, Matsuzawa A, Tobiume K, Saegusa K, Takeda K, Inoue K, Hori S, Kakizuka A, Ichijo H (2002) ASK1 is essential for endoplasmic reticulum stress-induced neuronal cell death triggered by expanded polyglutamine repeats. Genes Dev 16:1345–135512050113 10.1101/gad.992302PMC186318

[CR49] Noguchi H, Murao N, Kimura A, Matsuda T, Namihira M, Nakashima K (2016) DNA methyltransferase 1 is indispensable for development of the hippocampal dentate gyrus. J Neurosci 36:6050–606827251626 10.1523/JNEUROSCI.0512-16.2016PMC6601819

[CR50] Paganoni S, Hendrix S, Dickson SP, Knowlton N, Berry JD, Elliott MA, Maiser S, Karam C, Caress JB, Owegi MA et al (2022) Effect of sodium phenylbutyrate/taurursodiol on tracheostomy/ventilation-free survival and hospitalisation in amyotrophic lateral sclerosis: long-term results from the CENTAUR trial. J Neurol Neurosurg Psychiatry 93:871–87535577511 10.1136/jnnp-2022-329024PMC9304116

[CR51] Paganoni S, Macklin EA, Hendrix S, Berry JD, Elliott MA, Maiser S, Karam C, Caress JB, Owegi MA, Quick A et al (2020) Trial of sodium phenylbutyrate-taurursodiol for amyotrophic lateral sclerosis. N Engl J Med 383:919–93032877582 10.1056/NEJMoa1916945PMC9134321

[CR52] Palmer TD, Takahashi J, Gage FH (1997) The adult rat hippocampus contains primordial neural stem cells. Mol Cell Neurosci 8:389–4049143557 10.1006/mcne.1996.0595

[CR53] Parent JM, Elliott RC, Pleasure SJ, Barbaro NM, Lowenstein DH (2006) Aberrant seizure-induced neurogenesis in experimental temporal lobe epilepsy. Ann Neurol 59:81–9116261566 10.1002/ana.20699

[CR54] Park HJ, Li J, Hannah R, Biddie S, Leal-Cervantes AI, Kirschner K, Flores Santa Cruz D, Sexl V, Gottgens B, Green AR (2016) Cytokine-induced megakaryocytic differentiation is regulated by genome-wide loss of a uSTAT transcriptional program. EMBO J 35:580–59426702099 10.15252/embj.201592383PMC4801948

[CR55] Petrelli F, Scandella V, Montessuit S, Zamboni N, Martinou JC, Knobloch M (2023) Mitochondrial pyruvate metabolism regulates the activation of quiescent adult neural stem cells. Sci Adv 9:eadd522036857455 10.1126/sciadv.add5220PMC9977184

[CR56] Racine RJ (1972) Modification of seizure activity by electrical stimulation. II. Motor seizure. Electroencephalogr Clin Neurophysiol 32:281–2944110397 10.1016/0013-4694(72)90177-0

[CR57] Robinson MD, McCarthy DJ, Smyth GK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–14019910308 10.1093/bioinformatics/btp616PMC2796818

[CR58] Ryu H, Smith K, Camelo SI, Carreras I, Lee J, Iglesias AH, Dangond F, Cormier KA, Cudkowicz ME, Brown Jr. RH et al (2005) Sodium phenylbutyrate prolongs survival and regulates expression of anti-apoptotic genes in transgenic amyotrophic lateral sclerosis mice. J Neurochem 93:1087–109815934930 10.1111/j.1471-4159.2005.03077.x

[CR59] Sakai A, Matsuda T, Doi H, Nagaishi Y, Kato K, Nakashima K (2018) Ectopic neurogenesis induced by prenatal antiepileptic drug exposure augments seizure susceptibility in adult mice. Proc Natl Acad Sci USA 115:4270–427529610328 10.1073/pnas.1716479115PMC5910824

[CR60] Sarkar A, Hochedlinger K (2013) The sox family of transcription factors: versatile regulators of stem and progenitor cell fate. Cell Stem Cell 12:15–3023290134 10.1016/j.stem.2012.12.007PMC3608206

[CR61] Scharfman HE, Pierce JP (2012) New insights into the role of hilar ectopic granule cells in the dentate gyrus based on quantitative anatomic analysis and three-dimensional reconstruction. Epilepsia 53(Suppl 1):109–11522612815 10.1111/j.1528-1167.2012.03480.xPMC3920449

[CR62] Schultheiss C, Abe P, Hoffmann F, Mueller W, Kreuder AE, Schutz D, Haege S, Redecker C, Keiner S, Kannan S et al (2013) CXCR4 prevents dispersion of granule neuron precursors in the adult dentate gyrus. Hippocampus 23:1345–135823929505 10.1002/hipo.22180

[CR63] Sehgal PB (2013) Non-genomic STAT5-dependent effects at the endoplasmic reticulum and Golgi apparatus and STAT6-GFP in mitochondria. JAKSTAT 2:e2486024470974 10.4161/jkst.24860PMC3894245

[CR64] Shin J, Berg DA, Zhu Y, Shin JY, Song J, Bonaguidi MA, Enikolopov G, Nauen DW, Christian KM, Ming GL et al (2015) Single-cell RNA-seq with waterfall reveals molecular cascades underlying adult neurogenesis. Cell Stem Cell 17:360–37226299571 10.1016/j.stem.2015.07.013PMC8638014

[CR65] Snyder JS, Soumier A, Brewer M, Pickel J, Cameron HA (2011) Adult hippocampal neurogenesis buffers stress responses and depressive behaviour. Nature 476:458–46121814201 10.1038/nature10287PMC3162077

[CR66] Sugiyama T, Murao N, Kadowaki H, Nishitoh H (2022) Chemical chaperones ameliorate neurodegenerative disorders in Derlin-1-deficient mice via improvement of cholesterol biosynthesis. Sci Rep. 12:2184036528738 10.1038/s41598-022-26370-0PMC9759528

[CR67] Sugiyama T, Murao N, Kadowaki H, Takao K, Miyakawa T, Matsushita Y, Katagiri T, Futatsugi A, Shinmyo Y, Kawasaki H et al (2021) ERAD components Derlin-1 and Derlin-2 are essential for postnatal brain development and motor function. iScience 24:10275834355142 10.1016/j.isci.2021.102758PMC8324814

[CR68] Takashima Y, Suzuki A (2013) Regulation of organogenesis and stem cell properties by T-box transcription factors. Cell Mol Life Sci 70:3929–394523479132 10.1007/s00018-013-1305-5PMC11113830

[CR69] Terreros-Roncal J, Moreno-Jimenez EP, Flor-Garcia M, Rodriguez-Moreno CB, Trinchero MF, Cafini F, Rabano A, Llorens-Martin M (2021) Impact of neurodegenerative diseases on human adult hippocampal neurogenesis. Science 374:1106–111334672693 10.1126/science.abl5163PMC7613437

[CR70] Urban N, Blomfield IM, Guillemot F (2019) Quiescence of adult mammalian neural stem cells: a highly regulated rest. Neuron 104:834–84831805262 10.1016/j.neuron.2019.09.026

[CR71] Wakizono T, Nakashima H, Yasui T, Noda T, Aoyagi K, Okada K, Yamada Y, Nakagawa T, Nakashima K (2021) Growth factors with valproic acid restore injury-impaired hearing by promoting neuronal regeneration. JCI Insight 6:e13917134806649 10.1172/jci.insight.139171PMC8663787

[CR72] Wang ECE, Dai Z, Ferrante AW, Drake CG, Christiano AM (2019) A subset of TREM2(+) dermal macrophages secretes oncostatin M to maintain hair follicle stem cell quiescence and inhibit hair growth. Cell Stem Cell 24:654–669.e65630930146 10.1016/j.stem.2019.01.011

[CR73] Wang Z, Li G, Tse W, Bunting KD (2009) Conditional deletion of STAT5 in adult mouse hematopoietic stem cells causes loss of quiescence and permits efficient nonablative stem cell replacement. Blood 113:4856–486519258595 10.1182/blood-2008-09-181107PMC2686137

[CR74] Wiley JC, Pettan-Brewer C, Ladiges WC (2011) Phenylbutyric acid reduces amyloid plaques and rescues cognitive behavior in AD transgenic mice. Aging Cell 10:418–42821272191 10.1111/j.1474-9726.2011.00680.x

[CR75] Ye Y, Shibata Y, Yun C, Ron D, Rapoport TA (2004) A membrane protein complex mediates retro-translocation from the ER lumen into the cytosol. Nature 429:841–84715215856 10.1038/nature02656

[CR76] Zhan RZ, Timofeeva O, Nadler JV (2010) High ratio of synaptic excitation to synaptic inhibition in hilar ectopic granule cells of pilocarpine-treated rats. J Neurophysiol 104:3293–330420881195 10.1152/jn.00663.2010PMC3007662

[CR77] Zipancic I, Calcagnotto ME, Piquer-Gil M, Mello LE, Alvarez-Dolado M (2010) Transplant of GABAergic precursors restores hippocampal inhibitory function in a mouse model of seizure susceptibility. Cell Transpl 19:549–56410.3727/096368910X49138320144261

# Supplementary material for: The Derlin-1-Stat5b axis maintains homeostasis of adult hippocampal neurogenesis
**Source:** EMBO Rep. 2024 Jul 30;25(8):26. doi: 10.1038/s44319-024-00205-7
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### The Derlin-1-Stat5b Axis Maintains Homeostasis of Adult Hippocampal Neurogenesis

Naoya Murao<sup>1</sup>, Taito Matsuda<sup>2</sup>, Hisae Kadowaki<sup>1</sup>, Yosuke Matsushita<sup>3,4</sup>, Kousuke Tanimoto<sup>5</sup>, Toyomasa Katagiri<sup>3,4</sup>, Kinichi Nakashima<sup>2,\*</sup>, and Hideki Nishitoh<sup>1,6,7,\*</sup>

#### Table of Contents:

|    |                         |           |
|----|-------------------------|-----------|
| 1. | Appendix Table S1 ..... | pages 2-6 |
| 2. | Appendix Table S2 ..... | page 7    |
| 3. | Appendix Table S3 ..... | pages 8-9 |
| 4. | References .....        | page 10   |

## Appendix Table S1. List of genes with altered expression in siDer1 NSCs.

Gene list whose expression level is >1.5-fold increased in siDer1 NSCs

|                |         |                                                                         |             |             |
|----------------|---------|-------------------------------------------------------------------------|-------------|-------------|
| NM.001276304.N | Dlgap3  | DLG associated protein 3                                                | 1.69455377  | 0.009316655 |
| NM.181636      | Col23a1 | collagen type XXIII alpha 1 chain                                       | 1.690521862 | 0.019923778 |
| NM.031597      | Kcng3   | potassium voltage-gated channel subfamily Q member 3                    | 1.683511045 | 0.035645631 |
| NM.012650      | Shbg    | sex hormone binding globulin                                            | 1.677562282 | 0.043817765 |
| NM.001108978   | Pik3cd  | phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit delta | 1.671466662 | 0.032534986 |
| NM.001109160   | Flrt1   | fibronectin leucine rich transmembrane protein 1                        | 1.664846035 | 0.012806989 |
| NM.001106713   | Klh29   |                                                                         | 1.662999796 | 0.023035955 |
| NM.001106877   | Rfx2    | regulatory factor X2                                                    | 1.661784625 | 0.019386213 |
| NM.001107248   | Vcl     | vinculin                                                                | 1.642331194 | 0.003558683 |
| NM.017014      | Gstm1   | glutathione S-transferase mu 1                                          | 1.641508853 | 0.006104227 |
| NM.001025048   | Setmar  | SET domain and mariner transposase fusion gene                          | 1.640641275 | 0.04200108  |
| NM.001009709   | Tmem140 | transmembrane protein 140                                               | 1.635276991 | 0.023632814 |
| NM.053304      | Col1a1  | collagen type I alpha 1 chain                                           | 1.619038929 | 0.024643617 |
| NM.001191778   | Aldh12  | aldehyde dehydrogenase 1 family, member L2                              | 1.611367111 | 0.029039592 |
| NM.130411      | Coro1a  | coronin 1A                                                              | 1.607898287 | 0.027062065 |
| NM.031154      | Gstm7   | glutathione S-transferase, mu 7                                         | 1.590868524 | 0.003336554 |
| NM.001108065   | Shc2    | SHC adaptor protein 2                                                   | 1.577211924 | 0.041894813 |
| NM.001160162.N | Scn5a   | sodium voltage-gated channel alpha subunit 5                            | 1.574973314 | 0.011586839 |
| NM.019161      | Cdh22   | cadherin 22                                                             | 1.568801176 | 0.025028534 |
| NM.001106276   | Cpeb1   | cytoplasmic polyadenylation element binding protein 1                   | 1.565659685 | 0.002065137 |
| NM.133606      | Ehhadh  | enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase                 | 1.564130814 | 0.03642322  |
| NM.023981      | Csf1    | colony stimulating factor 1                                             | 1.56389721  | 0.002249108 |
| NM.001011976   | Wdr31   |                                                                         | 1.558293089 | 0.027430515 |
| NM.017009      | Gfap    | glial fibrillary acidic protein                                         | 1.550004168 | 0.004017337 |
| NM.001030042   | Rad9b   | RAD9 checkpoint clamp component B                                       | 1.541249498 | 0.019168947 |
| NM.001109183   | Lhfp    | LHFPL tetraspan subfamily member 6                                      | 1.533454143 | 0.002558867 |
| NM.138858      | Slc9a5  | solute carrier family 9 member A5                                       | 1.524382113 | 0.033650301 |
| NM.001108098   | Cpm     | carboxypeptidase M                                                      | 1.517368103 | 0.008216459 |
| NM.001017478   | Cxcl16  | C-X-C motif chemokine ligand 16                                         | 1.516711187 | 0.012903395 |
| NM.080782      | Cdkn1a  | cyclin-dependent kinase inhibitor 1A                                    | 1.512067924 | 0.029627177 |
| NM.001130499   | Ttc38   |                                                                         | 1.510134741 | 0.036211686 |
| NM.001108987   | Diras1  | DIRAS family GTPase 1                                                   | 1.509655659 | 0.042750169 |

Gene list whose expression level is <0.8-fold reduced in siDer11 NSCs

| Refseq ID      | GeneSymbol | Description                                                          | Fold change | P value     |
|----------------|------------|----------------------------------------------------------------------|-------------|-------------|
| NM.001017510   | LOC498750  |                                                                      | 0.011912108 | 0.007776697 |
| NM.031560      | Ctsk       | cathepsin K                                                          | 0.022471789 | 0.000146434 |
| NM.012841      | Dcc        | DCC netrin 1 receptor                                                | 0.026872545 | 0.002358742 |
| NM.001107671   | Plexd3     | phosphatidylinositol-specific phospholipase C, X domain containing 3 | 0.032147715 | 0.002587457 |
| NM.001108996   | Ap1m2      | adaptor related protein complex 1 subunit mu 2                       | 0.033645063 | 0.014430631 |
| NM.001024907   | MGC114499  |                                                                      | 0.044566363 | 0.029718305 |
| NM.001191843   | Atp6ap1l   | ATPase H <sup>+</sup> transporting accessory protein 1 like          | 0.046196993 | 0.012600929 |
| NM.001105737   | Tek        | TEK receptor tyrosine kinase                                         | 0.047187309 | 0.01270479  |
| NM.133420      | Chrna2     | cholinergic receptor nicotinic alpha 2 subunit                       | 0.051363696 | 0.04169532  |
| NM.022636      | Vax1       | ventral anterior homeobox 1                                          | 0.052576863 | 0.026075399 |
| NM.138897      | Gabbr3     | gamma-aminobutyric acid type A receptor rho3 subunit                 | 0.053784985 | 0.026759072 |
| NM.001191728   | Lanc13     | LanC like 3                                                          | 0.054034641 | 0.046316639 |
| NM.053423      | Tert       | telomerase reverse transcriptase                                     | 0.060818771 | 0.046825904 |
| NM.001109130   | Tsnaxip1   | translin-associated factor X interacting protein 1                   | 0.061169113 | 0.039675912 |
| NM.053934      | Pcdha13    | protocadherin alpha 13                                               | 0.061314119 | 0.047254662 |
| NM.001107056   | Cyb5b1     | cytochrome b-5b1                                                     | 0.061762371 | 0.04386896  |
| NM.001109641   | Hist3h2bb  | H2B.U histone 1                                                      | 0.062856005 | 0.044362396 |
| NM.031796      | Galnt5     | polypeptide N-acetylgalactosaminyltransferase 5                      | 0.072997826 | 0.00677792  |
| NM.031828      | Kcnma1     | potassium calcium-activated channel subfamily M alpha 1              | 0.094163072 | 0.000210535 |
| NM.053744      | Dlk1       | delta like non-canonical Notch ligand 1                              | 0.103349815 | 0.003838884 |
| NM.001108051   | Slc24a4    | solute carrier family 24 member 4                                    | 0.109592958 | 0.000174471 |
| NM.012636      | Pthlh      | parathyroid hormone-like hormone                                     | 0.116185855 | 0.000506216 |
| NM.001100523   | Otp        | orthopedia homeobox                                                  | 0.12013391  | 0.0070999   |
| NM.001111114.N | Grik1      | glutamate ionotropic receptor kainate type subunit 1                 | 0.120892009 | 0.031771457 |
| NM.001107755   | Pamr1      | peptidase domain containing associated with muscle regeneration 1    | 0.128402805 | 0.011777393 |
| NM.013120      | Gckr       | glucokinase regulator                                                | 0.129700017 | 0.01277519  |
| NM.022407      | Aldh1a1    | aldehyde dehydrogenase 1 family, member A1                           | 0.139129865 | 0.001992054 |
| NM.001305138.N | Synpo2l    | synaptopodin 2-like                                                  | 0.144837167 | 0.041216021 |
| NM.053318      | Hpx        | hemopexin                                                            | 0.159402072 | 0.045434139 |
| NM.031741      | Slc2a5     | solute carrier family 2 member 5                                     | 0.17238264  | 0.03198011  |
| NM.023100      | Nmur1      | neuromedin U receptor 1                                              | 0.177634398 | 0.011291368 |
| NM.019190      | Cd46       | CD46 molecule                                                        | 0.185976367 | 0.027572512 |
| NM.031012      | Anpep      | alanyl aminopeptidase, membrane                                      | 0.207542493 | 0.021753365 |
| NM.138530      | Pbld1      | phenazine biosynthesis-like protein domain containing 1              | 0.22379207  | 0.004746682 |
| NM.001127650   | Anks4b     | ankyrin repeat and sterile alpha motif domain containing 4B          | 0.225229537 | 0.043559439 |
| NM.053977      | Cdh17      | cadherin 17                                                          | 0.230005421 | 0.024744727 |
| NM.198748      | Scin       | scinderin                                                            | 0.240124233 | 0.028676846 |
| NM.001108568   | Dapp1      | dual adaptor of phosphotyrosine and 3-phosphoinositides 1            | 0.240432876 | 0.003788887 |
| NM.031117      | Snrpn      | small nuclear ribonucleoprotein polypeptide N                        | 0.250782252 | 0.031408865 |
| NM.001130502   | Fam83f     |                                                                      | 0.251396067 | 0.003843109 |

**Appendix Table S2. List of oligonucleotides used in this study.**

| Oligonucleotides                                                                       | SOURCE                         | IDENTIFIER    |
|----------------------------------------------------------------------------------------|--------------------------------|---------------|
| Stealth RNAi™ siRNA Derl1-MSS289837, target sequence: 5'-CAGACUAUUUAUUCAUGCUUCUCUU-3'  | Invitrogen                     | Cat# 1320001  |
| Stealth RNAi™ siRNA Stat5b-RSS332572, target sequence: 5'-CCCACUUCAGAAACAUGUCCCUGAA-3' | Invitrogen                     | Cat# 1330001  |
| Stealth RNAi™ siRNA Negative Control Med GC Duplex #2                                  | Invitrogen                     | Cat# 12935112 |
| Primer: S18 Forward:<br>5'-TCCAGCACATTTTGCGAGTA-3'                                     | (Hattori <i>et al.</i> , 2016) | N/A           |
| Primer: S18 Reverse:<br>5'-CAGTGATGGCGAAGGCTATT-3'                                     | (Hattori <i>et al.</i> , 2016) | N/A           |
| Primer: Chop Forward:<br>5'-CCACCACACCTGAAAGCAGAA-3'                                   | (Feng <i>et al.</i> , 2003)    | N/A           |
| Primer: Chop Reverse:<br>5'-AGGTGAAAGGCAGGGACTCA-3'                                    | (Feng <i>et al.</i> , 2003)    | N/A           |
| Primer: $\beta$ -actin Forward:<br>5'-TCCTCCCTGGAGAAGAGCTAT-3'                         | (Kondo <i>et al.</i> , 2005)   | N/A           |
| Primer: $\beta$ -actin Reverse:<br>5'-TCCTGCTTGCTGATCCACAT-3'                          | (Kondo <i>et al.</i> , 2005)   | N/A           |
| Primer: Stat5b (rat) Forward:<br>5'-GGGCATCACCATTGCTTGAAG-3'                           | (Barkai <i>et al.</i> , 2000)  | N/A           |
| Primer: Stat5b (rat) Reverse:<br>5'-CCGGATAGAGAAGTCTCTTGTGG-3'                         | This paper                     | N/A           |
| Primer: Stat5b (mouse) Forward:<br>5'-TACTACACACCGGTCCCCTG-3'                          | This paper                     | N/A           |
| Primer: Stat5b (mouse) Reverse:<br>5'-ATGCATTTGCAAACTCGGGG-3'                          | This paper                     | N/A           |

**Appendix Table S3. List of primary and secondary antibodies used in this study.**

| Antibodies                                                    | SOURCE          | IDENTIFIER                    |
|---------------------------------------------------------------|-----------------|-------------------------------|
| Mouse-anti-Derlin-1                                           | Sigma-Aldrich   | SAB4200148; RRID: AB_10624068 |
| Rat-anti-BrdU                                                 | AbD Serotec     | OBT0030; RRID: AB_609568      |
| Goat-anti-DCX                                                 | Santa Cruz      | sc-8066; RRID: AB_2088494     |
| Rabbit-anti-Prox1                                             | Millipore       | AB5475; RRID: AB_177485       |
| Mouse-anti-NeuN                                               | Millipore       | MAB377; RRID: AB_2298772      |
| Mouse-anti-Ki67                                               | BD PharMingen   | 550609; RRID: AB_393778       |
| Rabbit-anti-Tbr2                                              | Abcam           | ab23345; RRID: AB_778267      |
| Mouse-anti-Nestin                                             | Millipore       | MAB353; RRID: AB_94911        |
| Rabbit-anti-GFAP                                              | Dako            | N1506; RRID: AB_10013482      |
| Chicken-anti-GFAP                                             | Millipore       | AB5541; RRID: AB_177521       |
| Mouse-anti-S100 $\beta$                                       | Sigma-Aldrich   | s2532; RRID: AB_477499        |
| Rabbit-anti-Iba1                                              | Wako            | 019-19741; RRID: AB_839504    |
| Goat-anti-Sox2                                                | Santa Cruz      | Sc-17320; RRID: AB_2286684    |
| Rabbit-anti-Active caspase3                                   | R and D Systems | AF835; RRID: AB_2243952       |
| Rat-anti-Somatostatin                                         | Millipore       | MAB354; RRID: AB_2255365      |
| Mouse-anti-Parvalbumin                                        | Millipore       | MAB1572; RRID: AB_2174013     |
| Rabbit-anti-HA-Tag                                            | Cell Signaling  | 3724; RRID: AB_1549585        |
| Mouse-anti-Stat5b                                             | Santa Cruz      | Sc1656-; RRID: AB_2197067     |
| Mouse-anti-Actin                                              | Sigma-Aldrich   | A4700; RRID: AB_476730        |
| Anti-Mouse IgG, HRP-linked antibody                           | GE Healthcare   | NA931; RRID: AB_772210        |
| CF®555, Donkey Anti-Mouse IgG (H+L), Highly Cross-Adsorbed    | Biotium         | 20037; RRID: AB_10559035      |
| CF®555, Donkey Anti-Rabbit IgG (H+L), Highly Cross-Adsorbed   | Biotium         | 20038; RRID: AB_10558011      |
| CF®488A, Donkey Anti-Chicken IgY (H+L), Highly Cross-Adsorbed | Biotium         | 20166; RRID: AB_10854387      |
| CF®488A, Donkey Anti-Mouse IgG (H+L), Highly Cross-Adsorbed   | Biotium         | 20014; RRID: AB_10561327      |

|                                                             |         |                             |
|-------------------------------------------------------------|---------|-----------------------------|
| CF®568, Donkey Anti-Rat IgG (H+L), Highly Cross-Adsorbed    | Biotium | 20092; RRID:<br>AB_10559037 |
| CF®647, Donkey Anti-Rabbit IgG (H+L), Highly Cross-Adsorbed | Biotium | 20047; RRID:<br>AB_10853792 |
| CF®647, Donkey Anti-Goat IgG (H+L), Highly Cross-Adsorbed   | Biotium | 20048; RRID:<br>AB_10853455 |

## References

Barkai U, Prigent-Tessier A, Tessier C, Gibori GB, Gibori G (2000) Involvement of SOCS-1, the suppressor of cytokine signaling, in the prevention of prolactin-responsive gene expression in decidual cells. *Mol Endocrinol* 14: 554-563

Feng B, Yao PM, Li Y, Devlin CM, Zhang D, Harding HP, Sweeney M, Rong JX, Kuriakose G, Fisher EA *et al* (2003) The endoplasmic reticulum is the site of cholesterol-induced cytotoxicity in macrophages. *Nat Cell Biol* 5: 781-792

Hattori K, Naguro I, Okabe K, Funatsu T, Furutani S, Takeda K, Ichijo H (2016) ASK1 signalling regulates brown and beige adipocyte function. *Nat Commun* 7: 11158

Kondo S, Murakami T, Tatsumi K, Ogata M, Kanemoto S, Otori K, Iseki K, Wanaka A, Imaizumi K (2005) OASIS, a CREB/ATF-family member, modulates UPR signalling in astrocytes. *Nat Cell Biol* 7: 186-194

# Supplementary material for: The Derlin-1-Stat5b axis maintains homeostasis of adult hippocampal neurogenesis
**Source:** EMBO Rep. 2024 Jul 30;25(8):26. doi: 10.1038/s44319-024-00205-7
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Loss of *Derl1*, but not *Derl2*, specifically promotes NSC activation in the adult DG.**

(A) Representative immunofluorescence images with Hoechst (gray) and Derlin-1 staining (red) in the adult hippocampus of *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. Scale bars: 100  $\mu$ m. (B) GSEA showing differential expression of 238 genes in the DG categorized by the GO term "Response to ER stress." GSEA shows gene expression changes in the DG of *Derl1<sup>NesCre</sup>* mice relative to *Derl1<sup>f/f</sup>* mice. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with Derlin-1 deficiency. (C) Representative immunofluorescence images with Ki67 (green), Tbr2 (red), and Hoechst (gray) staining of the DG in postnatal day 14 (P14) *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. Scale bars: 100  $\mu$ m. (D–F) Quantification of the numbers of Ki67<sup>+</sup> cells (D) and Tbr2<sup>+</sup> cells (E) in the DG as well as the number of Tbr2<sup>+</sup> cells (F) in the molecular layer (ML) of the DG ( $n = 3$  mice). (G) The percentage of Tbr2<sup>+</sup> cells in ML among total Tbr2<sup>+</sup> cells in the DG of P14 *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice ( $n = 3$  mice). (H) Experimental scheme for investigating the cell proliferation in the DG of P14 *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. (I) Representative immunofluorescence images with BrdU (red) and Hoechst (blue) staining of the DG in P14 *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. Scale bars: 100  $\mu$ m. (J) Quantification of the numbers of BrdU<sup>+</sup> cells in the DG of P14 *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice ( $n = 3$  mice). (K) Comparison of P14 *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice brain weights ( $n = 3$  mice). (L) Representative immunofluorescence images with NeuN (green) and Hoechst (gray) staining of the cerebral cortex in P14 *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. Scale bars: 100  $\mu$ m. (M) Experimental scheme for investigating the proliferation of NS/PCs and neurogenesis in *Derl2<sup>f/f</sup>*, *Derl2<sup>NesCre</sup>*, *Derl1<sup>CaMKIIaCre(hetero)</sup>* (Control), and *Derl1<sup>CaMKIIaCre</sup>* mice. (N) GSEA showing differential expression of 238 genes in the DG categorized by the GO term "Response to ER stress." GSEA shows gene expression changes in the DG of *Derl2<sup>NesCre</sup>* mice relative to *Derl2<sup>f/f</sup>* mice. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with Derlin-2 deficiency. (O–T) Representative immunofluorescence images of the DG with BrdU (red), DCX (cyan), and Hoechst staining (gray; insets) (O, R) and quantification of BrdU<sup>+</sup> proliferating cells (P, S) or BrdU<sup>+</sup> DCX<sup>+</sup> newborn immature neurons (Q, T) in mice of each genotype ( $n = 3$  mice). Scale bars: 100  $\mu$ m. (U) Representative immunofluorescence images with GFAP (green), S100 $\beta$  (red), Iba1 (cyan), and Hoechst (gray; insets) staining of the DG in 4-week-old *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. Scale bars: 100  $\mu$ m. (V–Y) Quantification of the numbers of GFAP<sup>+</sup> S100 $\beta$ <sup>+</sup> astrocytes (V, X) and Iba1<sup>+</sup> microglia (W, Y) in the ML (V, W) or hilus (X, Y) of 4-week-old *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice ( $n = 3$  mice). (Z) Experimental scheme for assessing astrogenesis in the DG of *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice. (AA) Representative immunofluorescence images of the DG with BrdU (red), S100 $\beta$  (green), and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100  $\mu$ m (left images) and 20  $\mu$ m (right images). The white arrows indicate merged cells. (AB) Quantification of the number of BrdU<sup>+</sup> S100 $\beta$ <sup>+</sup> newborn astrocytes in the SGZ and GCL of *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice ( $n = 3$  mice). (AC) Representative immunofluorescence images of the DG with active caspase3 (cyan), S100 $\beta$  (green), and Hoechst staining (gray; insets). The areas outlined by a white rectangle are enlarged to the right. Scale bars, 100  $\mu$ m (left images) and 20  $\mu$ m (right images). The white arrows indicate merged cells. (AD–AE) Quantification of the number of active caspase3<sup>+</sup> S100 $\beta$ <sup>+</sup> dying astrocytes in the SGZ (AD) and GCL (AE) of *Derl1<sup>f/f</sup>* and *Derl1<sup>NesCre</sup>* mice ( $n = 3$  mice). (AF) Representative images of Nestin (green), GFAP (red), Sox2 (cyan), and Hoechst (gray; insets) staining of the DG in 2-month-old wild-type mice. (AG) Quantification of the number of radial Nestin<sup>+</sup> Sox2<sup>+</sup> and radial GFAP<sup>+</sup> Sox2<sup>+</sup> cells in the SGZ ( $n = 3$  mice). Bar graphs are presented as the mean  $\pm$  SEM. Significance was determined using Student's *t*-test (D–G, J, K, P, Q, S, T, V, W, X, Y, AB, AD, AE, AG). \**P* < 0.05 and \*\**P* < 0.01 determined by nominal GSEA *P* value (B, N). n.s. not significant.

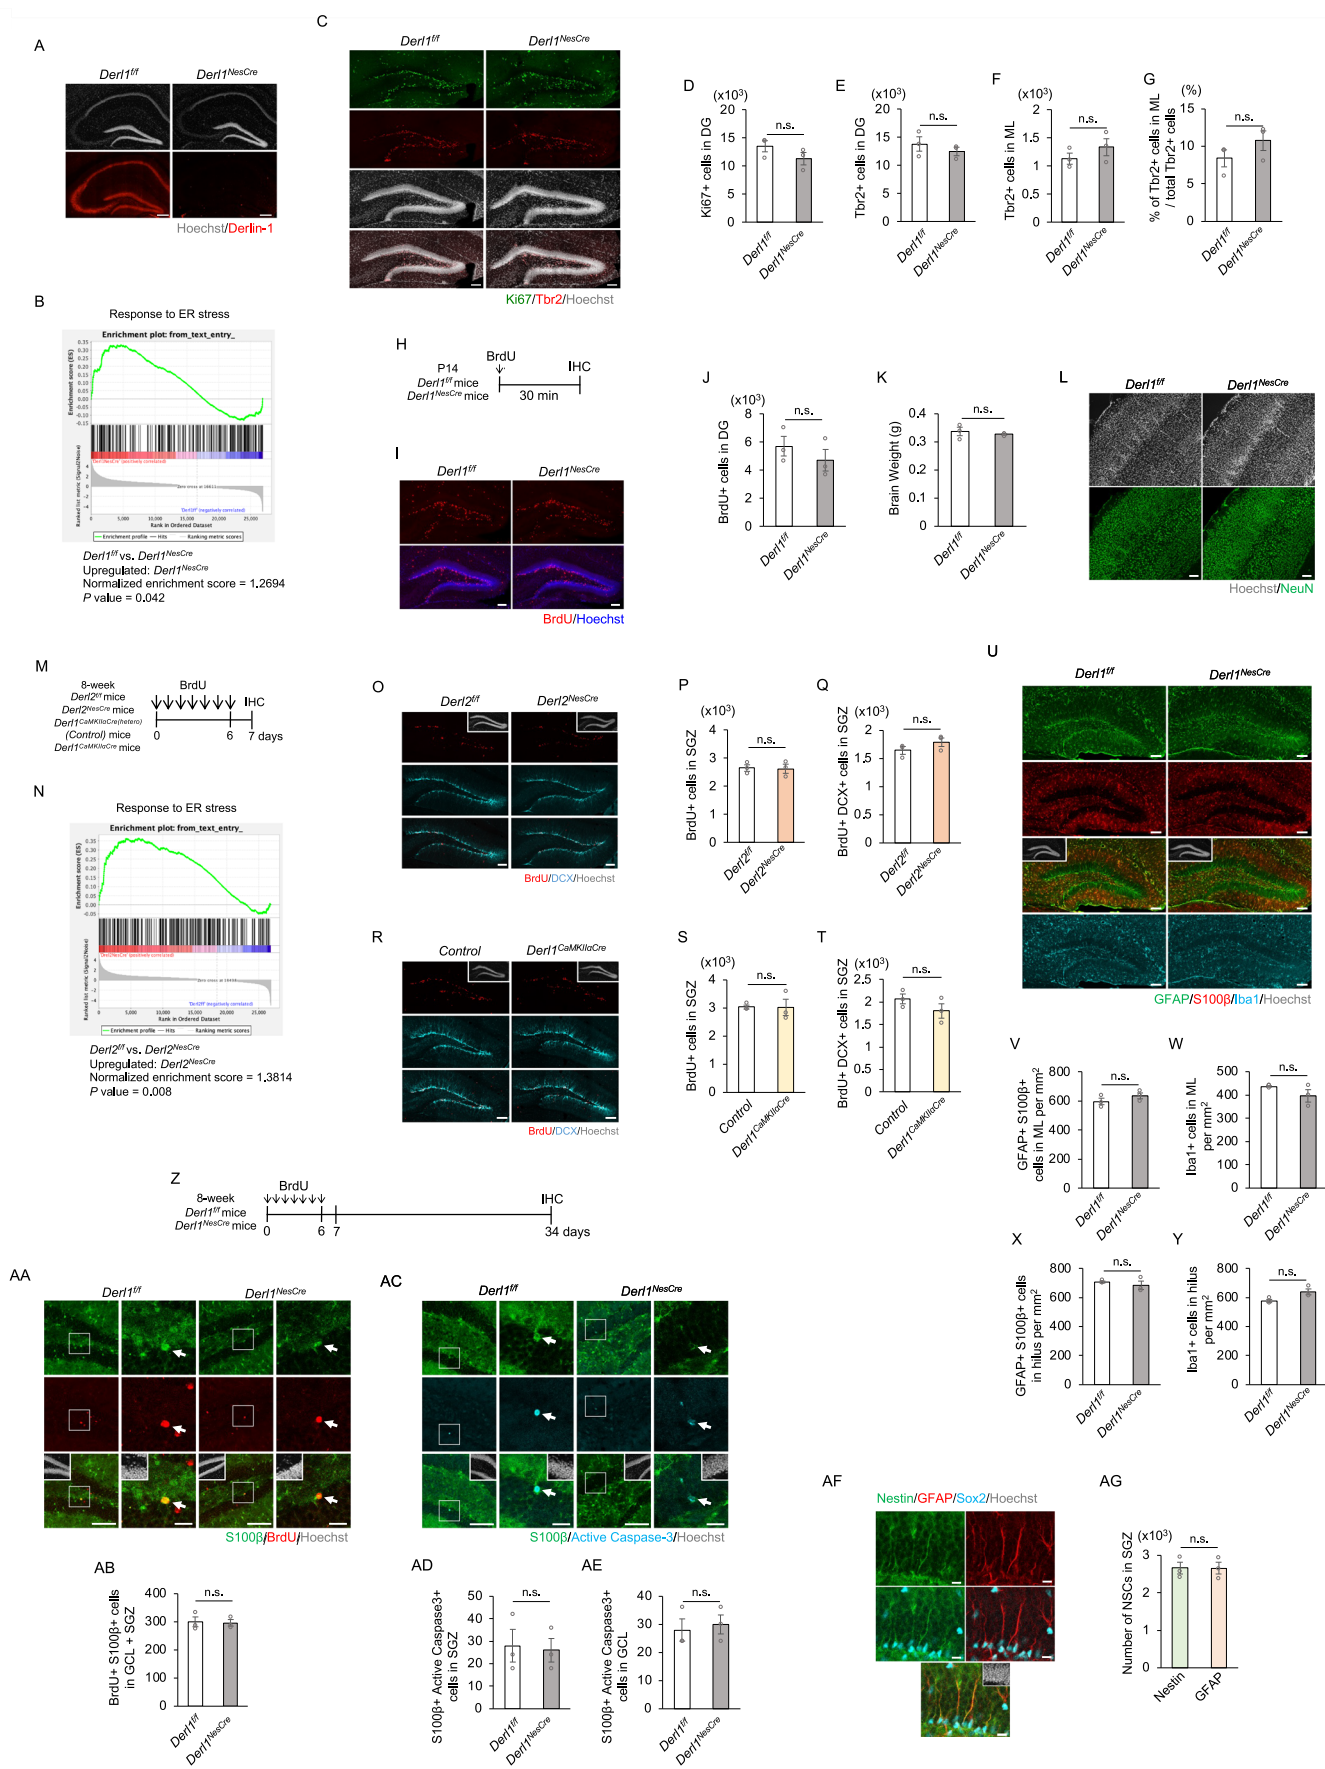

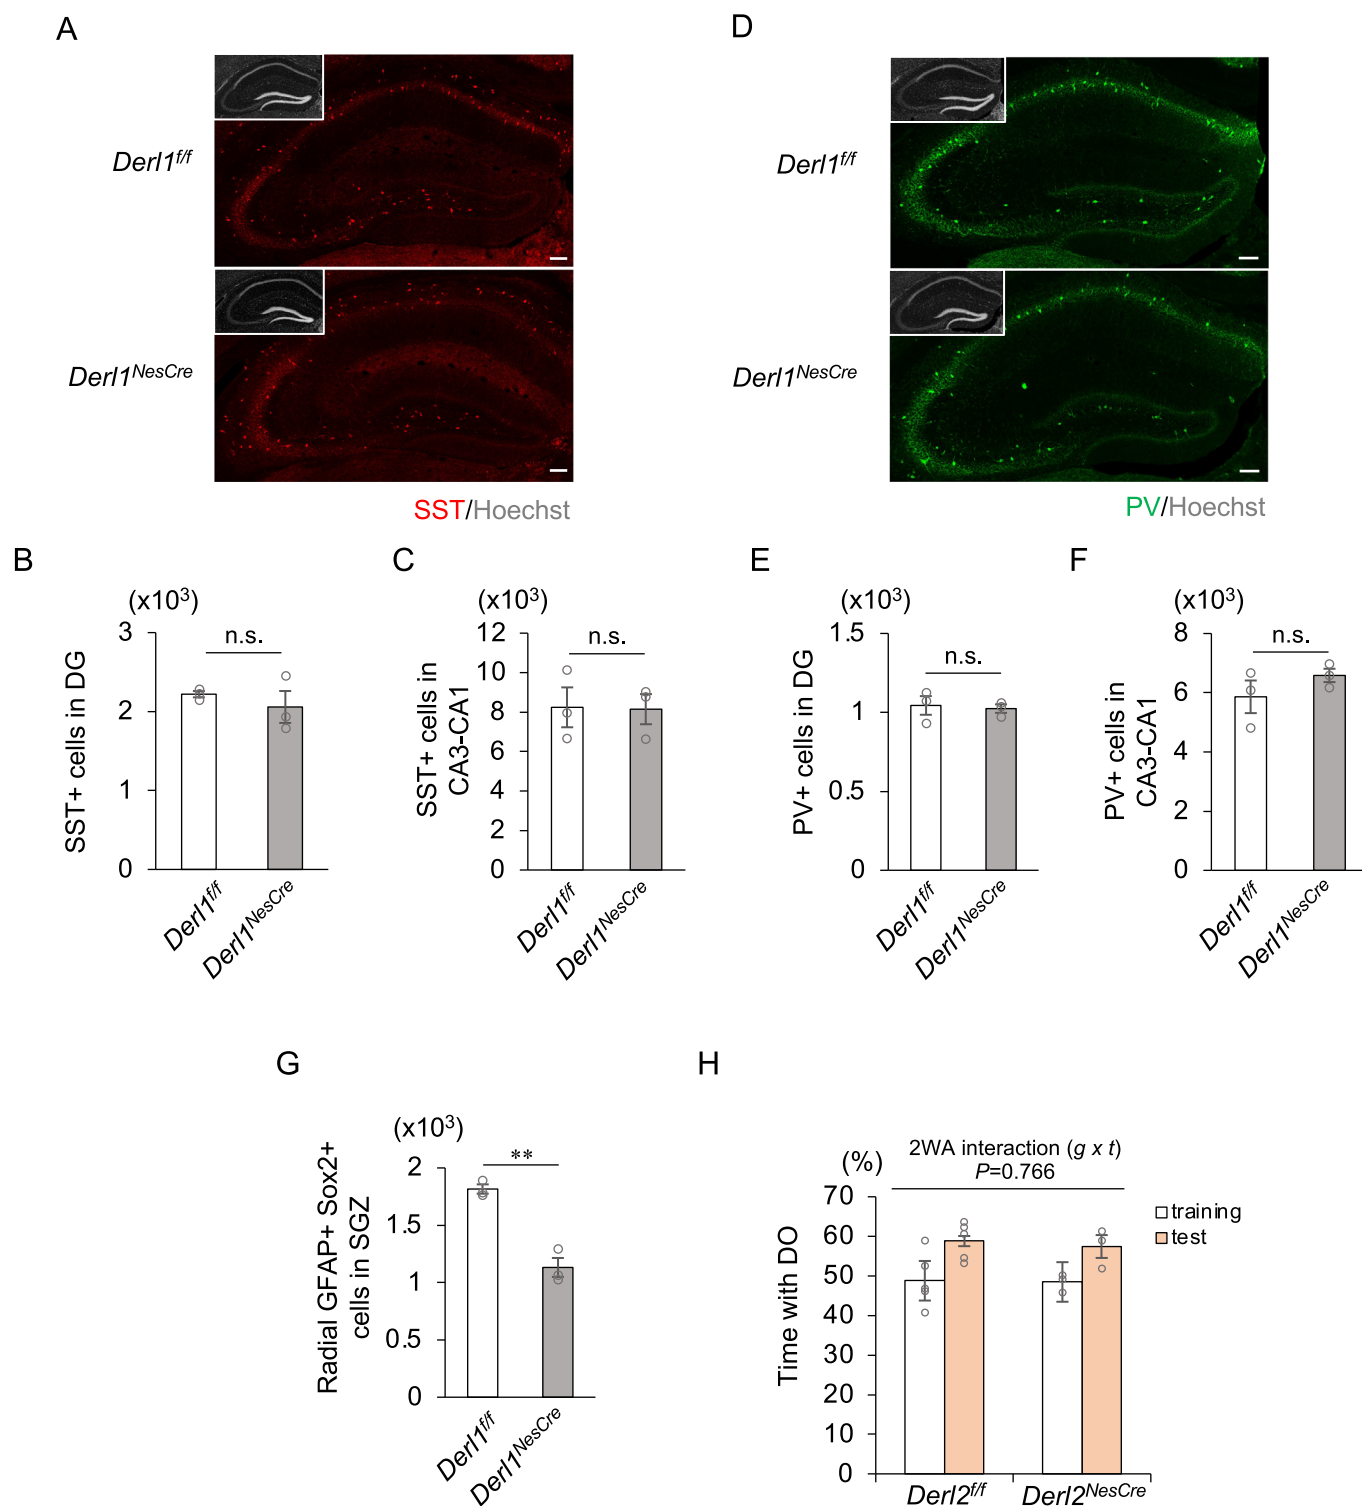

◀ **Figure EV2. Loss of *Der1* does not alter the number of GABAergic interneurons in the hippocampus.**

(A) Representative immunofluorescence images of the hippocampus with somatostatin (SST) (red) and Hoechst staining (gray; insets). Scale bars: 100  $\mu$ m. (B, C) Quantification of the number of SST<sup>+</sup> cells in the DG (B) and CA3-CA1 (C) regions of 2-month-old *Der1*<sup>f/f</sup> and *Der1*<sup>NesCre</sup> mice (*n* = 3 mice). (D) Representative immunofluorescence images of the hippocampus with parvalbumin (PV) (green) and Hoechst staining (gray; insets). Scale bars: 100  $\mu$ m. (E, F) Quantification of the number of PV<sup>+</sup> cells in the DG (E) and CA3-CA1 (F) regions of 2-month-old *Der1*<sup>f/f</sup> and *Der1*<sup>NesCre</sup> mice (*n* = 3 mice). (G) Quantification of the number of radial GFAP<sup>+</sup> Sox2<sup>+</sup> NSCs in the SGZ of 4-month-old *Der1*<sup>f/f</sup> and *Der1*<sup>NesCre</sup> mice (*n* = 3 mice). (H) Percentage of time spent with the displaced object (DO) during the training and testing phase in 4-month-old *Der1*<sup>f/f</sup> and *Der1*<sup>NesCre</sup> mice (*n* = 5; *Der1*<sup>f/f</sup> mice, *n* = 3; *Der1*<sup>NesCre</sup> mice). 2WA two-way ANOVA, g genotype, t trial. Bar graphs are presented as the mean  $\pm$  SEM. Significance was determined using Student's *t*-test (B, C, E–G) or two-way ANOVA (H). \*\**P* < 0.01 by Student's *t*-test (G). n.s. not significant.

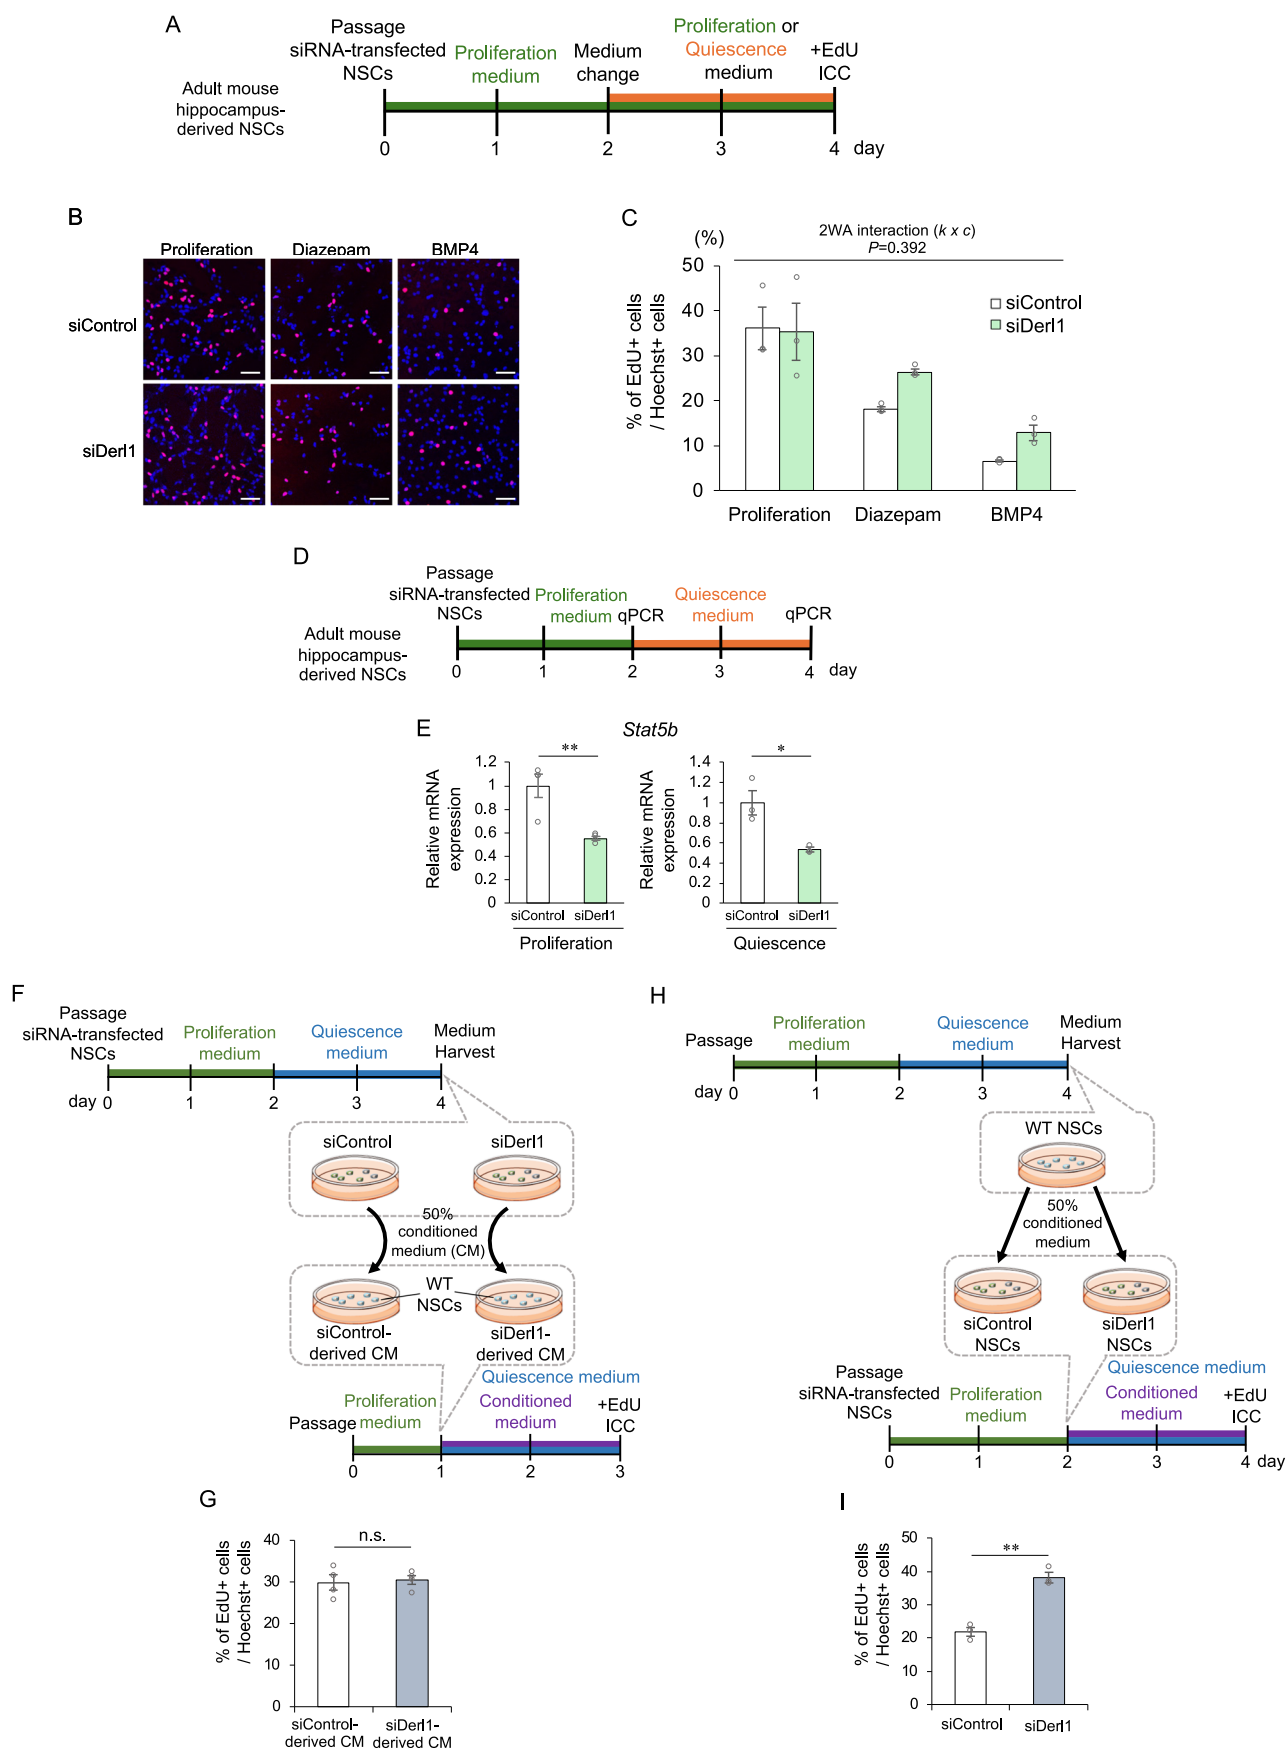

**Figure EV3. Inhibition of the transition from active to quiescent states in Derlin-1-deficient NSCs is cell-autonomously regulated.**

(A) Experimental scheme to induce the transition of control and *Derl1* knockdown mouse hippocampal NSCs from active to quiescent states. (B) Representative images of EdU (red) and Hoechst (blue) staining in siControl and siDerl1 mouse NSCs with or without induction of quiescence with diazepam (100  $\mu$ M) or BMP4 (50 ng/mL) for 2 days. NSCs were fixed 30 min after the addition of EdU. Scale bars: 50  $\mu$ m. (C) Quantification of the percentage of EdU<sup>+</sup> proliferating NSCs among total Hoechst<sup>+</sup> cells in siControl and siDerl1 mouse NSCs with proliferative conditions or induction of quiescence with diazepam or BMP4 for 2 days ( $n = 3$  biological replicates). 2WA two-way ANOVA, k knockdown, c condition. (D) Experimental scheme for investigating the *Stat5b* expression of control and *Derl1* knockdown mouse NSCs from active to quiescent states. (E) Expression of *Stat5b* in siControl and siDerl1 mouse NSCs under proliferation and quiescent conditions. Gene expression levels were estimated by qPCR and normalized to that of *S18* ( $n = 4$  biological replicates; Proliferation,  $n = 3$  biological replicates; Quiescence). (F) Experimental scheme to investigate NSC proliferation with conditioned medium derived from control and *Derl1* knockdown NSCs over 2 days. (G) Quantification of the percentage of EdU<sup>+</sup> proliferating NSCs among total Hoechst<sup>+</sup> cells cultured for 2 days in siControl and siDerl1 NSC-derived conditioned quiescence medium ( $n = 4$  biological replicates). (H) Experimental scheme to investigate NSC proliferation of control and *Derl1* knockdown NSCs with conditioned medium derived from wild-type (WT) NSCs over 2 days. (I) Quantification of the percentage of EdU<sup>+</sup> proliferating NSCs among total Hoechst<sup>+</sup> cells cultured for 2 days in siControl and siDerl1 NSCs with WT NSC-derived conditioned quiescence medium ( $n = 3$  biological replicates). Bar graphs are presented as the mean  $\pm$  SEM. Significance was determined using Student's *t*-test (E, G, I) or two-way ANOVA (C). \* $P < 0.05$  and \*\* $P < 0.01$  by Student's *t*-test (E, I). n.s. not significant.

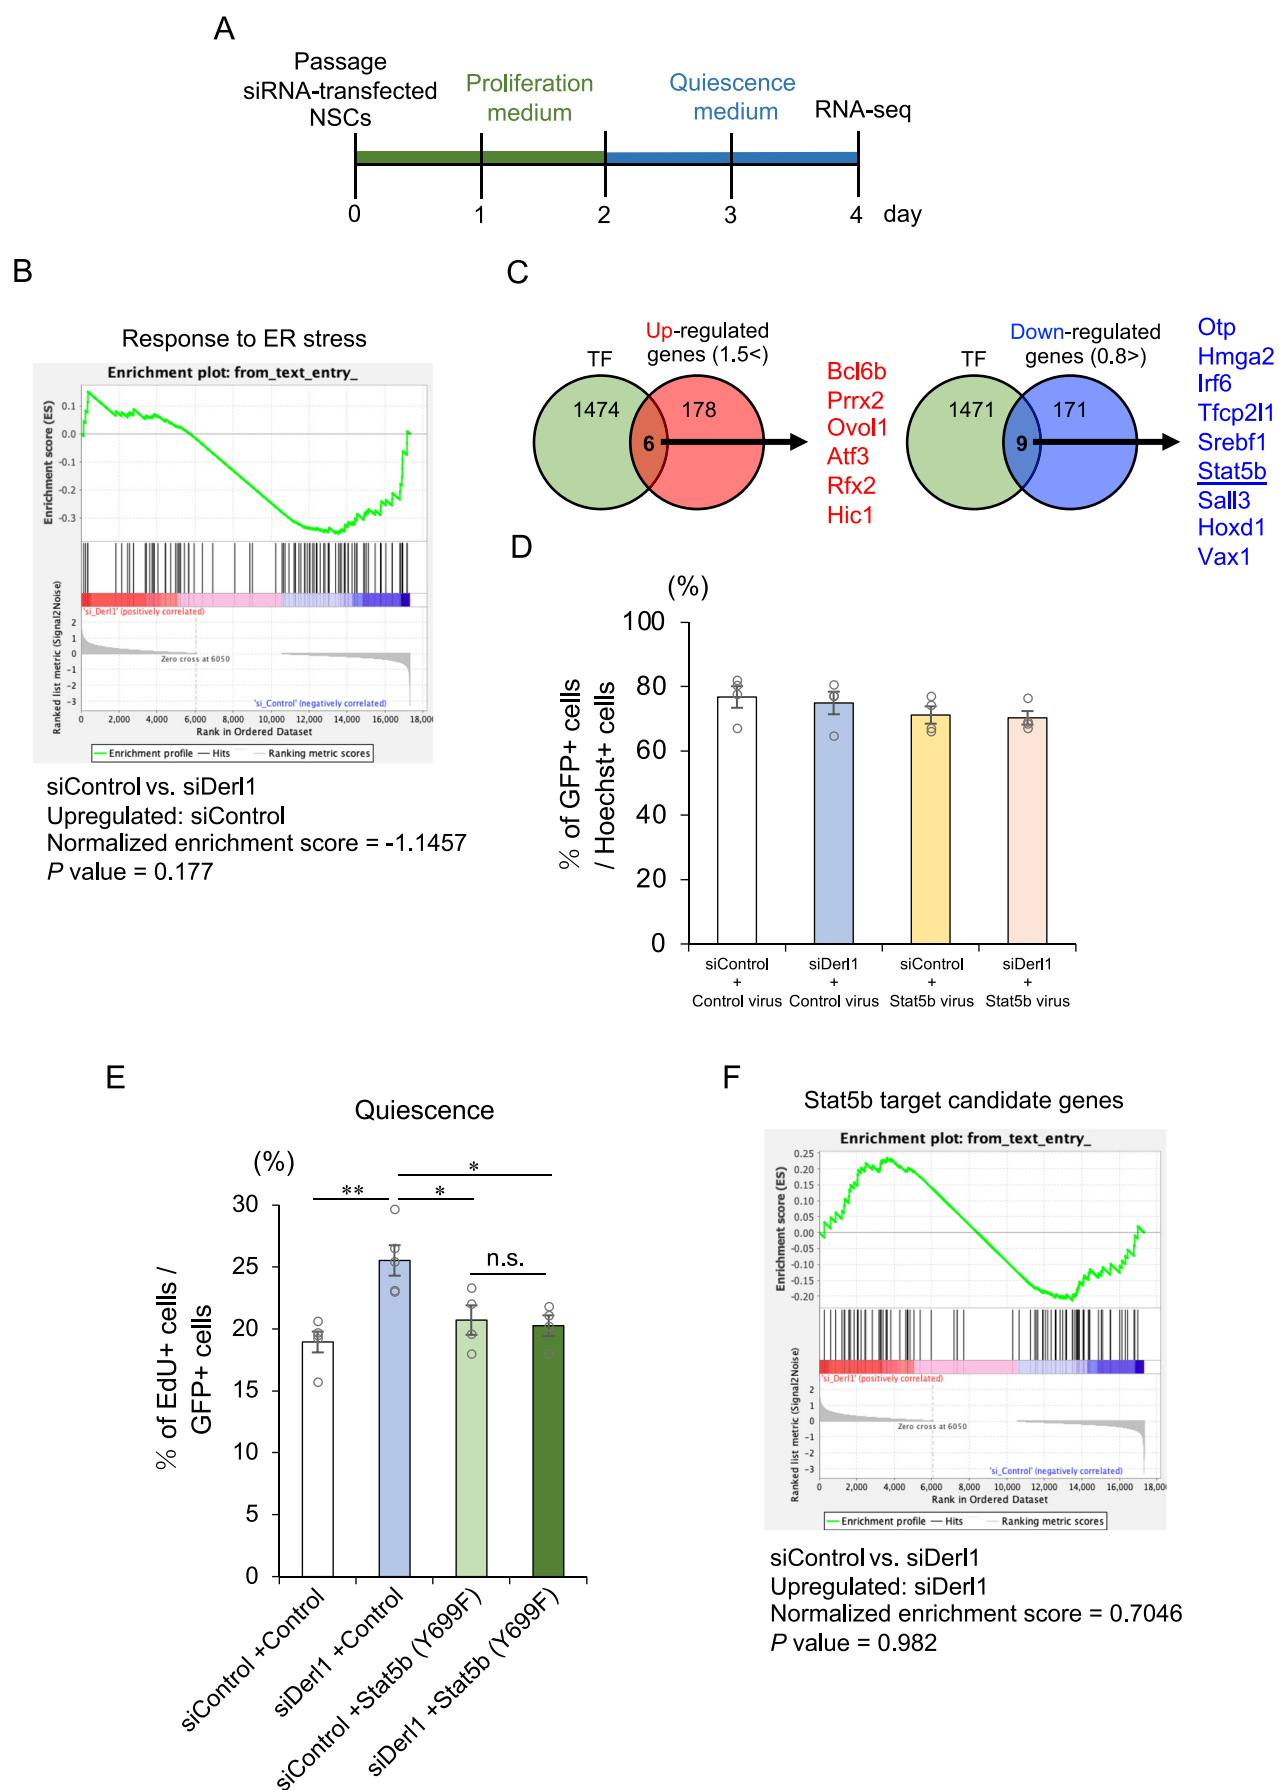

**Figure EV4. Stat5b expression is decreased in Derlin-1-deficient NSCs, and the phosphorylation of Stat5b (Y699) is not required for the rescue of abnormal proliferation of Derlin-1-deficient NSCs.**

(A) Experimental scheme for investigating the molecular mechanism underlying the impairment of NSC transition to quiescence by *Derl1* knockdown. (B) GSEA showing differential expression of 92 genes in the NSCs categorized by the GO term "Response to ER stress." GSEA shows gene expression changes in siDerl1 NSCs relative to siControl NSCs. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with *Derl1* knockdown. (C) Venn diagrams showing the overlap between transcription factor (TF) genes and upregulated (left) or downregulated (right) genes in siDerl1 NSCs. (D) Quantification of the efficiency of each viral infection in siControl and siDerl1 NSCs ( $n = 4$  biological replicates). (E) Quantification of the percentage of EdU<sup>+</sup> proliferating NSCs among total GFP<sup>+</sup> cells in siControl and siDerl1 NSCs with or without exogenous expression of mutant Stat5b (Y699F) [ $n = 5$  biological replicates; + Control,  $n = 4$  biological replicates; + Stat5b (Y699F)]. (F) GSEA showing differential expression of 80 candidate Stat5b target genes. GSEA shows gene expression changes in siDerl1 NSCs relative to siControl NSCs. The enrichment plot shows the distribution of genes in each set that are positively (red) or negatively (blue) correlated with *Derl1* knockdown. Bar graphs are presented as the mean  $\pm$  SEM. Significance was determined using the nominal  $P$  value of GSEA software (B, F) or one-way ANOVA (E). \* $P < 0.05$  and \*\* $P < 0.01$  by one-way ANOVA followed by Bonferroni's post hoc test (E). n.s. not significant.

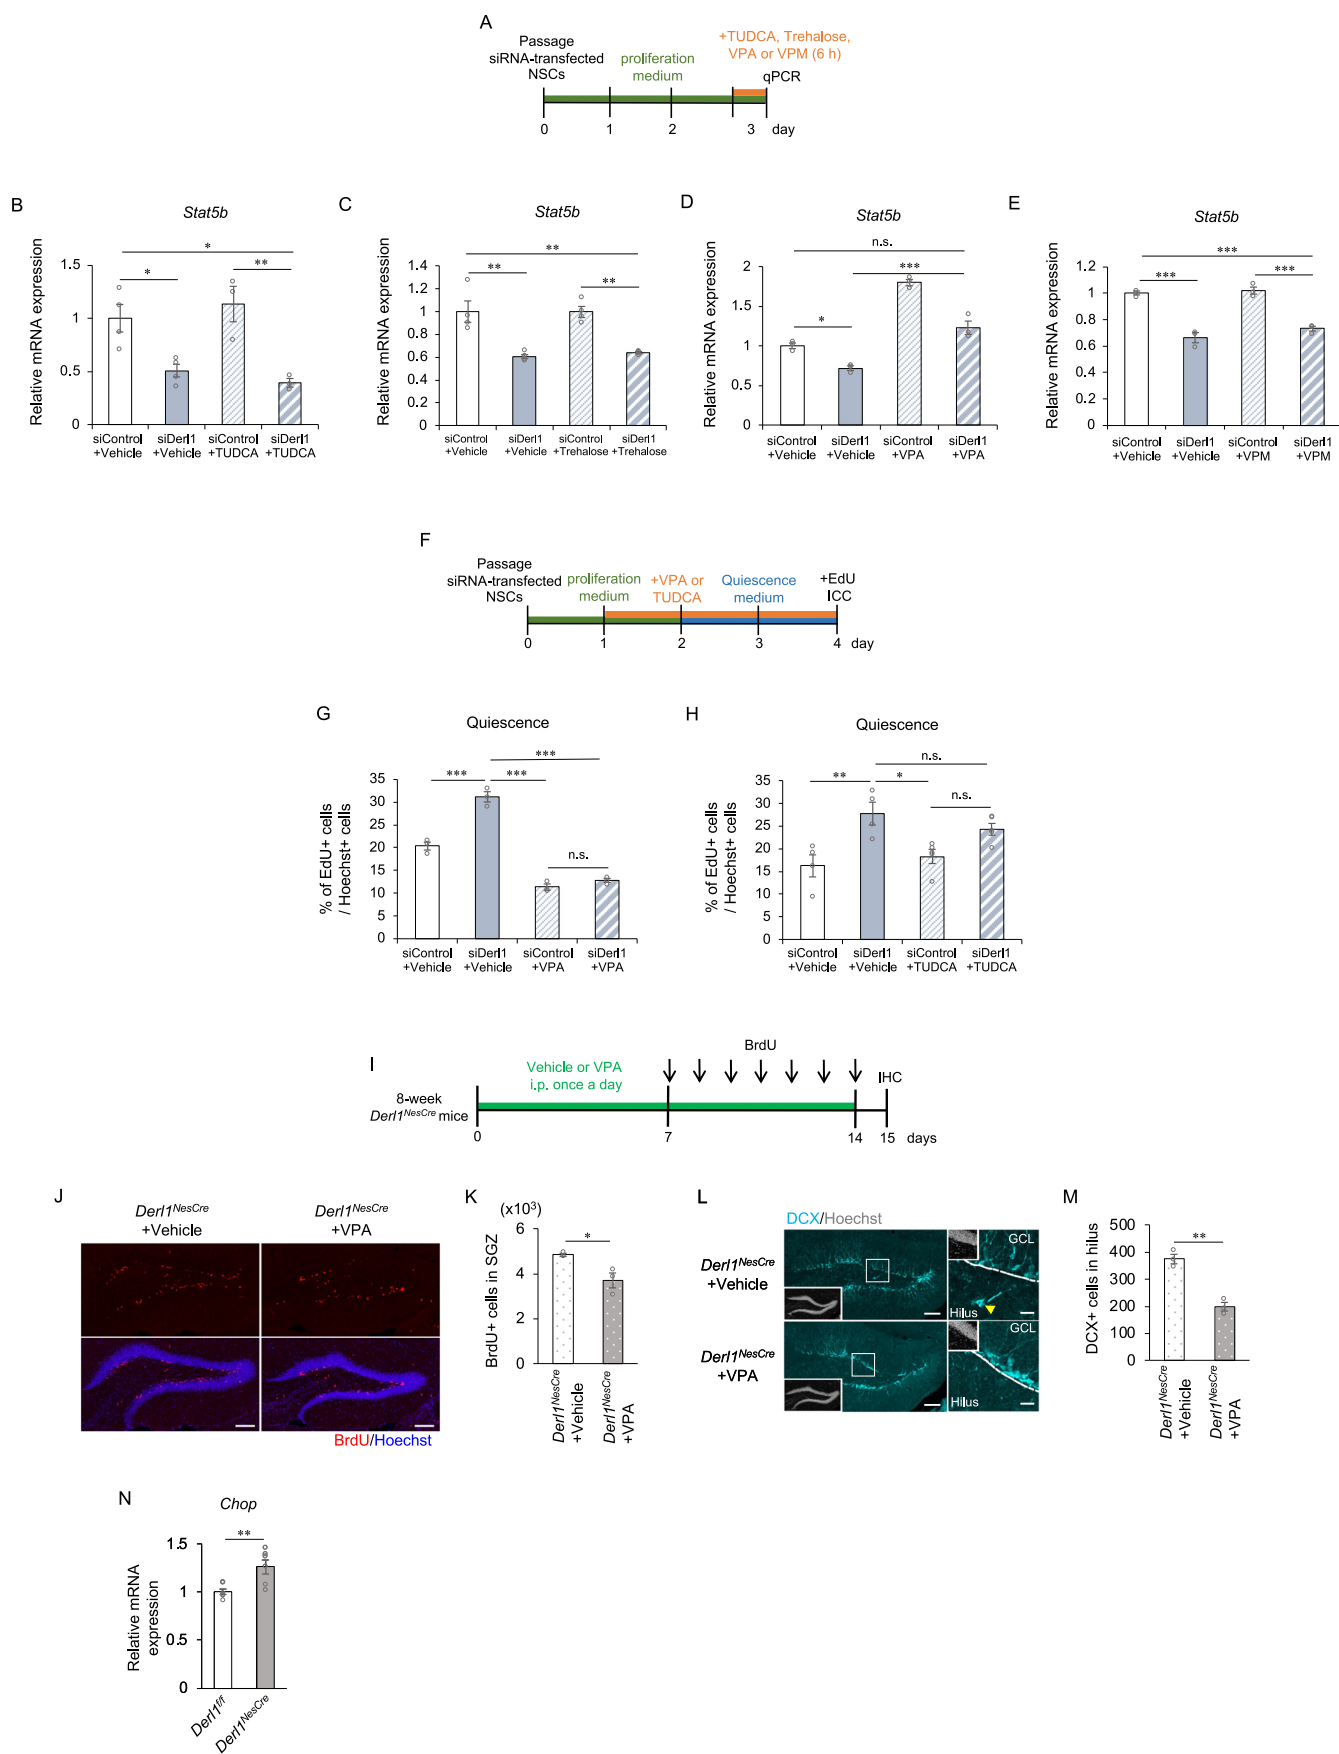

**Figure EV5. HDAC inhibitory activity, but not chaperone activity, increases *Stat5b* expression and inhibits the proliferation of NSCs.**

(A) Experimental scheme for assessing the expression of *Stat5b* in siControl and siDerl1 NSCs treated with or without TUDCA (50  $\mu$ M), trehalose (10 mM), VPA (1 mM), or VPM (1 mM). (B–E) Expression of *Stat5b* in siControl and siDerl1 NSCs with or without TUDCA (B) ( $n = 4$  biological replicates; Vehicle,  $n = 3$  biological replicates; TUDCA), trehalose (C) ( $n = 4$  biological replicates), VPA (D) ( $n = 3$  biological replicates), or VPM (E) treatment ( $n = 3$  biological replicates). Gene expression levels were estimated by qPCR and normalized to that of  $\beta$ -actin. (F) Experimental scheme for evaluating the effect of VPA (1 mM) or TUDCA (50  $\mu$ M) on the impairment of the transition of NSCs to quiescence by *Derl1* knockdown. (G, H) Quantification of the percentage of EdU<sup>+</sup> proliferating NSCs among total Hoechst<sup>+</sup> cells in VPA-treated (G) ( $n = 3$  biological replicates) or TUDCA-treated (H) ( $n = 4$  biological replicates; Vehicle,  $n = 5$  biological replicates; TUDCA) siControl and siDerl1 NSCs induced to enter the quiescent state by the administration of BMP4 for 2 days. (I) Experimental scheme for investigating the proliferation of NS/PCs in *Derl1*<sup>NesCre</sup> mice with or without VPA treatment. *Derl1*<sup>NesCre</sup> mice treated with vehicle or VPA daily for 2 weeks were simultaneously injected with BrdU daily for 7 days during the latter and fixed 1 day after the last BrdU injection. (J) Representative immunofluorescence images of the DG stained for BrdU (red) and Hoechst (blue) in *Derl1*<sup>NesCre</sup> mice treated with or without VPA. Scale bars: 100  $\mu$ m. (K) Quantification of the number of BrdU<sup>+</sup> proliferating cells in the SGZ of *Derl1*<sup>NesCre</sup> mice treated with or without VPA ( $n = 3$  mice). (L) Representative immunofluorescence images of the DG stained for DCX (cyan) and Hoechst (gray; insets) in *Derl1*<sup>NesCre</sup> mice treated with or without VPA. The areas outlined by a white rectangle are enlarged to the right. The yellow arrowhead indicates DCX<sup>+</sup> ectopic immature neurons in the hilus, and dashed white lines indicate the boundaries between the GCL and hilus. Scale bars, 100  $\mu$ m (left images) and 20  $\mu$ m (right images). (M) Quantification of the number of DCX<sup>+</sup> cells in the hilus in *Derl1*<sup>NesCre</sup> mice treated with or without VPA ( $n = 3$  mice). (N) Expression of *Chop* in the DG of 2-month-old *Derl1*<sup>+/+</sup> and *Derl1*<sup>NesCre</sup> mice. Gene expression levels were estimated by qPCR and normalized to that of *S18* ( $n = 7$ ; *Derl1*<sup>+/+</sup> mice,  $n = 6$ ; *Derl1*<sup>NesCre</sup> mice). Bar graphs are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  by one-way ANOVA followed by Bonferroni's post hoc test (B–E, G, H) or Student's *t*-test (K, M, N). n.s. not significant.

How the deposited data were processed for this re-analysis (not part of the article)

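The data are RNA-seq of adult rat hippocampal NSCs, a line grown from the hippocampus of adult Fisher rats, after transfection with a control siRNA duplex (siControl) or a duplex against *Derl1* (siDerl1), with 3 samples in each of 2 groups. All 6 samples had 2 days in proliferation medium and 2 days with BMP4 (50 ng/mL). The groups and replicate numbers were taken from the sample labels and the methods.

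The authors extracted total RNA and had poly(A) RNA made into strand-specific libraries and sequenced on an Illumina HiSeq X. They trimmed the reads with Trimmomatic, mapped them to rn6 with STAR and estimated expression with RSEM. The values they deposited are TPM, rounded to 2 decimals, and each sample sums to 1000000. TPM is corrected for transcript length and sample size and keeps no depth, so the depth per sample is unknown and no counting error can be given. It also makes the values shares of a fixed sum, so a large change in a few abundant genes would shift the others. The 10 most abundant genes held between 5.21% and 5.64% of the TPM in each sample. The authors tested differences with edgeR on values not used here. The limits in the paper are a fold change above 1.5 or below 0.8 and a p under 0.05 without adjustment.

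The 6 tables have the same 17315 rows, of which 12822 have a value above 0 in any sample. Symbols of 26 rows had been turned into dates and were left as they are, with duplicated symbols told apart by their RefSeq identifier. There were 1048 rows with several RefSeq identifiers. Gene names were used as the tables give them, and 16331 of the rows have an identifier that is also in the RefSeq table of the assembly GRCr8, which was used for names only because the reads were mapped to rn6. *Derl2* was not analysed here. Reads shared by paralogs, among them the interferon-induced families, may be split between them by RSEM, and such genes are uncertain.

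The main comparison was limma (version 3.58.1, in R 4.3.3) on log2(TPM + 1), with lmFit and eBayes with an intensity trend, over the 10331 genes with a mean TPM of at least 1, and Benjamini-Hochberg adjustment. The design had been written for TPM, which the values are. Lists of genes were tested with camera at a preset correlation of 0.01, adjusted over 7 lists: ER stress, STAT5 targets, cell cycle, BMP response, cholesterol synthesis, interferon response and NF-kB targets. Gene set enrichment was also computed with fgsea (version 1.28.0) on genes ranked by the signal-to-noise ratio of TPM, with 10000 gene permutations. The cholesterol synthesis list was chosen because *Srebf1* is in Fig. EV4C, and the NF-kB list after reading Appendix Table S1. The lists, the tests and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-of-ratios scaling, eBayes without a trend, the replicate number as a block, each sample left out in turn (6 fits), fry, and camera with an estimated correlation. The median-of-ratios factors lay between 0.99 and 1.02. A planned test of siRNA seed matches in 3′ UTRs was not run, because no UTR sequence was used here. The genes named in the text are those the paper's text or Fig. EV4C names, the 5 largest rises and 5 largest falls by the rule of an adjusted p under 0.05 and groups that do not overlap (taken by the paper's limits where fewer than 5 pass), and the 3 members with the smallest p of each list with an adjusted p under 0.05. Some genes that this rule selects are not reported here. The microglia genes and the tests of explanations were chosen after the data had been seen.

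The replicate numbers were checked as a pairing. The deviations of the samples from their group means correlated between siControl and siDerl1 samples of the same number at 0.70, 0.35 and 0.51 for numbers 1, 2 and 3, across the genes tested, which are not independent replicates. Between samples of different numbers the correlations were negative where one of them was number 1, from −0.59 to −0.41, but 0.34 for siControl 2 with siDerl1 3 and 0.25 for siControl 3 with siDerl1 2. The check thus sets number 1 apart and hardly separates numbers 2 and 3. The first principal component (55.7% of the variance) set both samples numbered 1 apart from the other 4, and the second (16.2%) set the groups apart. The pairing comes from this check and from the labels, which number the samples alike; the paper's text does not name a shared batch or day. No 2 samples held the same values, with at most 0.596% of the expressed genes equal between any 2.

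The fits were tested on simulated data with 10331 genes, of which 199 were changed by 1 on the log2 scale, in 5 simulations. The simulated samples carried the replicate differences and the residual spread of the fit with the block, with noise drawn independently for each gene. The pairing was thus assumed, which favours the block, and these simulations do not test it. Genes of the interferon list were also raised in the runs with changed genes, and were left out of the counts of calls. Without the block 66.0% of the changed genes were recovered, with 0.6 false calls among 132 on average, and with the block 74.3%, with 4.4 false calls among 152.2. With no gene changed, 0 genes were called in either fit. The share of unadjusted p values under 0.05 was then 1.29% without the block and 5.71% with it, against the nominal 5%.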

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

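The tests of explanations in this part were chosen after the results had been seen, as were the microglia marker genes; the interferon response and NF-kB target lists were written before the data were examined.

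The interferon response list, written as a check of the siRNA transfection, was higher in siDerl1 than in siControl NSCs, in genes the paper does not discuss, and 0 of them are in Appendix Table S1. The median log2 fold change of its 28 tested genes was 0.40, and 28 of the 28 were higher (camera, adjusted p = 0.033, and 5.4e-17 with the replicate block). Neither call held with an estimated correlation (0.959, and 0.339 with the block) or with fry (0.923, and 0.179 with the block). The rise came from the pairs 2 and 3, with medians of 0.69 and 0.62 and 28 of 28 genes higher in each, and not from pair 1, with a median of −0.05 and 12 of 28 genes higher. Without siControl replicate 1 the list reversed (median −0.26, adjusted p = 0.558). Without siDerl1 replicate 2 or 3 it did not pass (0.918 and 0.908), and its medians were −0.08 and −0.02. *Mx1* was at 0.39, 53.5 and 65.4 TPM in siControl NSCs and at 3.14, 139 and 133 TPM in siDerl1 NSCs, with a log2 fold change of 1.32 (adjusted p = 0.934 from limma, 0.00478 with the block). *Dhx58* rose by 0.78 (adjusted p = 0.936, 0.046 with the block) and *Ifit3* by 0.90 (0.909, 0.108 with the block). Over the list alone 0 genes had an adjusted p under 0.05, against 0 without adjustment; with the block there were 15, of which 5 also passed over all genes.

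Of the technical explanations, several are argued against. Replicate 1 against the others cannot make the rise, since it is seen within pairs 2 and 3, where the smaller median is 0.62. A scaling of the libraries would move all genes, whose median in these pairs was −0.0329 where it lay farther from 0. Microglia in the cultures would bring their abundant transcripts, but the median mean TPM over 13 marker genes in siDerl1 NSCs was 0, 11 of the 13 stayed under 1 TPM in every library and the highest value was 5.18 TPM. A floor that hides the rise in pair 1 is argued against by the 11 list genes at 10 TPM or more in both libraries of that pair, whose median difference there was −0.10, with 3 of 11 higher, against 0.57 and 0.51 in pairs 2 and 3, with 11 of 11 higher in each.

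Others stay open. The list is set by the replicate more than by the group, and 28 of 28 genes were lower in both libraries of replicate 1 than in the other 4. Between siControl replicates 2 and 3 and siControl replicate 1 the median difference was 2.39, and in siDerl1 NSCs 3.09. These genes thus differed widely among siControl samples that all received the same duplex. Neither group was left untransfected, so whether transfection raised them cannot be told. An effect of the siDerl1 duplex itself cannot be told apart from one of the loss of Derlin-1, because 1 duplex was used for the knockdown. Of the 10 splits of the 6 samples, 6 gave a camera p as small, the real one included; 4 of them put both replicate 1 libraries in one group. Of the 4 splits that part every pair, 2 gave as small a p with the block, the real one and the one that exchanges the labels of pair 1, which 3 samples against 3 cannot separate. A biological effect of Derlin-1 on the interferon response may exist, as a hypothesis that these 2 pairs cannot settle.

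The NF-kB target list was also higher in siDerl1 NSCs. Its 13 tested genes had a median log2 fold change of 0.32, with 11 of 13 higher (camera, adjusted p = 2.1e-04, and 1.1e-05 with the replicate block), and 5 of the list's genes are in Appendix Table S1. *Lcn2*, C3 and *Mmp9* were known from that table when the list was written. C3 and *Mmp9* had a mean TPM under 1 and were not tested, so leaving these out removed *Lcn2* from the test (adjusted p = 0.0015). Without the 3 tested genes that are in the table, a check added after the data had been seen, the other 10 had a median of 0.20, with 8 of 10 higher (adjusted p = 0.0157, 0.00514 with the block). With an estimated correlation it was 0.959 and with fry 0.806. The medians in pairs 1, 2 and 3 were −0.02, 0.47 and 0.32. *Ccl2* rose by 1.62 on the log2 scale, from 4.88 ± 2.30 to 20.1 ± 13.2 TPM (SD, n = 3 each; adjusted p = 0.713 from limma, 0.0256 with the block), and *Nfkb2* by 0.33 (adjusted p = 0.736). *Lcn2* rose by 1.82 (adjusted p = 0.704), from 0.357 ± 0.116 to 4.77 ± 3.75 TPM. A scaling of the libraries is argued against by the median of all genes tested, −0.0164. Of the 10 splits, 4 gave a camera p as small, the real one included. Whether the duplex or the loss of Derlin-1 raised these genes cannot be told apart, for the same reason as above; in siControl NSCs the list differed little between replicates 2 and 3 and replicate 1, with a median of 0.0783, against 0.48 in siDerl1 NSCs.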

How the results depend on the processing

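The alternatives without the replicate block as a starting point were set before the data were examined; those that combine the block with another choice were added after seeing the data.

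*Derl1* and *Stat5b* were lower in siDerl1 NSCs under every alternative run, with log2 fold changes from −1.16 to −0.80 and from −0.48 to −0.37 across the 6 fits that each left out one library. *Ddit3* was higher under every alternative set before the data were examined in which genes were fitted. No gene had an adjusted p under 0.05 without the block under any of these alternatives, against 692 genes at an unadjusted p under 0.05.

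Of the alternatives set beforehand, only the replicate block, which compares libraries of the same number, gave genes with an adjusted p under 0.05. By the paper's limits it gave 116 genes up and 249 down in place of 55 and 142, and 195 of the 197 genes of the fit without the block were among them. At an adjusted p under 0.05 it gave 20 up and 37 down in place of 0 and 0. *Derl1* (log2 fold change −1.03) then passed, with an adjusted p of 0.00884, and so did 7 of the other named genes. *Atf3* and *Rfx2* passed the paper's limits with the block and not without it, so that 6 of the factors of Fig. EV4C passed in place of 4. At an adjusted p under 0.05 the block changed no other call of a named gene and no call of a list. Of the 4 splits of the libraries that part every pair, only the real one gave as many genes by the paper's limits, 197 against at most 70, so 1 of 4. With the block it was again 1 of 4 at an adjusted p under 0.05, with 57 genes against at most 1. Of all 10 splits, 5 gave as many genes by the paper's limits, the real one included, up to 666; the 4 larger ones put both replicate 1 libraries in one group. With 10 or 4 splits, a share under 0.05 cannot be reached.

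With the block as the starting point, the calls depended on the filter and the trend. Without the filter on low values 0 genes were up and 2 down at an adjusted p under 0.05, and *Derl1* (−1.03) had an adjusted p of 0.104. Without the trend in eBayes there were 0 and 0, and *Derl1* (−1.03) had 0.229. With a mean TPM of at least 5 there were 33 up and 58 down, and 55 up by the paper's limits. With median-of-ratios scaling 21 were down. Leaving out one pair gave from 3 to 195 genes up and from 5 to 202 down at an adjusted p under 0.05, the most without replicate 1 and the fewest without replicate 3, and from 150 to 175 up by the paper's limits. *Stat5b* had log2 fold changes from −0.50 to −0.34 in these fits, and without replicate 1 its adjusted p was 0.0114, against 0.0917 with all pairs. The causes were not tested.

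Without the filter on low values, 9 of the transcription factors of Fig. EV4C passed the paper's limits, since genes under the filter are then tested. With a mean TPM of at least 5, which tests fewer genes, 24 genes were up by the paper's limits and 136 genes of Appendix Table S1 had the paper's direction. Leaving out one library gave from 52 to 100 genes up, the most without siDerl1 replicate 1, from 114 to 252 down, the most without siControl replicate 1, and from 2 to 4 transcription factors, 2 of them without siControl replicate 2 or siDerl1 replicate 2. *Cxcr4* went from −0.19 to 0.16 and reversed in 3 of these fits. Among the other named genes, *Derl3* (−0.07 with all libraries, adjusted p = 0.964) reversed without siControl replicate 1, as did *Mx1* and *Dhx58*. With one library left out *Derl3* ranged from −0.19 to 0.0194, *Mx1* from −0.49 to 3.00 and *Dhx58* from −0.21 to 1.93. Among the named genes other than *Derl1*, *Stat5b*, *Cxcr4* and *Ddit3*, only these 3 reversals changed a direction. Only the 7 genes that passed with the block changed a call at an adjusted p under 0.05. Calls by the paper's limits also changed, as for *Atf3* and *Rfx2* with the block.

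The adjusted p of the interferon response list was 0.0658 without the filter and 0.0975 with median-of-ratios scaling, 0.959 with an estimated correlation and 0.923 with fry. It ranged from 1.93e-15 to 0.918 with one library left out, reversing without siControl replicate 1 (median −0.26), which leaves 1 library of replicate 1 in one group only. With the block it was 0.339 with an estimated correlation and 0.179 with fry. The NF-kB target list had 0.959 and 0.806 with these tests, and 0.339 and 0.235 with the block, but stayed under 0.05 with camera at the preset correlation under every filter, pseudocount and scaling run and in the 6 fits that each left out one library, from 1.96e-11 to 0.0238. The cholesterol synthesis list, whose median log2 fold change was 0.05 with 20 of 24 genes higher (adjusted p = 0.0015), had 0.959 and 0.883, and from 4.06e-07 to 0.243 with one library left out. Its medians in pairs 1, 2 and 3 were 0.08, 0.09 and 0.06, with 16, 20 and 17 of 24 genes higher. With the block its adjusted p was 3.5e-04 from camera, 0.339 with an estimated correlation and 0.0503 with fry. Without the block, 3 of the 10 splits gave as small a camera p for this list, the real one included. Its members with the smallest p, *Hmgcs1*, *Insig1* and *Nsdhl*, rose by 0.25, 0.13 and 0.26. The BMP response list (median −0.13, adjusted p = 0.983) changed camera's direction without the filter (0.959) and with a mean TPM of at least 5 (0.916). Its medians stayed negative there, at −0.10 and −0.13. With one library left out it ranged from 0.00302 to 0.654, reversing in 3 of these fits. The cell cycle list (adjusted p = 0.865) took the other direction with fry (0.923), and ranged from 0.0148 to 0.608 with one library left out. Camera's direction for it changed in some of these fits, in each of which its median was negative. The ER stress list ranged from 0.00705 to 0.66 and reversed without siDerl1 replicate 1. The STAT5 target list stayed over 0.05 under every alternative run. Since replicate 1 differs from the others in both groups, leaving out any single library unbalances the groups by construction.

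The planned test of siRNA seed matches was not run. The depth behind the TPM is unknown, so how far counting error limits the low genes cannot be given.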

Differences from the paper's values

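The number of genes past the paper's limits was 55 up in siDerl1 NSCs, against the paper's 184. None of the alternatives set before the data were examined came within 1.5 times of it; the nearest was the replicate block, with 116, and the others gave between 24 and 100. Of the alternatives added after the values were seen, the block with a pseudocount of 0.1 gave 158, the block without the filter on low values 138, the block with median-of-ratios scaling 124, and the block without one of the replicate pairs from 150 to 175, which lie within 1.5 times of the paper's number; these were chosen after seeing the values. For genes down, 142 were found without the block against the paper's 180, which is within 1.5 times. Among the alternatives set before the data were examined, those not within it gave fewer genes. They were 119 with a mean TPM of at least 5 and 114 without siControl replicate 2. The fits named above that combine the block with another choice went the other way for genes down. They gave 275 with a pseudocount of 0.1, 314 without the filter and from 278 to 368 without one of the pairs. These are all over 1.5 times the paper's number. With median-of-ratios scaling the block gave 216, which is within it.

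The normalized enrichment score of the STAT5 target list was −0.90, against the paper's about 0.70 in Fig. EV4F, read by eye; the 2 lists do not hold the same genes, and neither score passed its test. No other setting was computed for this score.

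*Derl1* is not among the genes of Appendix Table S1, while its mean TPM was 127 in siControl and 63.2 in siDerl1 NSCs and it passed the paper's limits here. Of the transcription factors of Fig. EV4C, *Atf3*, *Rfx2* and *Srebf1* were tested here and did not pass the paper's limits, with log2 fold changes of 0.79, 0.59 and −0.49. With the replicate block *Atf3* and *Rfx2* passed, 6 factors in all, and without the filter on low values 9 did.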

Other observations

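The tests in this part were chosen after the results had been seen, and the cell cycle and BMP response lists were written before the data were examined.

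The paper reports more proliferating siDerl1 than siControl NSCs under BMP4 (Fig. 3C), where the paper's source data give a mean of 18.3% EdU-positive cells with the control siRNA and 29.0% with siDerl1 (SD 2.63 and 3.78, n = 9 each), a log2 ratio of 0.66. EdU was counted in fixed cells and not in the RNA-seq samples. The cell cycle list of S and G2/M genes did not rise with it when all libraries were used. The median log2 fold change of its 73 tested genes was −0.02, and 29 of them were higher (camera, direction up, adjusted p = 0.865). Without siDerl1 replicate 2 camera called a rise (adjusted p = 0.0148, median 0.03). Without siControl replicate 2, siDerl1 replicate 1 or siDerl1 replicate 3 camera's direction turned to down (adjusted p = 0.197, 0.211 and 0.608). The medians in these fits were −0.05, −0.04 and −0.02, negative as with all libraries. The medians in the pairs 1, 2 and 3 were 0.05, −0.05 and −0.06, with 52, 26 and 23 of 73 genes higher. A rise of these transcripts in proportion to the EdU-positive cells is argued against by the highest of these medians, 0.0543. Whether the RNA-seq cultures held more EdU-positive cells was not measured in these data.

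Both libraries numbered 1 differed from those numbered 2 and 3. The BMP response list was lower in them, with 15 of 15 genes under all other libraries and 14 of 15 rising from replicate 1 to 3 in both groups. The median difference of replicates 2 and 3 to replicate 1 was 1.36 in siControl and 1.27 in siDerl1 NSCs. A scaling of the libraries is argued against by the median of all genes, 0.0232 in siControl and −0.01 in siDerl1 NSCs. The weaker signal of BMP4 in replicate 1 is a candidate explanation, and other differences between the cultures cannot be told apart from it. More cycling cells in replicate 1 cannot be told from these values either: the cell cycle list had a median of 0.0171 in siControl and −0.10 in siDerl1 NSCs, with 32 of 73 genes lower and 15 of 73 higher in replicates 2 and 3 in both groups, so its members went both ways.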
